# The effects of caloric restriction on adipose tissue and metabolic health are sex- and age-dependent

**DOI:** 10.7554/eLife.88080

**Published:** 2023-04-25

**Authors:** Karla J Suchacki, Benjamin J Thomas, Yoshiko M Ikushima, Kuan-Chan Chen, Claire Fyfe, Adriana AS Tavares, Richard J Sulston, Andrea Lovdel, Holly J Woodward, Xuan Han, Domenico Mattiucci, Eleanor J Brain, Carlos J Alcaide-Corral, Hiroshi Kobayashi, Gillian A Gray, Phillip D Whitfield, Roland H Stimson, Nicholas M Morton, Alexandra M Johnstone, William P Cawthorn

**Keywords:** caloric restriction, sex differences, adipose tissue, glucose homeostasis, healthy ageing, insulin sensitivity, Human, Mouse

## Abstract

Caloric restriction (CR) reduces the risk of age-related diseases in numerous species, including humans. CR’s metabolic effects, including decreased adiposity and improved insulin sensitivity, are important for its broader health benefits; however, the extent and basis of sex differences in CR’s health benefits are unknown. We found that 30% CR in young (3-month-old) male mice decreased fat mass and improved glucose tolerance and insulin sensitivity, whereas these effects were blunted or absent in young females. Females’ resistance to fat loss was associated with decreased lipolysis, energy expenditure and fatty acid oxidation, and increased postprandial lipogenesis, compared to males. The sex differences in glucose homeostasis were not associated with differential glucose uptake but with altered hepatic ceramide content and substrate metabolism: compared to CR males, CR females had lower TCA cycle activity and higher blood ketone concentrations, a marker of hepatic acetyl-CoA content. This suggests that males use hepatic acetyl-CoA for the TCA cycle whereas in females it accumulates, stimulating gluconeogenesis and limiting hypoglycaemia during CR. In aged mice (18-months old), when females are anoestrus, CR decreased fat mass and improved glucose homeostasis similarly in both sexes. Finally, in a cohort of overweight and obese humans, CR-induced fat loss was also sex- and age-dependent: younger females (<45 years) resisted fat loss compared to younger males while in older subjects (>45 years) this sex difference was absent. Collectively, these studies identify age-dependent sex differences in the metabolic effects of CR and highlight adipose tissue, the liver and oestrogen as key determinants of CR’s metabolic benefits. These findings have important implications for understanding the interplay between diet and health, and for maximising the benefits of CR in humans.

## Introduction

Caloric restriction (CR) is a therapeutic nutritional intervention involving a sustained decrease in calorie intake whilst maintaining adequate nutrition. CR extends lifespan and reduces the risk of age-related diseases in numerous species, ranging from yeast to primates (Lin et al., 2002; Weindruch et al., 1986; Mattison et al., 2017). CR can have detrimental effects, including bone loss (Villareal et al., 2016) and increased susceptibility to infections (Speakman and Mitchell, 2011), and therefore it may not be suitable for all individuals; however, trials of CR in humans show numerous health benefits, including the prevention of cardiovascular disease, hypertension, obesity, type 2 diabetes, chronic inflammation, and risk of certain cancers (Most et al., 2017). Thus, the ability of CR to promote healthy ageing is now also recognised in humans. In addition to these health benefits, many effects of CR reflect evolutionary adaptations that confer a survival advantage during periods of food scarcity (Speakman and Mitchell, 2011). Establishing the extent and basis of CR’s effects may thereby reveal new knowledge of healthy ageing and the interplay between food, nutrition, and health.

A key contributor to the health benefits of CR is its impact on metabolic function. Ageing is characterised by hepatic insulin resistance, hyperinsulinaemia, and excessive accumulation of white adipose tissue (WAT), particularly visceral WAT (Barzilai et al., 1998; López-Otín et al., 2016; Mancuso and Bouchard, 2019). The latter is coupled with adipose dysfunction, whereby WAT becomes unable to meet the demands for safe lipid storage. This results in ectopic lipid accumulation in the liver and other tissues, contributing to insulin resistance and metabolic dysregulation (Barzilai et al., 1998; Mancuso and Bouchard, 2019). CR counteracts these effects, decreasing WAT mass, increasing fatty acid (FA) oxidation, preventing ectopic lipid deposition and enhancing insulin sensitivity and glucose tolerance (Speakman and Mitchell, 2011). Notably, studies in rodents show that removal of visceral WAT, independent of CR, is sufficient to prevent insulin resistance, improve glucose tolerance and increase lifespan (Gabriely et al., 2002; Muzumdar et al., 2008; Tran et al., 2008). Visceral WAT loss in humans is also strongly associated with CR’s metabolic benefits (Larson-Meyer et al., 2006). Thus, the ability of CR to decrease visceral WAT, and the resultant improvements in hepatic insulin sensitivity, are likely central to CR’s effects on metabolic function and healthy ageing.

This importance of adiposity and metabolic function raises the possibility of sex differences in the CR response. Indeed, it is now well established that metabolic homeostasis and adipose biology differ substantially between males and females (Mauvais-Jarvis, 2018; Oliva et al., 2020; Valencak et al., 2017; Maggi and Della Torre, 2018); however, most preclinical rodent studies have used males only (Prendergast et al., 2014), suggesting that much of the CR literature may have overlooked sex as a potential determinant of CR’s effects. Nevertheless, some clinical and preclinical CR studies from our lab and others have identified sexually dimorphic responses (Kane et al., 2018; Redman et al., 2007; Shi et al., 2007; Cawthorn et al., 2016), whereby males lose fat mass to a greater extent than females. Oestrogens underlie many metabolic sex differences (Mauvais-Jarvis, 2018; Della Torre et al., 2018), suggesting that oestrogen may contribute to females’ resistance to fat loss during CR. However, the extent and basis of sexual dimorphism in CR’s metabolic effects remains to be firmly established.

Herein, we first systematically review the CR literature to establish the degree to which sex has been overlooked a determinant of the CR response. To further elucidate the extent and basis of sex differences, we studied CR in male and female mice and humans at ages where oestrogen is physiologically active or absent. Together, our findings show that the CR field has largely overlooked sex differences and reveal that both mice and humans display age-dependent sexual dimorphism in the metabolic effects of CR.

## Results

### Sex is routinely overlooked as a biological variable in the CR literature

One review of the recent CR literature found that most rodent studies use males only, with females typically used only to address female-specific experimental questions (Kane et al., 2018); however, the extent of this bias in earlier CR studies, and whether it applies to human CR research, has not been assessed. To address these issues, we first systematically quantified the use of males and females, and the consideration of sex as a biological variable, in mouse and human CR studies (Figure 1, Figure 1—figure supplement 1). We focused on research published since 2003, when the European Commission first highlighted the importance of addressing sex as a biological variable (Lee, 2018). We also excluded studies that necessarily focused on a single sex, such as those addressing effects of CR on female reproductive function, leaving only studies in which there is no scientific rationale for ignoring potential sexual dimorphism. We found that male-only studies predominated for mice, accounting for ~64% of all mouse CR studies since 2003 (Figure 1A, Figure 1—figure supplement 1B). This is consistent with previous analyses of the more-recent CR literature (Kane et al., 2018). Fewer than 20% of studies used females only, while around 7.3% combined males and females, suggesting an assumption that sex would not influence experimental outcomes. In contrast,~60% of human studies combined males and females, while ~23% used only females and ~12% only males (Figure 1C, Figure 1—figure supplement 1B). Strikingly, by the end of 2021, studies that included both sexes and analysed data with sex as a variable were in a minority for both mice (~3.4%) and humans (~4.5%) (Figure 1A and C). Moreover, the proportion of studies using each sex or combination of sexes has remained relatively constant since 2003 (Figure 1A and C). Thus, efforts to increase the consideration of sex in experimental design, as promoted by the European Commission (Lee, 2018), Canadian Institutes of Health Research (CIHR) and National Institutes of Health (NIH) (Johnson et al., 2014), appear to have had little impact on the field of CR research.

**Figure 1.**
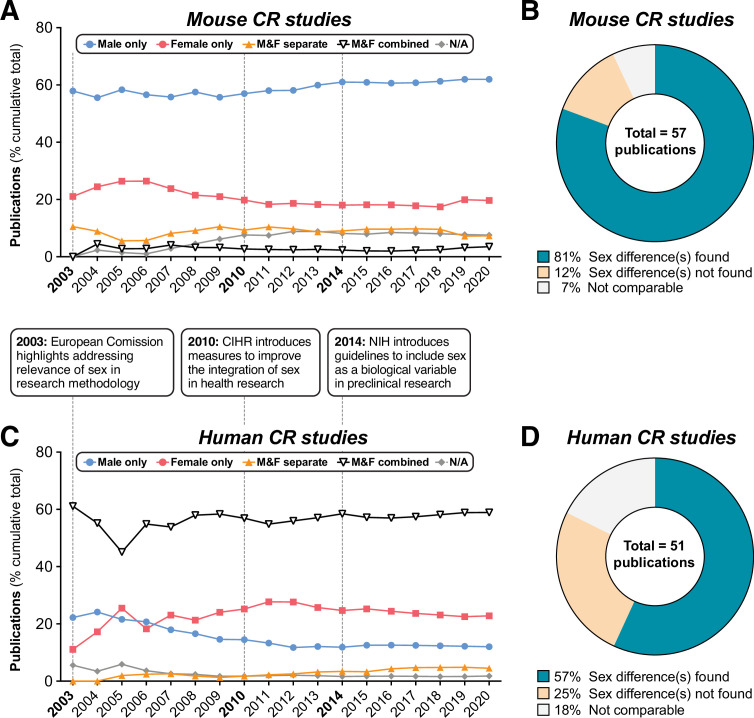
Summary of sex differences in mouse and human CR research. PubMed was searched using MeSH terms to identify research articles that studied caloric restriction in vivo in mice (**A,B**) or humans (**C,D**), published between 2003 and 2021. Search results were then classified into the following groups depending on the sexes included in each study: ‘Male only’=male subjects used exclusively; ‘Female only’=female subjects used exclusively; ‘Male & Female separate’=male and female subjects used with data reported respective to each sex, allowing sex differences to be addressed; ‘Male & female combined’=male and female subjects used with data from both sexes combined either in part or in full; ‘N/A’=no sex data available. (**A,C**) Cumulative publications for studies within each group. The boxes between (**A**) and (**C**) highlight the dates of funders’ policies highlighting the importance of sex as a biological variable. (**B,D**) Pie charts of those studies in the ‘Male & Female separate’ group that considered sex a biological variable, and the proportion of these that did or did not detect sex differences. Source data are provided as a Source Data file. See also Figure 1—figure supplement 1. Figure 1—source data 1.Literature search to identify sex differences in mouse and human CR research.Values for the data presented in Figure 1A–D are shown in the file named ‘Figure 1_Source_Data.xlsx’. Raw data for the literature searches for mice and humans are contained in the files named ‘Literature_Search_Mice.xlsx’ and ‘Literature_Search_Humans.xlsx’.

**Figure 1—figure supplement 1.**
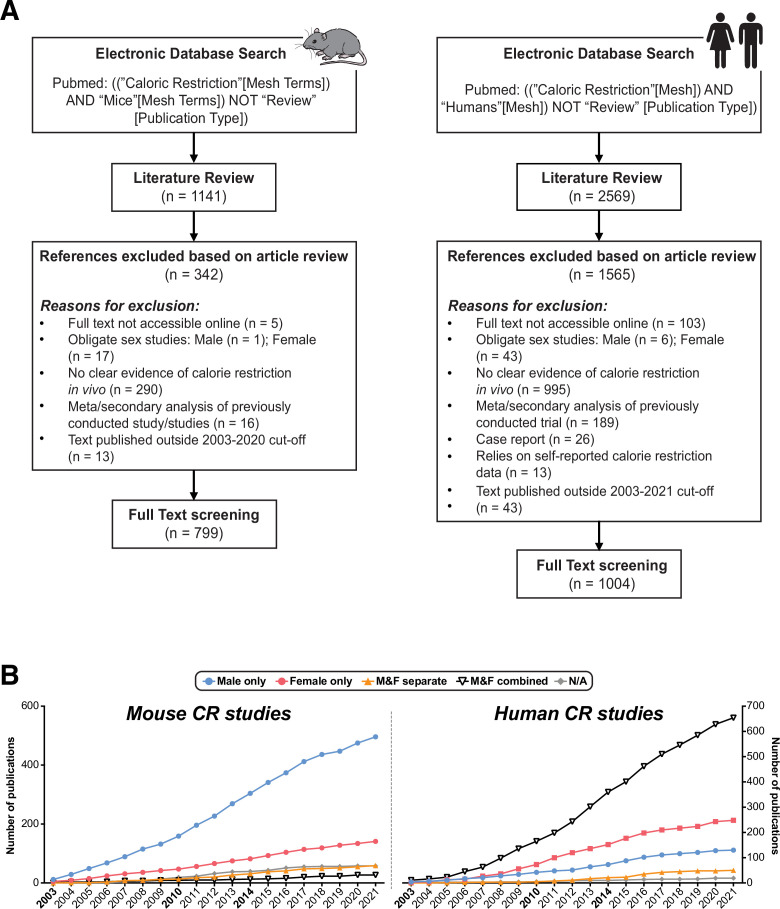
Methods used and additional outcomes relating to the comprehensive review of the CR literature. The NIH PubMed database was searched using MeSH terms to identify research articles that studied CR in vivo in mice or humans, published between 2003 and 2021. (**A**) Method of database search presented as a flow diagram, including search terms, reasons for exclusion, and number of results in each category. (**B**) Percentage of mouse or human publications for each year, with publications classified into each group as described for Figure 1. Source data for (**B**) are provided as a Source Data file. Figure 1—figure supplement 1—source data 1.Additional outcomes relating to the comprehensive review of the CR literature.Values for the data presented in Figure 1—figure supplement 1B are shown in the file named ‘Figure 1-figure supplement 1_Source_Data.xlsx’.

We next focused on the minority of studies that did consider sex in their experiments (‘M&F separate’) and that included analysis of metabolic parameters. We found that results in ~74% of mouse studies (Figure 1B) and ~62% of human studies (Figure 1D) indicated a sex difference in the CR response. Thus, sex differences have been described in the CR literature, but the continuing dearth of studies that include both sexes suggests that this issue continues to be overlooked in the CR field.

### Females resist CR-induced weight loss and fat loss

To explore sex differences in the CR response, we assessed the effects of 30% CR, implemented from 9 to 15 weeks of age, in C57BL/6 J and C57BL/6 N mice. As expected, CR decreased body mass in both males and females (Figure 2A) but this effect was greater in males, with ANOVA confirming a significant sex-diet interaction. This sex difference in response to CR is particularly clear when body mass is presented relative to baseline, pre-CR levels (Figure 2B).

**Figure 2.**
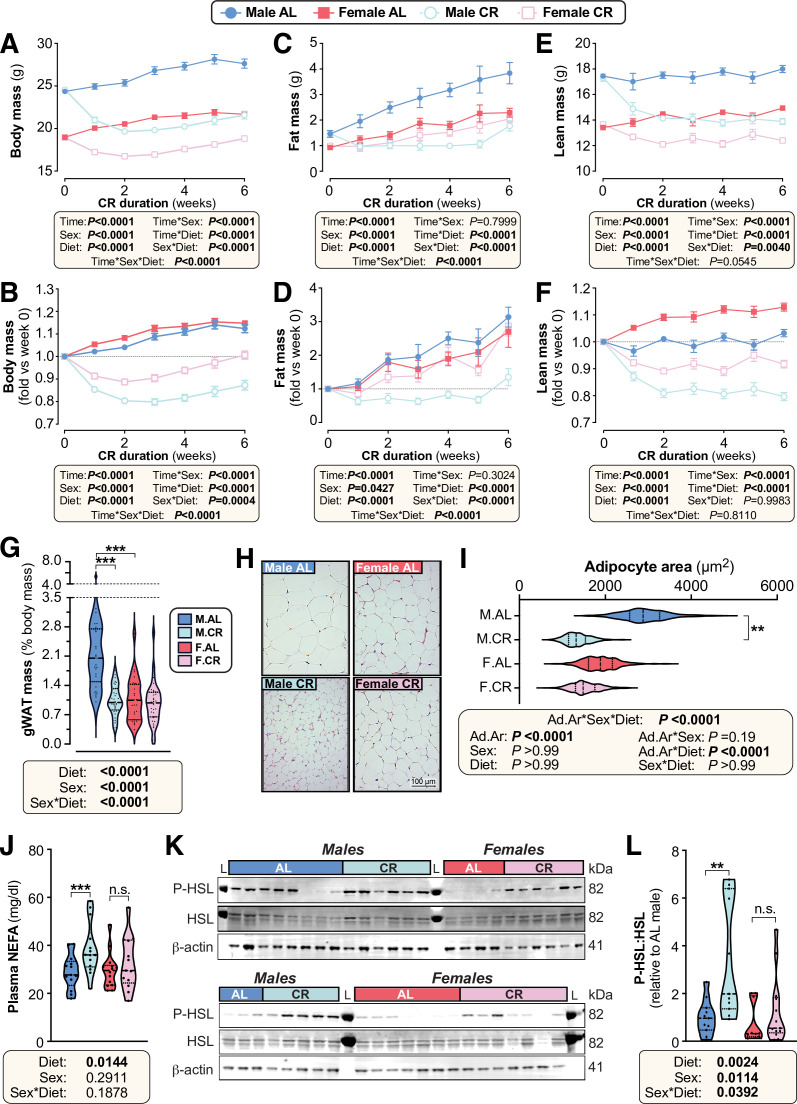
Female mice resist weight loss, fat loss, and lipolysis during CR. Male and female mice on a C57BL/6NCrl or C57BL/6 J background were fed ad libitum (AL) or a 30% CR diet from 9 to 15 weeks of age (0–6 weeks of CR). (**A–F**) Each week mice were weighed (**A,B**) and body composition was determined by TD-NMR (**C–F**). Body mass, fat mass, and lean mass are shown as absolute masses (**A,C,E**) or fold-change relative to baseline (**B,D,F**). (**G**) The mass of gWAT (gonadal WAT) was recorded at necropsy and is shown as % body mass. (**H,I**) Micrographs of H&E-stained sections of gWAT (**H**) were used for histomorphometric analysis of adipocyte area (**I**); in (**H**), scale bar = 100 µm. (**J**) Plasma was sampled at 15 weeks of age and the concentration of non-esterified fatty acids (NEFA) was assayed. (**K,L**) At 10 weeks of age, during the period of maximal weight and fat loss, a separate cohort of mice were culled and iWAT was collected for analysis of the indicated proteins by Western blotting. Fluorescent Western blots (**K**) were quantified using LICOR software (**L**); L=protein ladder. Data in (**H**) and (**K**) show representative micrographs (**H**) and immunoblots (**K**). Data in (**A–F**) are shown as mean ± SEM of the following numbers of mice per group: *male AL*, n=42; *female AL,* n=43; *male CR,* n=44; *female CR,* n=52. Data in (**G**), (**J**) and (**L**) are shown as violin plots of the following numbers of mice per group: *male AL,* n=29(G), 13 (**J**) or 11 (**L**); *female AL,* n=28(G), 14 (**J**) or 10 (**L**); *male CR,* n=33 (**G**), 14 (**J**) or 11 (**L**); *female CR,* n=34 (**G**) or 13 (**J,L**). Data in (**H–I**) are shown as representative micrographs or violin plots from 5 (*male AL*) or 6 (*female AL, male CR, female CR*) mice per group. For (**A–F**), significant effects of diet, sex and/or time, and interactions thereof, were determined by three-way ANOVA or a mixed-effects model. For (**G**), (**J**) and (**L**), significant effects of diet and/or sex were determined by two-way ANOVA with Tukey’s or Šídák’s multiple comparisons tests. For (**I**), significant effects of diet and/or sex on adipocyte area (Ad.Ar) were determined using a mixed-effects model, while significant differences in median Ad.Ar between AL and CR mice were determined two-way ANOVA with Šídák’s multiple comparisons test. p *Values* from ANOVA or mixed models are shown beneath the graphs, as indicated. For (**G**), (**I**), (**J**) and (**L**), significant differences between comparable groups are indicated by * (p<0.05), ** (p<0.01), or *** (p<0.001). Source data are provided as a Source Data file. See also Figure 2—figure supplements 1–4. Figure 2—source data 1.Female mice resist weight loss, fat loss, and lipolysis during CR.Values for the data presented in Figure 2A–G1–J and L are shown in the file named ‘Figure 2_Source_Data.xlsx’. Raw uncropped images of immunoblots in Figure 2K are shown in the files named ‘Figure 2 blots lower beta-actin.tif’, ‘Figure 2 blots lower HSL.png’, ‘Figure 2 blots lower P-HSL.png’, ‘Figure 2 blots upper beta-actin.tif’, ‘Figure 2 blots upper HSL.png’, and ‘Figure 2 blots upper P-HSL.png’. Annotated images of uncropped immunoblots from Figure 2K are shown in the file named ‘Figure_2 K_Uncropped_blots.eps’.

**Figure 2—figure supplement 1.**
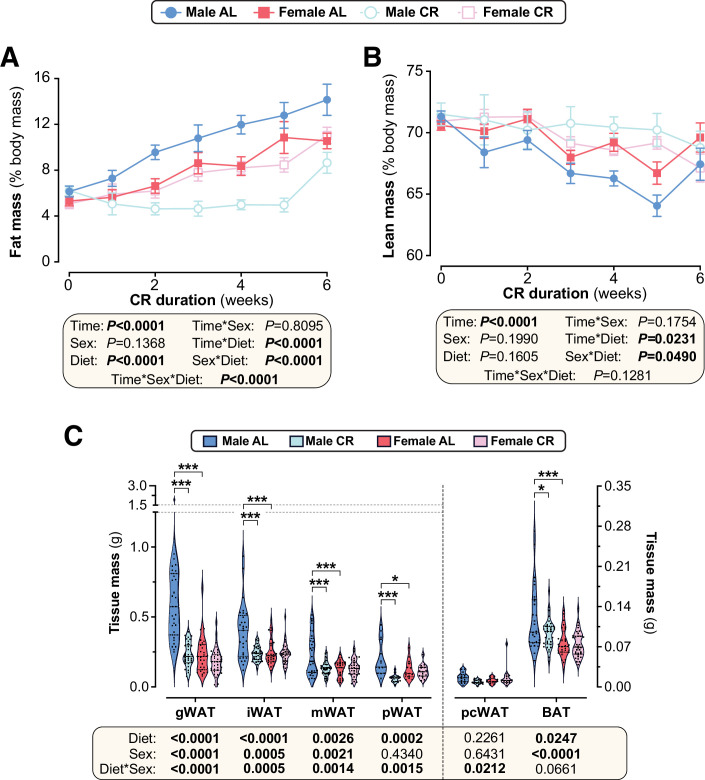
The effect of CR on percent fat and lean mass differs between male and female mice. Male and female mice were fed AL or CR diets and body composition was assessed weekly, as described for Figure 2. (**A,B**) Fat mass (**A**) and lean mass (**B**) were determined by TD-NMR and calculated as % body mass. (**C**) Masses of iWAT (inguinal WAT), mWAT (mesenteric WAT), pWAT (perirenal WAT), pcWAT (pericardial WAT) and BAT (brown adipose tissue) were recorded at necropsy. Data in (**A–B**) are shown as mean ± SEM of the following numbers of mice per group: *male AL*, n=42; *female AL,* n=43; *male CR,* n=44; *female CR,* n=52. Data in (**C**) are shown as violin plots of the following numbers of mice per group and tissue type: *male AL,* n=29 (iWAT, mWAT, BAT), 15 (pWAT) or 14 (pcWAT); *female AL,* n=28 (iWAT, mWAT, BAT), 14 (pWAT) or 13 (pcWAT); *male CR,* n=33 (iWAT, mWAT, BAT), 16 (pWAT) or 15 (pcWAT); *female CR,* n=34 (iWAT, mWAT, BAT), 15 (pWAT), or 14 (pcWAT). For (**A–B**), significant effects of diet, sex and/or duration were determined by three-way ANOVA (**A**) or a mixed-effects model (**B**). For (**C**), significant effects of diet and/or sex within each tissue were determined by two-way ANOVA with Tukey’s multiple comparisons tests; overall ANOVA p values are shown beneath each graph. Source data are provided as a Source Data file. Figure 2—figure supplement 1—source data 1.The effect of CR on percent fat and lean mass differs between male and female mice.Values for the data presented in Figure 2—figure supplement 1A–C are shown in the file named ‘Figure 2-figure supplement 1_Source_Data.xlsx’.

**Figure 2—figure supplement 2.**
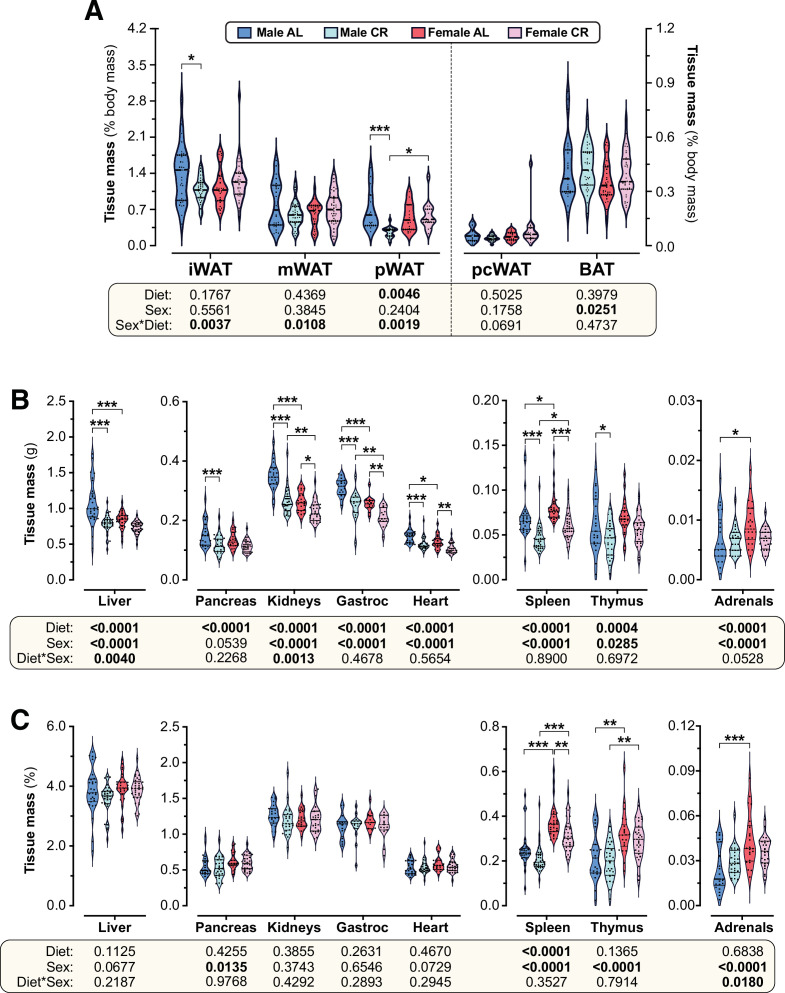
CR and sex effects on the masses of adipose and non-adipose tissues. Male and female mice were fed AL or CR diets, as described for Figure 2. After six weeks of CR (15 weeks of age) tissues were sampled and weighed. (**A–C**) Violin plots, overlaid with individual data points, showing the % body mass (**A,C**) or absolute mass (**B**) of each tissue; Gastroc = gastrocnemius muscle. For (**A**), the numbers of mice per group and tissue type are as reported for Figure 2G and Figure 2—figure supplement 1C. For (**B**) and (**C**), the following numbers of mice were used for each group and tissue type: *male AL,* n=29 (liver, spleen), 23 (pancreas, kidneys, heart, thymus), 22 (adrenals) or 16 (gastroc.); *female AL,* n=33 (liver, spleen), 27 (pancreas, kidneys, heart, thymus, adrenals) or 16 (gastroc.); *male CR,* n=28 (liver, spleen), 22 (pancreas, kidneys, heart, thymus, adrenals) or 14 (gastroc.); *female CR,* n=34 (liver, spleen), 28 (pancreas, kidneys, heart, thymus, adrenals) or 15 (gastroc.). For each tissue, significant effects of diet and/or sex were determined by two-way ANOVA with Tukey’s multiple comparisons tests and are reported as described for Figure 2. Source data are provided as a Source Data file. Figure 2—figure supplement 2—source data 1.CR and sex effects on the masses of adipose and non-adipose tissues.Values for the data presented in Figure 2—figure supplement 2A–C are shown in the file named ‘Figure 2-figure supplement 2_Source_Data.xlsx’. This file also includes data for gonad masses and gut length, which are not included in the figures.

**Figure 2—figure supplement 3.**
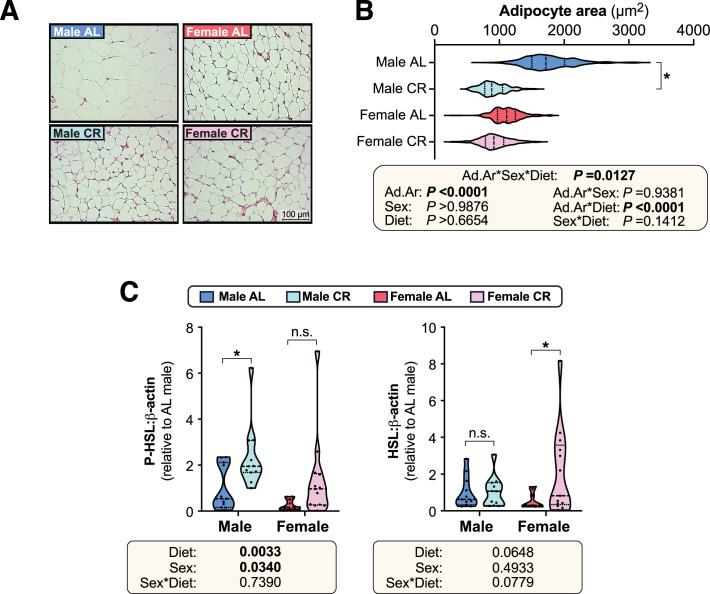
CR decreases adipocyte size and stimulates lipolysis in male but not in female mice. Male and female mice were fed AL or CR diets as described for Figure 2. (**A,B**) After six weeks of CR (15 weeks of age) mWAT was sampled and processed for histological analysis. Micrographs of H&E-stained sections of mWAT (**A**) were used for histomorphometric analysis of adipocyte area (**B**); in (**A**), scale bar = 100 µm. (**C**) At 10 weeks of age, during the period of maximal weight and fat loss, a separate cohort of mice were culled and iWAT was collected for Western Blot analysis, as described for Figure 2. Expression of phosphorylated HSL (P-HSL) and total HSL was quantified using LICOR software and are shown normalised to β-actin expression. Data in (**A**) show representative micrographs. Data in (**B**) and (**C**) are shown as violin plots from the following number of mice per group: *male AL,* n=5 (**B**) or 11 (**C**); *female AL,* n=6 (**B**) or 10 (**C**); *male CR*, n=6 (**B**) or 11 (**C**); *female CR,* n=6 (**B**) or 13 (**C**). For (**B**), significant effects of diet and/or sex on adipocyte area (Ad.Ar) were determined by three-way ANOVA, with p values shown beneath the graph. Significant differences in median Ad.Ar between AL and CR mice were further determined two-way ANOVA with Šídák’s multiple comparisons test; *=p < 0.05. For (**C**), significant differences were determined by two-way ANOVA with Šídák’s multiple comparisons test and are reported as described for Figure 2. Source data are provided as a Source Data file. Figure 2—figure supplement 3—source data 1.CR decreases adipocyte size and stimulates lipolysis in male but not in female mice.Values for the data presented in Figure 2—figure supplement 3B–C are shown in the file named ‘Figure 2-figure supplement 3_Source_Data.xlsx’.

**Figure 2—figure supplement 4.**
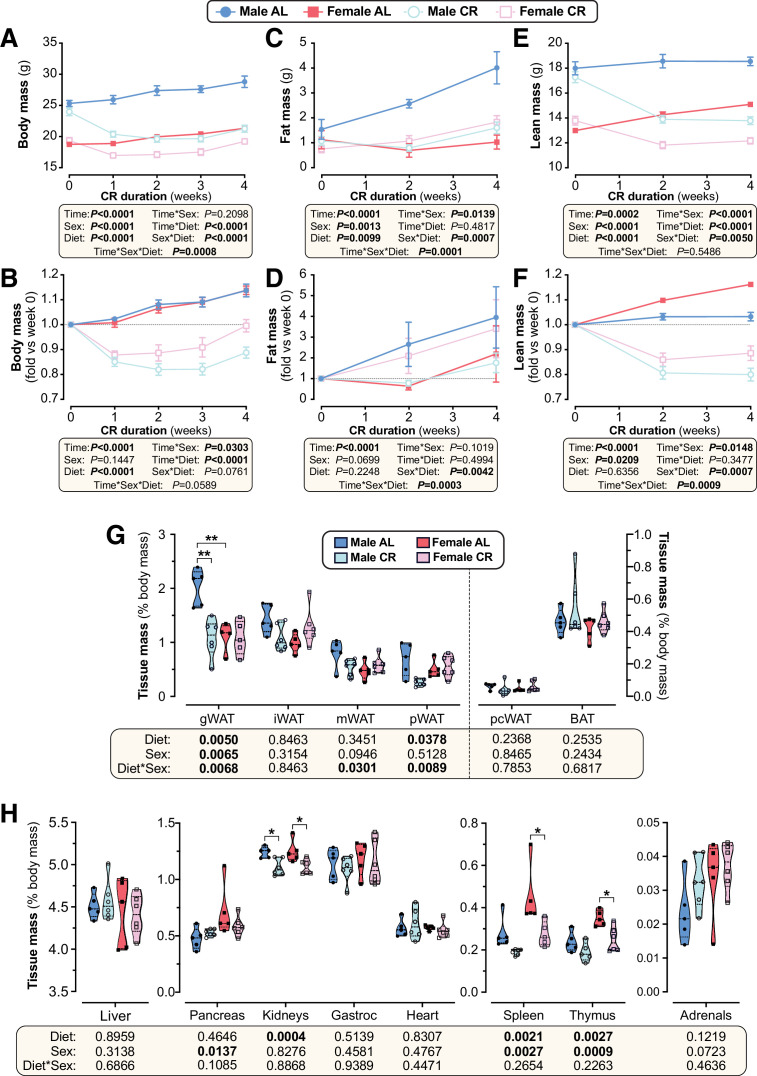
Sex differences in the effects of CR on body mass and composition persist when CR mice are fed in the evening. Male and female C57BL6/NCrl mice were single housed and fed AL or CR diet (70% of daily AL intake) from 9 to 13 weeks of age, with CR mice receiving their daily diet ration between 18:00 and 19:00. (**A–F**) Each week mice were weighed (**A,B**) and body composition was determined by TD-NMR (**C–F**). Body mass, fat mass and lean mass are shown as absolute masses (**A,C,E**) or fold-change relative to baseline (**B,D,F**). (**G,H**) Masses of the indicated tissues were recorded at necropsy and are shown as % body mass. Data in (**A–H**) represent 5 (*male AL, female AL*) or 6 (*male CR, female CR*) mice per group and are shown as mean ± SEM (**A–F**) or as truncated volcano plots overlaid with individual data points (**G,H**). For (**A–F**), significant effects of diet, sex or time, and interactions thereof, were determined by three-way ANOVA. For (**G–H**), significant effects of sex, diet, and sex-diet interaction were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown beneath each graph. For (**G–H**), statistically significant differences between comparable groups are indicated by ** (p<0.01). Source data are provided as a Source Data file. Figure 2—figure supplement 4—source data 1.Sex differences in the effects of CR on body mass and composition persist when CR mice are fed in the evening.Values for the data presented in Figure 2—figure supplement 4A–H are shown in the file named ‘Figure 2-figure supplement 4_Source_Data.xlsx’.

To determine how fat and lean mass contribute to these diet and sex effects, body composition was assessed weekly using time-domain nuclear magnetic resonance (TD-NMR; Figure 2C–F, Figure 2—figure supplement 1A–B). CR decreased fat and lean mass in males, whereas females maintained fat mass and lost only lean mass (Figure 2C–F). A significant sex-diet interaction was apparent for absolute fat mass (Figure 2C) and for fat mass relative to baseline (Figure 2D); the latter showed that CR decreased fat mass in males, whereas AL males and AL or CR females increased fat mass to a similar extent over the 6-week duration (Figure 2D). For lean mass, a significant sex-diet interaction occurred for absolute mass, with losses being greater in males than in females (Figure 2E). However, when compared to baseline lean mass, the CR vs AL effect was similar between the sexes, in part because AL females continued to increase lean mass over time (Figure 2F).

Given that these body composition changes coincide with changes in overall body mass, we also assessed fat and lean mass as % body mass. Males preferentially lost fat mass and preserved lean mass in response to CR, with % lean mass being greater in CR vs AL-fed males (Figure 2—figure supplement 1A–B). In contrast, diet did not alter % fat or % lean mass in females, indicating that changes in body composition were proportionate to the overall changes in body mass (Figure 2—figure supplement 1A–B).

To determine how these changes relate to regional adiposity, we measured adipose depot masses after 6 weeks of AL or CR diet (Figure 2G, Figure 2—figure supplement 1C, Figure 2—figure supplement 2A). We found that in males but not females CR decreased the absolute mass of gonadal (gWAT), inguinal (iWAT), mesenteric (mWAT), and perirenal (pWAT) WAT depots, as well as brown adipose tissue (BAT; Figure 2—figure supplement 1C). CR also tended to decrease the absolute mass of pericardial WAT (pcWAT) in males only (Figure 2—figure supplement 1C). To determine if these changes were proportionate to changes in overall body mass, we further analysed the mass of each adipose depot as % body mass (Figure 2G, Figure 2—figure supplement 2A). This showed that the significant sex-diet interaction persisted for gWAT, iWAT, mWAT and pWAT. CR did not affect % BAT mass in either sex, although % BAT mass was significantly greater in males than in females (Figure 2—figure supplement 2A). Thus, both in absolute terms and as % body mass, CR decreases WAT mass in males but not in females.

We next analysed the masses of other tissues to determine if this sex-dependent effect of CR is unique to WAT. CR significantly decreased the absolute mass of the liver, pancreas, kidneys, gastrocnemius muscle (gastroc), heart, spleen, and thymus (Figure 2—figure supplement 2B). Significant sex-diet effects were detected for the liver and kidney, with CR causing greater decreases in males than in females; however, for each of the other tissues the CR effect was similar between the sexes (Figure 2—figure supplement 2B). In contrast to these effects on absolute mass, CR did not significantly affect the relative masses of each of these tissues, nor did sex influence the CR effect (Figure 2—figure supplement 2C). This indicates that the absolute masses of these tissues decreased in proportion to the changes in overall body mass. One notable exception is the adrenal glands, the mass of which was increased with CR to a greater extent in males than in females (Figure 2—figure supplement 2B–C). Together, these data show that the sex differences in CR-induced loss of body mass and fat mass are driven primarily by decreased WAT mass in males, which females robustly resist.

### Females resist adipocyte hypotrophy and lipolysis during CR

Differences in WAT mass can be driven by changes in adipocyte size and/or adipocyte number. Thus, given the marked sex differences in the effect of CR on WAT mass, we next investigated this effect at the level of adipocyte size (Figure 2H–I, Figure 2—figure supplement 3A–B). CR significantly decreased average adipocyte area in males but not in females, both for gWAT (Figure 2H–I) and for mWAT (Figure 2—figure supplement 3A–B). This suggests that females resist lipolysis during CR. Consistent with this, CR increased plasma NEFA concentrations in males but not in females (Figure 2J). To further assess adipocyte lipolysis, we analysed phosphorylation of hormone-sensitive lipase (HSL) in iWAT. CR stimulated HSL phosphorylation in males but not in females (Figure 2K–L, Figure 2—figure supplement 3C). Moreover, across both diets HSL phosphorylation was lower in females whereas total HSL was increased by CR in females only (Figure 2K–L, Figure 2—figure supplement 3C). Together, these observations show that females resist lipolysis during CR.

### Females suppress energy expenditure and increase postprandial lipogenesis more than males during CR

We next investigated if altered energy expenditure also contributes to the sex differences in the CR response. To do so, we used indirect calorimetry to analyse mice during week 1 and week 3 of CR, corresponding to periods of weight loss and weight maintenance, respectively (Figure 2A). This revealed that CR decreased total energy expenditure in both sexes, with greater decreases occurring during week 3 compared to week 1, and during nighttime compared to daytime (Figure 3A–B). Notably, during week 1, CR females had lower daytime, nighttime, and total energy expenditure than CR males (Figure 3A–B), likely explaining females’ resistance to weight loss and fat loss during the first week of CR (Figure 2A–D). The daytime diet differences disappeared when normalised to lean body mass (Figure 3—figure supplement 1A), suggesting that they are driven primarily by the loss of lean mass and a consequent reduction in basal metabolic rate. In contrast, CR still decreased in nighttime and total energy expenditure even when normalised to lean body mass (Figure 3—figure supplement 1A). The relationship between lean mass and total energy expenditure (*P,* Slope) did not differ among the groups; however, the intercepts of the best-fit lines (*P,* Intercept) did differ significantly, both during week 1 (Figure 3C) and week 3 (Figure 3—figure supplement 1B). Thus, for a given lean body mass, CR-fed males and females had significantly lower energy expenditure than their AL-fed counterparts (Figure 3C, Figure 3—figure supplement 1B). In contrast to these decreases in energy expenditure, CR *increased* total and daytime physical activity in both sexes, with CR females having higher activity than CR males during week 1 (Figure 3—figure supplement 1C). Together, these data show that CR decreases energy expenditure more in females than in males, despite increasing physical activity, and that factors beyond decreased lean mass contribute to this CR effect.

**Figure 3.**
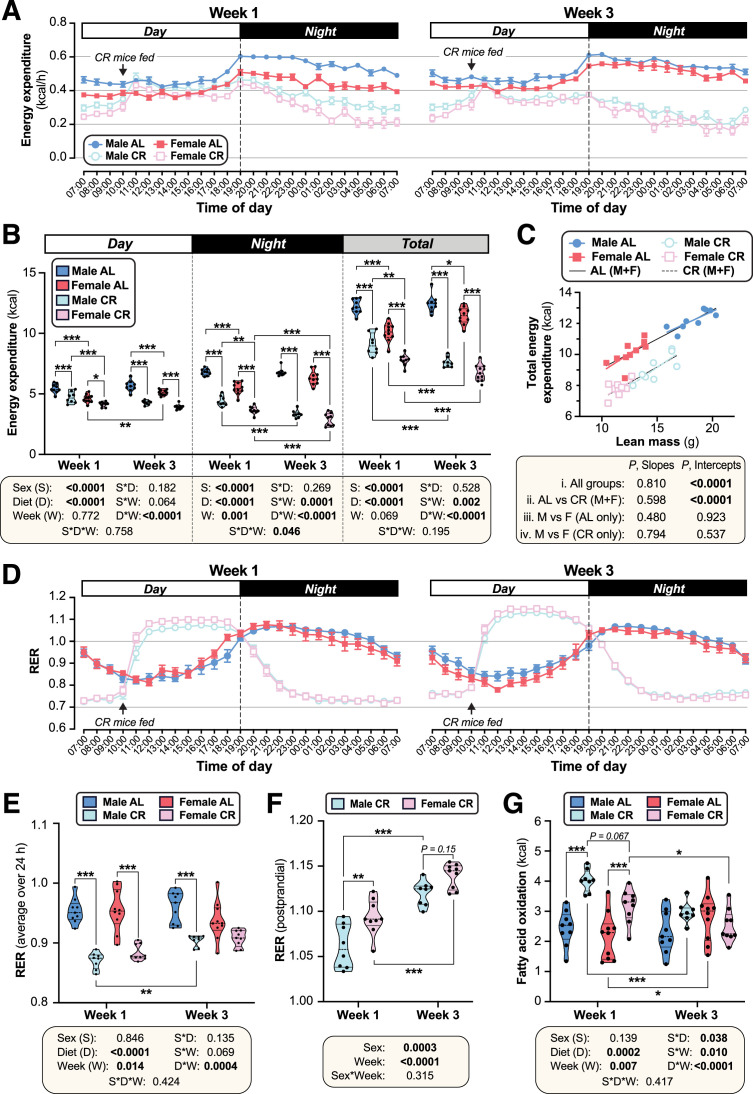
CR decreases energy expenditure and stimulates postprandial lipogenesis more in female than in male mice. Male and female mice were fed AL or CR diets, as described for Figure 2. In week 1 and week 3 after beginning AL or CR diets, mice were housed for 4 days in Promethion CORE System cages for indirect calorimetry. Energy expenditure (**A–C**) and respiratory exchange ratio (RER; **D–F**) was recorded every minute throughout the 4 days. (**A,D**) Average energy expenditure (**A**) (kcal) or RER (**D**) per hour over the 24 hr light (Day) and dark (Night) periods, based on the average for days 2–4 of Promethion housing, for Week 1 (left) and Week 3 (right). (**B**) Overall energy expenditure (kcal) during the day, night, or day +night (Total) for Week 1 and Week 3. (**C**) Linear regression of lean mass vs total energy expenditure (kcal/24 h) during Week 1. (**E**) Average total RER (day +night) in Weeks 1 and 3. (**F**) Average RER during the postprandial period, from 12.00 to 17.00, for CR mice. (**G**) Absolute FA oxidation was determined based on energy expenditure and RER as described (Bruss et al., 2010). Data are from 10 (*female AL*), 9 (*female CR, male AL*) or 8 (*male CR*) mice per group. In (**A**) and (**D**), data are shown as mean ± SEM. In (**B**) and (**E–G**), data are shown as violin plots overlaid with individual data points; within each time period (day, night, or total), significant effects of sex, diet, week, and interactions thereof, were determined by three-way (**B,E,G**) or two-way ANOVA (**F**), with p values shown beneath each graph. Statistically significant differences between comparable groups were further assessed by Šídák’s (**B,E,G**) or Tukey’s (**F**) multiple comparisons tests and are indicated by * (p<0.05), ** (p<0.01), or *** (p<0.001). For linear regression in (**C**), ANCOVA was used to test if the relationship between lean mass and total energy expenditure differs significantly across all of the individual diet-sex groups (*i. All mice*); between AL and CR mice, irrespective of sex (*ii. AL vs CR (M+F*)); and between males and females fed AL diet (*iii*) or CR diet (*iv*) only. ANCOVA p values for differences in slope and intercept are reported beneath the graph. See also Figure 3—figure supplements 1–2. Figure 3—source data 1.CR decreases energy expenditure and stimulates postprandial lipogenesis more in female than in male mice.Values for the data presented in Figure 3A–G are shown in the file named ‘Figure 3_Source_Data.xlsx’.

**Figure 3—figure supplement 1.**
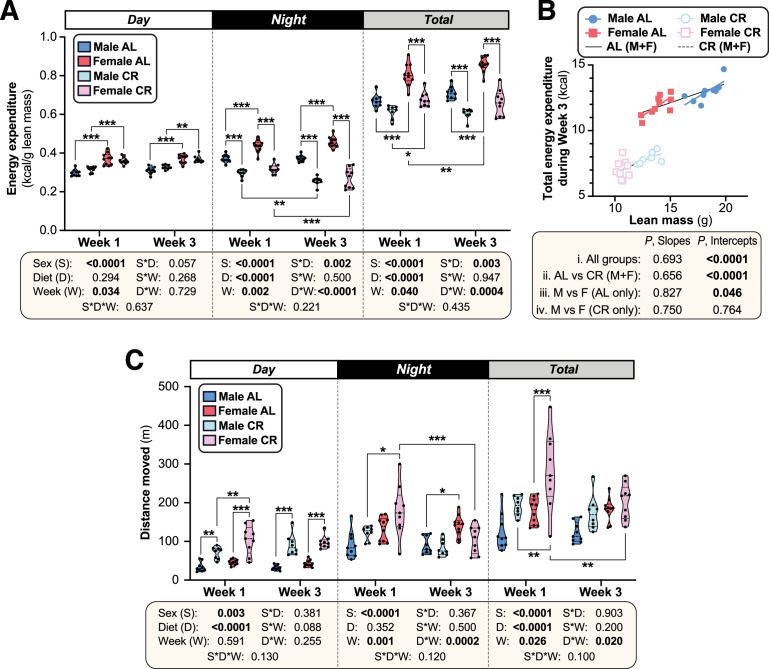
Effects of CR on energy expenditure and physical activity. Male and female AL and CR mice underwent indirect calorimetry as described for Figure 3. (**A**) Overall energy expenditure relative to lean mass (kcal/g) during the day, night, or day +night (Total) for Week 1 and Week 3. (**B**) Linear regression of lean mass vs Total energy expenditure (kcal/24 hr) during Week 3. (**C**) Distance moved by each mouse during the day, night, or day +night (total) for Week 1 and Week 3. Data presentation and statistical analysis are as described for Figure 3. Source data are provided as a Source Data file. Figure 3—figure supplement 1—source data 1.Effects of CR on energy expenditure and physical activity.Values for the data presented in Figure 3—figure supplement 1A–C are shown in the file named “Figure 3-figure supplement 1_Source_Data.xlsx”.

**Figure 3—figure supplement 2.**
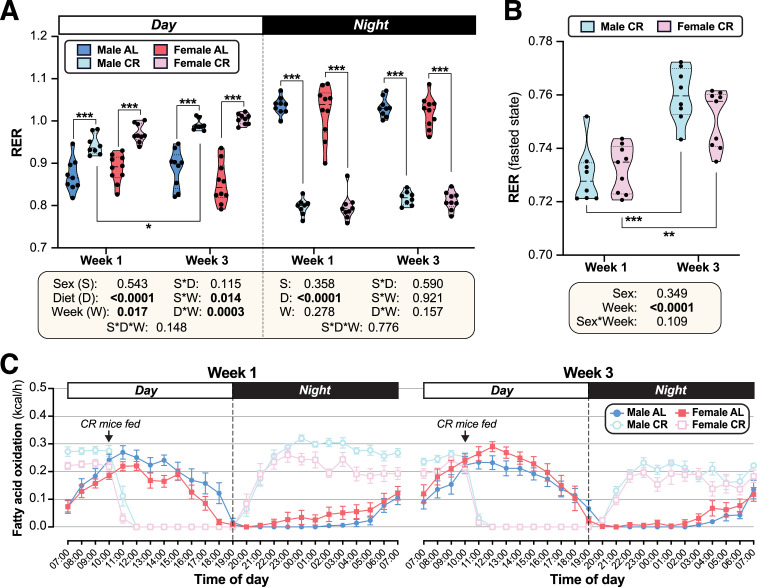
Effects of CR on Respiratory exchange ratio and FA oxidation. Male and female AL and CR mice underwent indirect calorimetry as described for Figure 3. (**A**) Average RER during the day or night for Weeks 1 and 3. (**B**) Average RER during the fasted period, from 04.00 to 09.00, for Weeks 1 and 3. (**C**) Absolute FA oxidation was determined from energy expenditure and RER (Bruss et al., 2010) and is shown as kcal/h over the 24 hr day night periods, based on the average for days 2–4 of Promethion housing, for Week 1 (left) and Week 3 (right). Data presentation and statistical analysis are as described for Figure 3. Source data are provided as a Source Data file. Figure 3—figure supplement 2—source data 1.Effects of CR on Respiratory exchange ratio and FA oxidation.Values for the data presented in Figure 3—figure supplement 2A–C are shown in the file named ‘Figure 3-figure supplement 2_Source_Data.xlsx’.

We next analysed the respiratory exchange ratio (RER) to assess how diet and sex influence carbohydrate and lipid oxidation, and if these effects differ as CR progresses. In AL mice, RER peaked during the night, when most food consumption and physical activity occurs; in contrast, RER for CR mice peaked from 12.00 to 17.00 in the daytime, following provision of the daily ration of CR diet (Figure 3D–E; Figure 3—figure supplement 2A). The effects of CR on average daytime, night-time or total RER did not differ between the sexes (Figure 3E, Figure 3—figure supplement 2A); however, the dynamic changes in RER during these periods, and the strong influence of feeding and fasting on RER in the CR mice, make such average RER measurements difficult to interpret. Thus, we further investigated if RER in the postprandial and/or fasted states differs between CR males and females. Postprandial RER, calculated as the average RER from 12.00 to 17.00, exceeded 1 in both sexes (Figure 3D and F), indicating that CR mice use dietary carbohydrates for FA synthesis (Bruss et al., 2010). Notably, this postprandial RER was greater in females than in males, particularly during week 1 (Figure 3F). Fasting RER, calculated as the average from 04.00 to 09.00, was below 0.8 for both sexes, indicating preferential oxidation of lipids rather than carbohydrates during this fasted state (Figure 3—figure supplement 2B). Fasting RER was lower during week 1 than during week 3 of CR but, unlike for postprandial RER, no sex differences were observed (Figure 3—figure supplement 2B). This suggests that relative lipid oxidation is greater in the first week of CR and is similar in males and females. However, given that females have lower absolute energy expenditure, we hypothesised that they would also have lower absolute FA oxidation (Bruss et al., 2010). As shown in Figure 3G and Figure 3—figure supplement 2C, CR increased absolute FA oxidation in both sexes during week 1, but not during week 3. Across both timepoints there was a significant sex-diet interaction, with CR increasing FA oxidation more in males than females (Figure 3G). Together, these data show that females have greater postprandial FA synthesis and lower absolute FA oxidation than males, particularly during the first week of CR. This highlights further mechanisms through which females maintain fat mass during CR.

### Females resist CR-induced improvements in glucose homeostasis

We next investigated if other metabolic effects of CR also differ between the sexes. We found that CR decreased blood glucose to a greater extent in males than in females (Figure 4A). Consistent with this, oral glucose tolerance tests (OGTT) revealed that CR improved glucose tolerance in both sexes, but this effect was greater in males (Figure 4B). These diet and sex effects were reflected by the OGTT total area under the curve (tAUC), calculated against 0 mM blood glucose; however, they were not apparent for the incremental AUC (iAUC), calculated against fasting blood glucose for each mouse (Figure 4C). This suggests that differences in fasting glucose are the main driver of CR-induced improvements in glucose tolerance and the sex differences therein.

**Figure 4.**
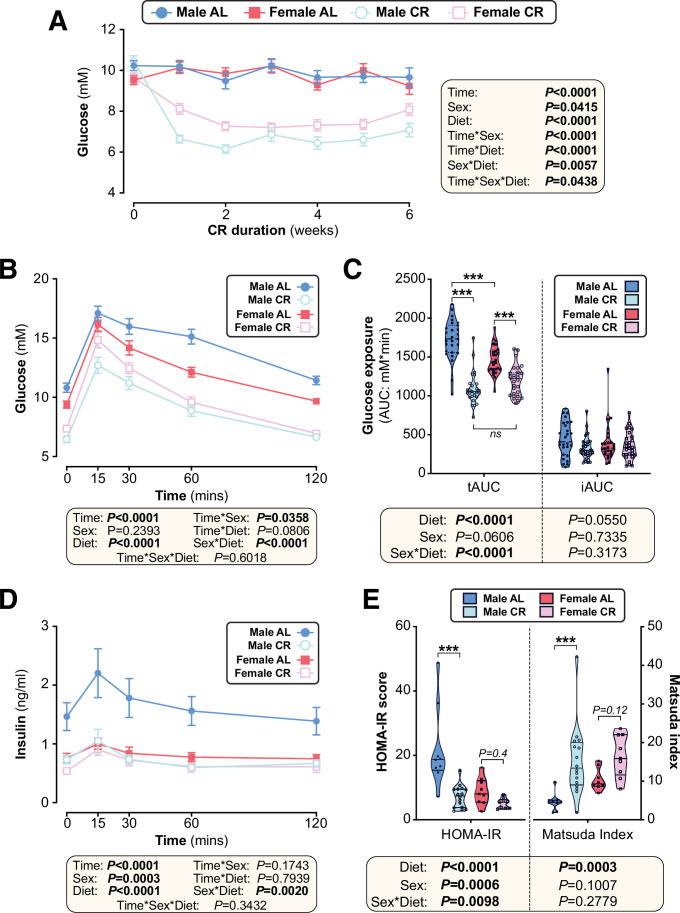
The effects of CR on glucose homeostasis differ between young male and female mice. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 15 weeks of age, as described for Figure 2. (**A**) Random-fed blood glucose was recorded each week. (**B–D**) At 13 weeks of age, mice underwent an oral glucose tolerance test (OGTT). (**B**) Blood glucose readings during the OGTT. (**C**) Area under the curve (AUC) during the OGTT was determined relative to 0 mmol/L (total AUC: tAUC) and relative to baseline (incremental AUC: iAUC). (**D**) Glucose-stimulated insulin secretion in mice during OGTT was assessed using an insulin ELISA. (**E**) HOMA-IR and Matsuda indices of mice calculated from glucose and insulin concentrations during the OGTT. Data in (**A**), (**B**), and (**D**) are presented as mean ± SEM. Data in (**C**) and (**E**) are presented as violin plots overlaid with individual data points. For each group and timepoint, the following numbers of mice were used: (**A**): *male AL,* n=42 (Wk 0), 36 (Wk2, Wk 2), 34 (Wk 3), 29 (Wk 4), 26 (Wk 5), or 22 (Wk 6); *female AL,* n=43 (Wk 0), 28 (Wk 1), 35 (Wk 2), 31 (Wk 3), 27 (Wk 4), 26 (Wk 5), or 21 (Wk 6); *male CR,* n=44 (Wk 0), 40 (Wk 1), 38 (Wk 2), 35 (Wk 3), 31 (Wk 4), 29 (Wk 5), or 26 (Wk 6); *female CR,* n=51 (Wk 0), 44 (Wk 1, Wk 2), 41 (Wk 4), 35 (Wk 4), 33 (Wk 5), or 27 (Wk 6). (**B**): *male AL,* n=27 (T_0_, T_15_, T_30_, T_60_, T_120_); *female AL,* n=26 (T_15_, T_30_, T_120_), or 25 (T_0_, T_60_); *male CR,* n=27 (T_0_, T_15_, T_30_, T_60_, T_120_); *female CR,* n=28 (T_0_, T_15_, T_30_, T_60_, T_120_). (**C**): *male AL,* n=27; *female AL,* n=26; *male CR,* n=27; *female CR,* n=28. (**D**): *male AL,* n=9 (T_0_, T_15_, T_30_, T_60_, T_120_); *female AL,* n=11 (T_0_, T_15_), 10 (T_30_, T_60_), or 8 (T_120_); *male CR,* n=17 (T_0_), 16 (T_30_), 15 (T_60_), 13 (T_15_), or 11 (T_120_); *female CR,* n=11 (T_15_, T_30_, T_60_,), or 10 (T_0_, T_120_). (**E**): *male AL,* n=9; *female AL,* n=9; *male CR,* n=16; *female CR,* n=9. In (**A**), (**B**), and (**D**), significant effects of diet, sex and/or time, and interactions thereof, were determined using a mixed-effects model. In (**C**) and (**E**), significant effects of sex, diet, and sex-diet interaction for tAUC, iAUC, HOMA-IR, and Matsuda Index were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown with each graph. For (**C**) and (**E**), statistically significant differences between comparable groups are indicated by *** (p<0.001) or with p values shown. Source data are provided as a Source Data file. See also Figure 4—figure supplement 1. Figure 4—source data 1.The effects of CR on glucose homeostasis differ between young male and female mice.Values for the data presented in Figure 4A–E are shown in the file named ‘Figure 4_Source_Data.xlsx’.

**Figure 4—figure supplement 1.**
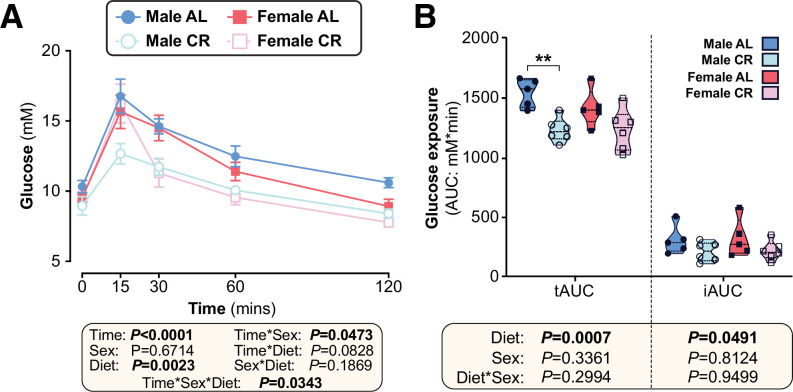
Sex differences in the effects of CR on glucose homeostasis persist when CR mice are fed in the evening. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 15 weeks of age, as described for Figure 2—figure supplement 4. (**A,B**) At 13 weeks of age mice underwent OGTTs. Blood glucose was recorded at each timepoint (**A**) and the tAUC and iAUC was determined (**B**). Data represent 5 (*male AL, female AL*) or 6 (*male CR, female CR*) mice per group and are shown as mean ± SEM (**A**) or as truncated volcano plots overlaid with individual data points (**B**). In (**A**), significant effects of diet, sex or time, and interactions thereof, were determined by three-way ANOVA. In (**B**), significant effects of sex, diet, and sex-diet interaction were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown beneath each graph. For (**B**), statistically significant differences between comparable groups are indicated by ** (p<0.01). Source data are provided as a Source Data file. Figure 4—figure supplement 1—source data 1.Sex differences in the effects of CR on glucose homeostasis persist when CR mice are fed in the evening.Values for the data presented in Figure 4—figure supplement 1A–B are shown in the file named ‘Figure 4-figure supplement 1_Source_Data.xlsx’.

To further assess the basis for these effects on glucose tolerance, we analysed plasma insulin during the OGTT. CR decreased plasma insulin in males but not in females, largely because AL females were already relatively hypoinsulinaemic (Figure 4D). Based on these blood glucose and insulin concentrations we calculated the homeostasis model assessment for insulin resistance (HOMA-IR) (Matthews et al., 1985) and the Matsuda Index of insulin sensitivity (Matsuda and DeFronzo, 1999). Here, a lower HOMA-IR score or a higher Matsuda index indicate increased insulin sensitivity. Across both sexes CR significantly decreased HOMA-IR and increased the Matsuda Index; however, within each sex the CR effect was significant for males only, indicating that females resist CR-induced improvements in insulin sensitivity (Figure 4E).

### Time of CR feeding does not alter the sex differences in CR’s metabolic effects

Time of feeding can influence the metabolic effects of CR (Speakman and Mitchell, 2011; Zhang et al., 2019). Therefore, to test if our feeding regime influenced the observed sex differences, we studied a cohort of mice that received their daily ration of CR diet in the evening instead of the morning (Figure 2—figure supplement 4, Figure 4—figure supplement 1). Consistently, we found that the sex-dependent effect of CR on body mass, fat mass, lean mass and WAT mass was conserved (Figure 2—figure supplement 4A–H). Similarly, an OGTT revealed that the diet and sex effects on glucose homeostasis persisted (Figure 4—figure supplement 1A–B).

### Sex differences in glucose homeostasis are not explained by differential glucose uptake

The basis for the sex differences in CR-improved glucose homeostasis was next investigated. We first used positron emission tomography-computed tomography (PET/CT) with ^18^F-fluorodeoxyglucose (^18^F-FDG) to assess glucose uptake in vivo (Figure 5, Figure 5—figure supplement 1). We focused on tissues with high basal and/or insulin-stimulated glucose uptake, including the heart, brain, skeletal muscle, BAT, WAT, bone, and the bone marrow (BM; Bartelt et al., 2017); the latter was also included because CR increases bone marrow adipose tissue (BMAT), another site of high basal glucose uptake (Suchacki et al., 2020).

**Figure 5.**
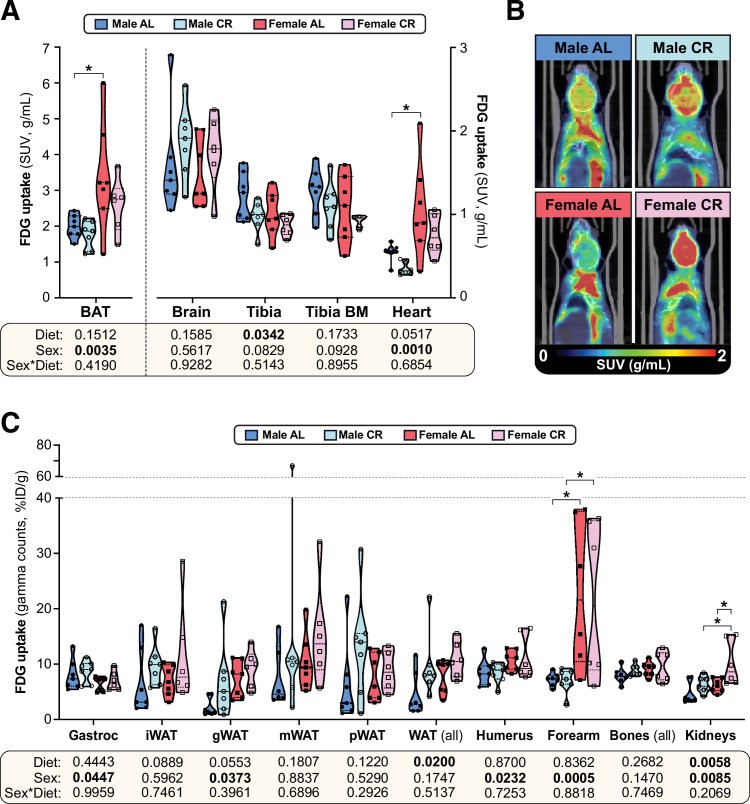
The effects of CR on glucose uptake do not differ between male and female mice. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 15 weeks of age, as described for Figure 2. At 15 weeks of age, glucose uptake was assessed by PET/CT with ^18^F-fluorodeoxyglucose (^18^F-FDG). (**A–C**) ^18^F-FDG uptake in the indicated tissues was determined as SUVs from PET/CT scans (**A**) or as % injected dose per gram of tissue (%ID/g) from gamma counting of dissected whole tissues (**C**). (**B**) PET/CT images confirm that ^18^F-FDG uptake in interscapular BAT is greater in females than in males, regardless of diet. Data are shown as violin plots (**A,C**) or representative images (**B**) of 7 (*male AL, female AL, male CR*) or 6 (*female CR*) mice per group. For each tissue in (**A**) and (**C**), significant effects of sex, diet, and sex-diet interaction were assessed by two-way ANOVA; overall p values for each variable, and their interactions, are shown beneath each graph. Significant differences between each group, as determined using Tukey’s multiple comparisons test, are indicated by * (p<0.05). Source data are provided as a Source Data file. See also Figure 5—figure supplement 1. Figure 5—source data 1.The effects of CR on glucose uptake do not differ between male and female mice.Values for the data presented in Figure 5A and C are shown in the file named ‘Figure 5_Source_Data.xlsx’.

**Figure 5—figure supplement 1.**
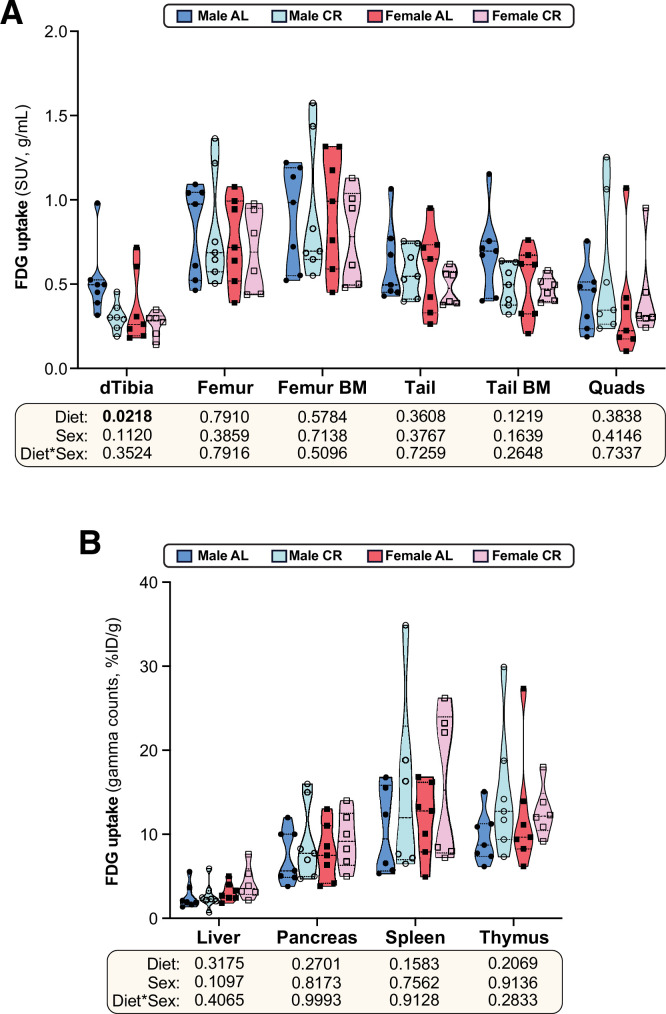
The effects of CR on glucose uptake in peripheral tissues. Male and female C57BL6/NCrl mice were fed AL or CR diet and glucose uptake was assessed by ^18^F-FDG PET/CT, as described for Figure 5. (**A,B**)^18^F-FDG uptake in the indicated tissues was determined by PMOD analysis of PET/CT scans (**A**) or gamma counting of dissected whole tissues (**B**). Data in (**A**) and (**B**) are presented as truncated violin plots, overlaid with individual data points, from 7 (*male AL, female AL, male CR*) or 6 (*female CR*) mice per group; in (**B**), data for spleen are from 6 mice per group only. Statistical significance was determined as described for Figure 5. Source data are provided as a Source Data file. Figure 5—figure supplement 1—source data 1.The effects of CR on glucose uptake in peripheral tissues.Values for the data presented in Figure 5—figure supplement 1A–B are shown in the file named ‘Figure 5-figure supplement 1_Source_Data.xlsx’.

Consistent with previous observations (Suchacki et al., 2020), we found that glucose uptake was highest in BAT, followed by the brain, bones, BM, the heart and skeletal muscle (Figure 5A–B, Figure 5—figure supplement 1A). However, CR did not stimulate glucose uptake in any of these tissues and decreased tibial glucose uptake (Figure 5A), including in the BMAT-enriched distal tibia (Figure 5—figure supplement 1A). Gamma counting further revealed no significant effect of CR in the gastrocnemius muscle, arm bones, liver, pancreas, spleen, or thymus (Figure 5C, Figure 5—figure supplement 1B); however, across both sexes, CR tended to increase glucose uptake in iWAT and gWAT and this effect was significant when assessed across all WAT depots (Figure 5C). CR also significantly increased glucose uptake in the kidneys (Figure 5C). Several sex differences were further detected, independent of diet. Thus, females had lower glucose uptake into gastrocnemius muscle and higher glucose uptake into BAT, the heart, gWAT, the humerus, the forearm and the kidneys (Figure 5A–C). Notably, however, sex did not significantly alter the effect of CR in any of the tissues assessed. Thus, the sexually dimorphic effects of CR on glucose homeostasis are not a result of CR increasing glucose disposal to a greater extent in males than in females.

### CR exerts sexually dimorphic effects on hepatic sphingolipid content

The lack of CR-driven differences in peripheral uptake suggested that sex differences in glucose homeostasis relate instead to effects on hepatic insulin sensitivity and glucose production. Therefore, we next tested whether altered lipid storage, implicated in sex-dependent differences in hepatic glucose production (Della Torre et al., 2018), might contribute to the sexually dimorphic metabolic effects of CR. Because gross hepatic triglyceride content was not affected by diet or sex (Figure 6A), we undertook a more-detailed molecular investigation of lipid species that may underpin altered hepatic glucose regulation, focussing on sphingolipids (Petersen and Shulman, 2017; Chaurasia et al., 2019). Targeted lipidomics revealed that total ceramide content was significantly lower in females than in males but was not influenced by CR (Figure 6B); however, individual ceramide species were modulated by CR in a sex-dependent manner. Thus, 22:0 and 22:1 ceramides were lower in females than in males and were decreased by CR, with this diet effect being stronger in males (Figure 6B, Figure 6—figure supplement 1A). Conversely, 23:0 ceramides were greater in AL females than in AL males and were increased by CR in males only (Figure 6B); a similar pattern occurred for 14:0, 16:0, 18:0, 18:1, 20:1, 26:0, and 26:1 ceramides (Figure 6—figure supplement 1A).

**Figure 6.**
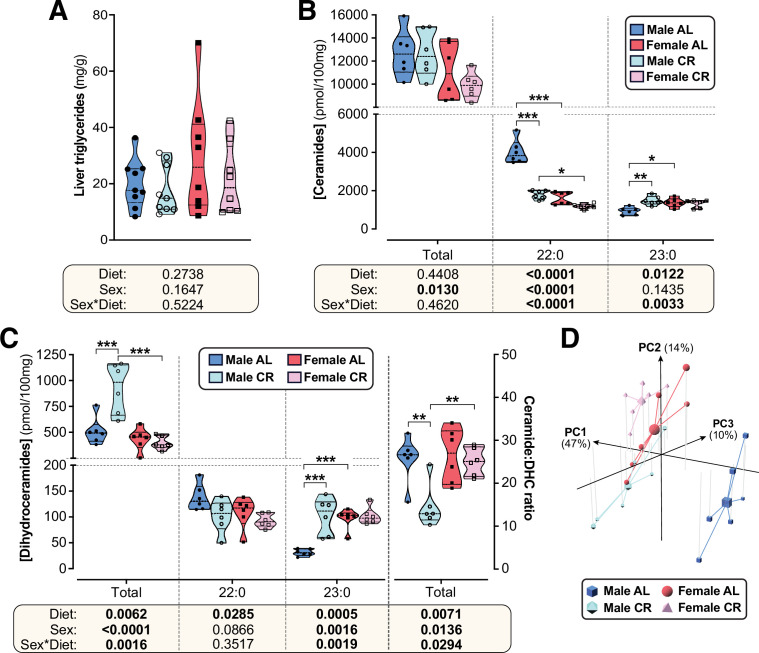
CR exerts sexually dimorphic effects on hepatic sphingolipid content. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 15 weeks of age, as described for Figure 2. Livers were sampled at necropsy (15 weeks) and used to assess triglyceride, ceramide, and dihydroceramide. (**A**) Hepatic triglyceride content. (**B,C**) LC-MS analysis of total, 22:0 and 23:0 ceramides (**B**), dihydroceramides (C, left side) and the ceramide:DHC ratio (C, right side). (**D**) Principal component analysis of ceramide and dihydroceramide content based on data in (**B–C**) and Figure 6—figure supplement 1. PC1, PC2, and PC3 account for 47.4%, 14.1%, and 10.5% of the variance, respectively. Data in (**A**), (**B**), and (**C**) are presented as truncated violin plots overlaid with individual data points. Data represent the following numbers of mice per group. (**A**): *male AL,* n=9; *female AL,* n=8; *male CR,* n=9; *female CR,* n=8. (**B–D**): 6 mice per group. For (**A**), (**B**), and (**C**), significant effects of sex, diet, and sex-diet interaction were assessed using two-way ANOVA; overall p values for each variable, and their interactions, are shown beneath each graph. Significant differences between comparable groups were assess using Tukey’s multiple comparison test and are indicated by * (p<0.05), ** (p<0.01), or *** (p<0.001). Source data are provided as a Source Data file. See also Figure 6—figure supplement 1. Figure 6—source data 1.CR exerts sexually dimorphic effects on hepatic sphingolipid content.Values for the data presented in Figure 6A–D are shown in the file named ‘Figure 6_Source_Data.xlsx’. The code used for Principal Component Analysis in Figure 6D is in the file named ‘R code for Principal Component Analysis from ceramide data.r’.

**Figure 6—figure supplement 1.**
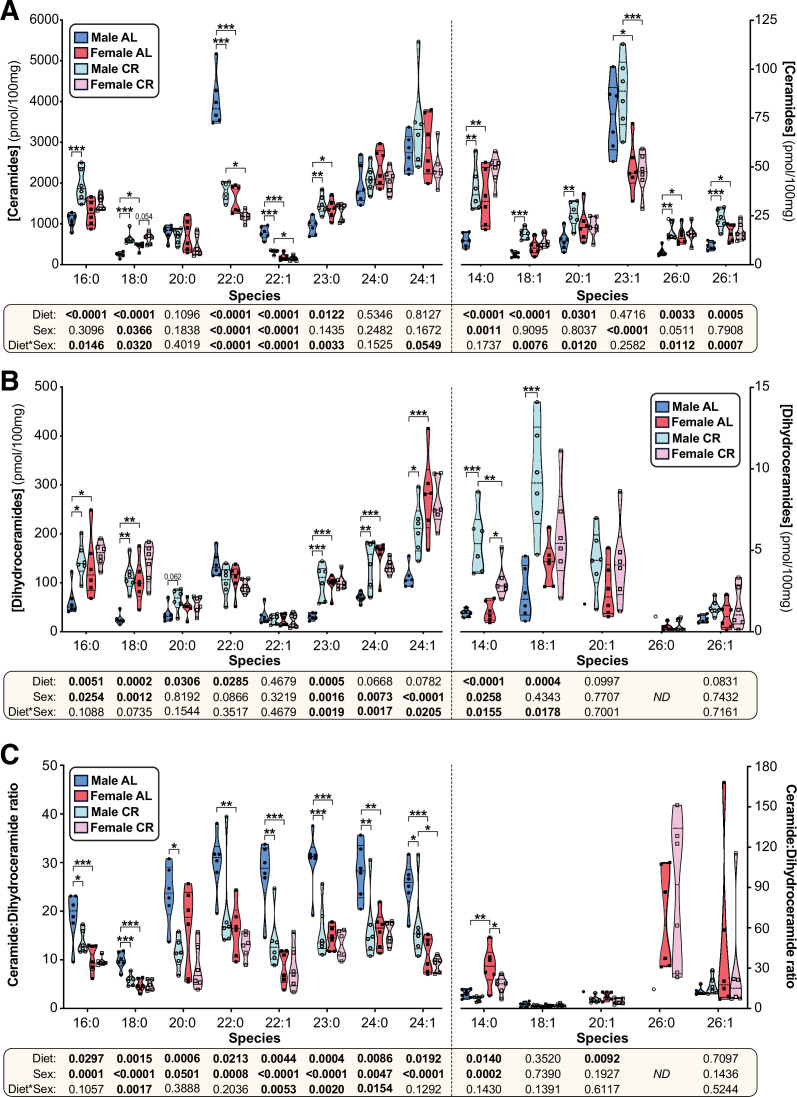
CR exerts sexually dimorphic effects on hepatic sphingolipid content. Male and female mice were fed AL or CR diets as described for Figure 2. (**A–C**) At necropsy, livers were sampled for analysis of ceramide and dihydroceramide content by LC-MS. Data show the concentration of each species of ceramide (**A**), dihydroceramide (**B**), or dihydroceramide:ceramide ratio (**C**) and are presented as truncated violin plots showing all points. The following numbers of mice were used per group and species: *male AL*, n=6 (all except: DHC 20:1 & 26:0, Cer:DHC 20:1 & 26:0), 1 (DHC & Cer:DHC 20:1), or 0 (DHC & Cer:DHC 26:0); *female AL,* n=6; *male CR,* n=6 (all except DHC & Cer:DHC 26:0), or 1 (DHC & Cer:DHC 26:0); *female CR,* n=6. For each species, significant effects of sex, diet, and sex-diet interaction were assessed using two-way ANOVA; overall p values for each variable, and their interactions, are shown beneath each graph. Significant differences between comparable groups were assess using Tukey’s multiple comparison test and are indicated by * (p<0.05), ** (p<0.01), or *** (p<0.001). Source data are provided as a Source Data file. Figure 6—figure supplement 1—source data 1.CR exerts sexually dimorphic effects on hepatic sphingolipid content.Values for the data presented in Figure 6—figure supplement 1A–C are shown in the file named “Figure 6-figure supplement 1_Source_Data.xlsx”.

Ceramides are generated from dihydroceramides (DHCs) and an elevated hepatic ceramide:DHC ratio promotes metabolic dysfunction and insulin resistance (Chaurasia et al., 2019; Apostolopoulou et al., 2020). Thus, we further analysed DHCs and the ceramide:DHC ratio as potential mediators of CR’s sexually dimorphic metabolic effects. As for total ceramides, total DHCs were lower in females than in males; however, unlike for total ceramides, CR increased total DHCs in males only (Figure 6C). Differential effects of sex and/or diet also occurred for the specific DHC species. A common pattern was for CR to increase DHC concentrations in males only, such that these were lowest in AL males but similar in CR males, CR females and AL females; this pattern occurred for 16:0, 18:0, 18:1, 20:0, 23:0, 24:0, and 24:1 DHC species (Figure 6C, Figure 6—figure supplement 1B). CR increased 14:0 DHCs in both sexes, albeit more strongly in males, and decreased 22:0 DHCs across both sexes (Figure 6C, Figure 6—figure supplement 1B). The overall ceramide:DHC ratio was decreased by CR in males but not in females (Figure 6C) and this also occurred for many of the individual species, including 16:0, 18:0, 20:0, 22:0, 22:1, 23:0, 24:0 and 24:1 (Figure 6—figure supplement 1B); however, unlike for the total ceramide:DHC ratio, the ratio for each of these species was highest in the AL males and significantly lower in females, such that CR males had a similar ratio to females on either diet (Figure 6—figure supplement 1B). Consistent with this, principal component analysis of these ceramide data identified AL males as the most distinct group, with CR males being more similar to females on either diet (Figure 6D).

Together, these data indicate that CR suppresses ceramide synthesis to a greater extent in males than in females, highlighting a potential mechanism for CR’s sexually dimorphic effects on glucose homeostasis.

### CR exerts sexually dimorphic effects on hepatic gene expression and ketogenesis

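Livers came from male and female C57BL6/NCrl mice, an inbred strain, fed ad libitum or by CR from 9 to 13 weeks of age, with CR providing 70% of the ad libitum intake. RNA from 6 AL males, 5 AL females, 5 CR males and 6 CR females was sequenced as 1 library per mouse, which makes 22 libraries, with paired-end reads of 100 bases on a DNBseq-G400 according to the methods. A comment in the authors' R code speaks of leaving out paired-end data for their difference from single-end data, so whether the counts are of single reads or of read pairs is open. The authors trimmed the reads with TrimGalore, checked their quality with FastQC, aligned them to mm10 with STAR 2.7.10a and counted them per gene with featureCounts of Subread 1.5.2 on the UCSC annotation. Their R code shows that genes on chromosome Y, Xist, duplicated entries and genes with at most 50 counts in total were removed. The counts of each library were then divided by its size factor in DESeq2. The deposited values are these normalised counts, given for 16838 genes by gene symbol. Of these symbols, 15750 are in the RefSeq gene table of GRCm38.p6, which is the same genome build as mm10 and gives the coordinates quoted for genes. In 21 of the 22 libraries the reads counted on genes were recovered, since the values were whole multiples of what 1 read is worth (100% of values within 0.01 of a whole read). They numbered 33648665 to 35150492 in AL males (median 34732643), 34807413 to 35230549 in CR males (median 35020970) and 34760279 to 35176328 in CR females (median 34993701.5). In 4 of the 5 AL females they numbered 34659972 to 37309166 (median 35235042). In the other library, AL female replicate 4, 1 read was worth 1.01. Its values also lay within 1.21e-08 of whole reads, but the check of units used here does not take a step this near 1, so the library stayed out of tests on counts. It had a normalised total of 35842416. Normalised totals ranged from 30508959 in CR female replicate 5 to 45375099 in AL male replicate 4, whose size factor was 0.775. Pearson correlations of log2 values between libraries of a group ranged from 0.938 to 0.985, and no 2 libraries held identical values. Eif2s3x, an X-linked gene that escapes X inactivation, was at 2498 or more normalised counts in every female and at 1953 or less in every male. No gene found only on chromosome Y and no Xist was among the genes, so these could not serve as a check of sex.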

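Groups were compared on log2(value + 1) with limma 3.58.1, in a fit of all 22 libraries with the 4 groups as terms, or with sex and diet as terms for the effect of CR across sexes. The test covered the 14035 genes with a mean normalised count of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at a fold change above 1.5 and an adjusted p below 0.05, the thresholds of the paper's volcano plots. Fold changes on the log2(value + 1) scale understate the change of genes with low values. Pathways were compared with camera, a limma test of gene sets that takes a preset correlation between genes, here 0.01. The p-values of camera are from a two-sided test and are adjusted over 8 lists in each comparison. The paper names its gene sets without their members, so the lists were written from general knowledge of the named pathways and may differ from the paper's sets.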

To further investigate how hepatic function contributes to the sex differences in glucose homeostasis, we used RNA-seq to characterise the livers of AL and CR mice. 

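Principal components were computed from log2(value + 1) of the 500 genes with the highest variance. PC1 held 37.2% of the variance, PC2 26.0% and PC3 10.7%. In the plane of PC1 and PC2, the centroid of AL males lay 36.9 from that of CR males, 56.2 from AL females and 65.4 from CR females. The centroid of CR males lay 36.9 from CR females and 44.7 from AL females, and the centroids of AL and CR females lay 27.8 apart. For each group, the mean distance to the libraries of the other groups minus the mean distance within the group was compared with all choices of as many libraries. This gap was largest for AL males, at 36.4 (one-sided exact permutation test over 74613 choices, p = 1.34e-05, the smallest that these choices allow). It was 19.8 for CR females (one-sided exact permutation test, p = 0.00708), 17.3 for CR males (p = 0.0262 in the same exact test) and 15.4 for AL females (p = 0.0390 in the same exact test). The exact p of AL males ranged from 1.34e-05 to 1.84e-05 over 6 other settings and from 1.84e-05 to 9.83e-05 when each library was left out in turn. Of the 5 CR males, 4 lay nearer to the centroid of AL or CR females than to that of AL males. This was the centroid of CR females for 3 of them (replicates 1, 2 and 3). CR male replicate 4 was the 1 library nearer to AL females, at 20.2 against 41.8 from AL males. Without AL female replicate 1, 4 CR males lay nearer to AL females than to AL males, without AL female replicate 2, 2 did, and without CR male replicate 4, 0 did. With 1000 genes, or with all genes tested, 2 lay nearer to AL females and 4 nearer to CR females than to AL males. The setting that raised the share of PC1 most was the removal of genes typical of pancreas, muscle and keratinised epithelium (46.4%), and the use of all genes tested lowered it most (26.8%). A list of 43 genes of pancreatic acinar cells made up 52.9% of the squared loadings of PC1 and 23.8% of those of PC2. These genes held 13.5% of the normalised total in AL female replicate 1 and 2.30% in CR female replicate 5. Reads of near-identical copies may be counted more than once in these shares.

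**Figure D1:**
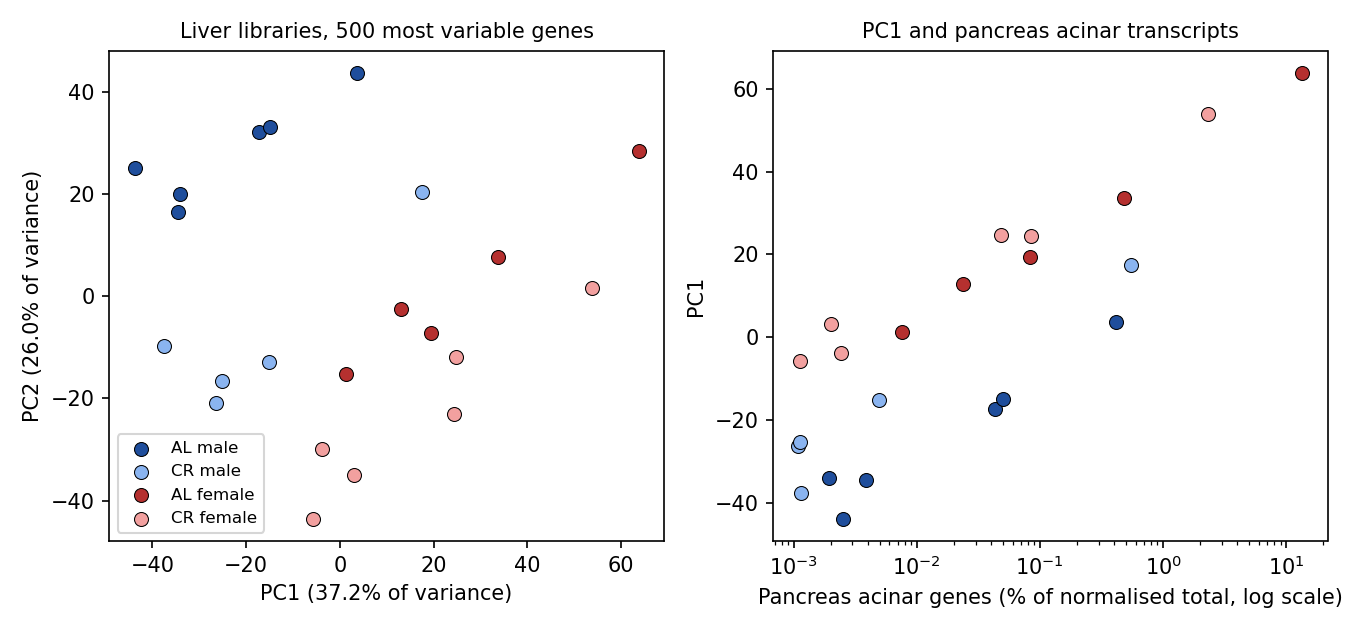
Left, each of the 22 liver libraries by its score on PC1 (37.2% of variance) and PC2 (26.0%), coloured by group. Right, the share of pancreas acinar genes in the normalised total of each library (percent, log scale) against PC1, where AL female replicate 1 (13.5%) and CR female replicate 5 (2.30%) have the highest PC1 scores, 63.7 and 53.8.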

Principal component analysis of this RNA-seq data identified AL males as the most transcriptionally distinct group, while CR males were more similar to AL or CR females (Figure 7A). Volcano plots further revealed the substantial effects of sex and diet on hepatic gene expression (Figure 7B, Figure 7—figure supplement 1A–B): hundreds of genes were differentially expressed between males and females within each diet group (Figure 7B, Figure 7—figure supplement 1B) and between AL and CR mice, both within and across the two sexes (Figure 7—figure supplement 1A–B). 

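Between AL females and AL males, limma called 930 of the 14035 genes, 535 higher in females and 395 higher in males. Between CR females and CR males it called 301 genes, 194 higher in females and 107 higher in males. Between CR and AL males it called 1390 genes, 696 higher and 694 lower with CR, and between CR and AL females 758 genes, 439 higher and 319 lower with CR. Across sexes, 1270 genes were called for diet, 662 higher and 608 lower with CR. The groups did not overlap in 545 of the genes called for sex in AL mice, 198 of those called for sex in CR mice, 811 of those called for diet in males and 465 of those called for diet in females, where a random grouping gives no overlap in 0.433% of genes. Called genes are chosen for a difference, so more of them are without overlap by construction. A test of the sex-by-diet interaction called 34 genes, 20 with a more positive effect of CR in females than in males and 14 with a more negative one. Of the genes called for diet in males or in females, 513 were called in both, all of them in the same direction. Of those called for sex, 199 were called on both diets, 198 of them in the same direction. Leaving out the minimum fold change moved 4 of the counts most, to 1612 for sex in AL mice, 2530 for diet in males, 1234 for diet in females and 3744 across sexes. After quantile normalisation, 390 of 783 genes called for sex in AL mice and 124 of 254 in CR mice were higher in females. The count for sex in CR mice moved most in DESeq2, to 501, with 299 of the 301 genes among them. On recovered reads of 21 libraries, edgeR and DESeq2 called 847 and 995 genes for sex in AL mice, 1409 and 1513 for diet in males, 602 and 766 for diet in females and 1267 and 1318 across sexes. They called 320 and 501 for sex in CR mice and 32 and 85 for the interaction. The count for sex in CR mice was 197 without CR female replicate 1, 177 without CR male replicate 5 and 473 without CR male replicate 2. With a covariate of pancreatic acinar genes, limma called 740 genes for sex in AL mice, 385 higher in females, and 253 in CR mice.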

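Among genes called for sex whose groups did not overlap, most of the largest differences were in cytochrome P450, sulphotransferase and major urinary protein families. Their near-identical members share reads that the counting could have split or counted on each member, so paralogs may not be separate evidence. Cyp3a41b, on chromosome 5 from 145558664 to 145584732, was at 32633 ± 22194 normalised counts (SD, n = 5) in AL females and 20.8 ± 15.3 (n = 6) in AL males, a log2 fold change of 10.65 (SE 0.841, adjusted p = 7.21e-09 from limma). Its paralog Cyp3a41a differed by 10.53 and Cyp3a44 by 10.34. Cyp4a12a, on chromosome 4 from 115299046 to 115332815, was higher in AL males (log2 fold change -10.14, SE 0.727, adjusted p = 2.04e-09 from limma), as were Cyp4a12b (-9.75) and Elovl3 (-7.72). AL female replicate 3 lay apart from the other AL females in Cyp4a12b and AL female replicate 4 in Elovl3. The paper also lists Cyp2b9 (7.22), Slc22a26 (7.05), Cyp2c69 (5.36), Cyp2c40 (3.81), Cyp7b1 (-3.45) and Cyp2d9 (-4.65) for AL mice, and limma called each of them in the direction of these log2 fold changes, given as female against male. It also called Fmo2, which the paper lists, as higher in AL females. In CR mice, Sult2a1, on chromosome 7 from 13796246 to 13837410, was at 2171 ± 1322 normalised counts (SD, n = 6) in females and 0.400 ± 0.547 (n = 5) in males, so its fitted log2 fold change of 10.34 (SE 0.808, adjusted p = 2.0e-08 from limma) depends on the pseudocount. Cyp3a41b (10.32) and Cyp3a41a (10.24) also differed. Cyp4a12b (-7.10), Cyp4a12a (-6.67) and Mup20 (-4.45, SE 0.441, adjusted p = 6.94e-07 from limma) were higher in CR males. CR female replicate 1 lay above the other CR females in Mup20.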

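In males, Cyp2b9 and Cux2 were among the largest increases with CR. Cyp2b9, a paralog of Cyp2b13 on chromosome 7 from 26173350 to 26210661, rose from 106 ± 59.6 normalised counts (SD, n = 6) in AL males to 8107 ± 3766 (n = 5) in CR males (log2 fold change 6.32, SE 0.375, adjusted p = 3.38e-10 from limma). In females it was at 13613 ± 2347 (n = 5) on AL and 11018 ± 1546 (n = 6) on CR, and the difference of the diet effect between the sexes was -6.62 (SE 0.530, adjusted p = 2.20e-07 from limma). Cux2 rose by 4.65 on the log2 scale, with AL male replicate 4 above the other AL males in Cux2. The largest decreases in males were in the paralogs Mup7 (-6.57), Mup15 (-6.33) and Mup17 (-6.19) on chromosome 4. Fmo2, which the paper lists for males, rose by 3.22 on the log2 scale, with CR male replicate 5 below the other CR males. Its difference of the diet effect between the sexes was -2.51 and that of Cyp2c38 was -2.36. Fmo2 and Cyp2c38 followed Cyp2b9 as the genes with the smallest adjusted p for the interaction and were chosen after their values were seen. In females, the largest increases were in Sult2a3 (4.64), Wee1 (3.70) and Dbp (3.69). Sult2a3, a paralog of Sult2a1, was listed at 0 in every CR male and in 5 of the 6 AL males, AL male replicate 2 being the other. Wee1, on chromosome 7 from 110122059 to 110143299, rose from 49.3 ± 34.0 normalised counts (SD, n = 5) to 549.5 ± 84.0 (n = 6) in females (SE 0.409, adjusted p = 3.60e-06 from limma). Dbp was not called by edgeR (1.89), by DESeq2 or without AL female replicate 4 (2.97), and CR female replicate 4 lay above the other CR females. Decreases in females were largest in Gm30959 (-4.20), Npas2 (-3.98) and Gm34911 (-3.87). CR female replicate 1 lay below the other CR females in Npas2, and Gm34911 was near 0 in CR mice of both sexes, with CR male replicate 5 the CR male above 0, so its fold change depends on the pseudocount. Across sexes, Elovl6 (3.61) and Wee1 (3.57) were among the largest increases, and the largest decreases were in Gm30959 (-5.01), Gm3734 (-4.26) and Gm34911 (-3.94). The paper's remaining genes for these comparisons were called as well. Ak4 rose by 1.85 across sexes (SE 0.0922, adjusted p = 5.22e-12 from limma) and by 2.03 in females, Abcb1a rose by 2.55 and Gm36041 changed by -2.16 on the log2 scale.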

To assess the metabolic implications of these transcriptional differences, we first analysed the expression of transcripts that encode proteins associated with gluconeogenesis, glycolysis, or the TCA cycle. 

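The enzymes were taken from hand-written lists, of which 7 of 8 enzymes of gluconeogenesis, 19 of 19 of glycolysis and 22 of 22 of the TCA cycle and the pyruvate dehydrogenase complex passed the filter, 48 in all. Between CR and AL males, 43 of the 48 were higher and 5 lower with CR. limma called 6 of them, all higher with CR, among them Gpi1, Eno1, Pklr, Pdha1 and Dlat. Without the minimum fold change, 15 passed an adjusted p below 0.05 over all genes and 16 when adjusted over the list alone. In females, 36 were higher and 12 lower with CR, 2 were called (Aldoc and Pklr), 4 passed over all genes and 4 adjusted over the list alone. Across sexes, 42 were higher and 6 lower, 3 were called (Gpi1, Aldoc and Pklr), 19 passed over all genes and 19 adjusted over the list alone. In males, females and across sexes edgeR called 7, 2 and 4 of the enzymes and DESeq2 5, 2 and 4. Without CR male replicate 2 only 3 were called in males, and 5 were called across sexes without CR female replicate 1, AL female replicate 1 or CR male replicate 5. No enzyme had a called difference of the diet effect between the sexes in limma (2 at an unadjusted p below 0.05), edgeR (0) or DESeq2 (0). Pklr, which encodes liver pyruvate kinase on chromosome 3 from 89136122 to 89146815, rose from 5781 ± 1978 normalised counts (SD, n = 6) in AL males to 16644 ± 13288 (n = 5) in CR males (log2 fold change 1.33, SE 0.317, adjusted p = 0.00537 from limma). In females it rose from 3205 ± 893 (SD, n = 5) to 11735 ± 3222 (n = 6), a log2 fold change of 1.88 (SE 0.317, adjusted p = 0.000406 from limma). CR male replicate 2 lay above the other CR males in Pklr, Gpi1 and Dlat. Dlat, the acetyltransferase of the pyruvate dehydrogenase complex on chromosome 9 from 50634633 to 50659780, rose by 0.74 in males (SE 0.170, adjusted p = 0.00395 from limma) and by 0.38 in females (SE 0.170, adjusted p = 0.184). Across sexes its log2 fold change of 0.56 (SE 0.124, adjusted p = 0.00160) was under 1.5-fold, and it was called by edgeR (0.62), by DESeq2 (0.62) and without AL female replicate 1 (0.59), AL female replicate 3 (0.59), CR female replicate 1 (0.60), CR female replicate 2 (0.60), CR male replicate 1 (0.59) or CR male replicate 5 (0.59). In males Dlat was not called without CR male replicate 2 (0.51). Pdha1 (0.59 in males), at the 1.5-fold limit, was not called by DESeq2 (0.58), with quantile normalisation (0.58), with TMM scaling (0.58) or with an acinar covariate (0.58), nor without AL male replicate 3 (0.57), AL male replicate 4 (0.52), CR male replicate 2 (0.57), CR male replicate 3 (0.56) or CR male replicate 4 (0.56).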

Few significant changes were detected for individual transcripts (Figure 7B, Figure 7—figure supplement 1A), and therefore we used gene set enrichment analysis (GSEA) to assess higher-level transcriptional changes associated with these and other relevant metabolic pathways (Figure 7C). 

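Of 35 genes of gluconeogenesis written in the list, 30 passed the filter. Their mean log2 value was 11.39 ± 0.168 (SD, n = 6) in AL males and 11.63 ± 0.0822 (n = 5) in CR males. It was higher with CR in 22 of the 30 genes, with a mean log2 fold change of 0.24 and all 5 CR males above the AL male mean (camera, adjusted p = 0.00178). In females it rose from 11.41 ± 0.0783 (SD, n = 5) to 11.57 ± 0.0980 (n = 6), with 20 of 30 genes higher, a mean log2 fold change of 0.15 and all 6 CR females above the AL female mean (camera, adjusted p = 0.0369). Between CR females and CR males, the mean log2 fold change was -0.07, 9 of 30 genes were higher in females, and 4 of 6 CR females lay below the CR male mean (camera, adjusted p = 0.103). The difference of the diet effect between the sexes was -0.09 (camera, adjusted p = 0.136), and between AL females and AL males camera gave an adjusted p of 0.930. In AL mice the mean, the median and the test of this list differed in sign, as they did for the TCA cycle. Under fry, a rotation test of each list on its own, gluconeogenesis was called in males (adjusted p = 0.00687) and not in females (0.0922) or between the sexes in CR (0.182). With the correlation between genes estimated from each list, camera gave 0.234 in males, 0.367 in females and 0.426 between the sexes in CR. Of all 8 lists, the camera calls that held under fry were gluconeogenesis, the TCA cycle, glycolysis, FA biosynthesis and the late oestrogen response in males, and FA β-oxidation, FA biosynthesis and the early and late oestrogen response in females. With the estimated correlation, only FA biosynthesis in females was called. The alternative that moved the result in males most was a list of 7 core enzymes, which was not called (0.629, over 11 settings from 7.26e-05 to 0.629), nor was that list in females (0.778, over 11 settings from 0.00219 to 0.778). The result in females was also not called without the filter on low values or with an acinar covariate. It was 0.0973 without AL female replicate 2, 0.0943 without AL female replicate 3 and 0.0904 without CR female replicate 3. Between the sexes in CR, the difference was called with fgsea (0.0272), without the filter (0.0415) and with a Reactome list (0.0241), over 11 settings from 0.0241 to 0.577. It was 0.0484 without CR female replicate 3, 0.0419 without AL male replicate 4 and 0.0412 without CR male replicate 5. Without AL male replicate 4 the difference of the diet effect had an adjusted p of 0.00307.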

Gluconeogenesis-related genes were significantly increased with CR in each sex, but, against our expectations, they were more highly expressed in males than in females during CR (Figure 7C). 

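The lists held 198 genes of oxidative phosphorylation and 21 genes of the TCA cycle that passed the filter. Between CR females and CR males, oxidative phosphorylation had the smallest adjusted p of the 8 lists (camera, adjusted p = 1.09e-07), with a mean log2 fold change of -0.12 and 29 of 198 genes higher in females. The TCA cycle followed (camera, adjusted p = 0.00516), with a mean log2 fold change of -0.13 and 2 of 21 genes higher in females. All 6 CR females lay below the CR male mean in both lists. Neither difference was called under fry (adjusted p = 0.101 for both) or with the estimated correlation (0.426 for both). In males, CR raised the mean log2 value of the TCA cycle from 11.50 ± 0.0722 (SD, n = 6) to 11.74 ± 0.0902 (n = 5), with 20 of 21 genes higher, a mean log2 fold change of 0.24 and each CR male above every AL male (camera, adjusted p = 0.000208). Oxidative phosphorylation rose from 11.27 ± 0.131 (SD, n = 6) to 11.40 ± 0.0640 (n = 5), with 140 of 198 genes higher, a mean log2 fold change of 0.12 and 5 of 5 CR males above the AL male mean (camera, adjusted p = 0.000525). In females the TCA cycle was at 11.52 ± 0.0914 (SD, n = 5) on AL and 11.61 ± 0.0799 (n = 6) on CR, with 15 of 21 genes higher, a mean log2 fold change of 0.10 and 6 of 6 CR females above the AL female mean (camera, adjusted p = 0.0473). Oxidative phosphorylation was at 11.21 ± 0.116 (SD, n = 5) and 11.27 ± 0.0667 (n = 6), with 122 of 198 genes higher, a mean log2 fold change of 0.07 and 5 of 6 CR females above the AL female mean (camera, adjusted p = 0.0473). The difference of the diet effect, females minus males, was -0.15 for the TCA cycle (camera, adjusted p = 0.00382, 3 of 21 genes positive) and -0.06 for oxidative phosphorylation (camera, adjusted p = 0.0192, 66 of 198 genes positive). Under fry these differences had adjusted p of 0.591 and 0.674. Between AL females and AL males, oxidative phosphorylation had a mean log2 fold change of -0.07 (camera, adjusted p = 0.102, 64 of 198 genes higher in females) and the TCA cycle an adjusted p of 0.930.

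**Figure D2:**
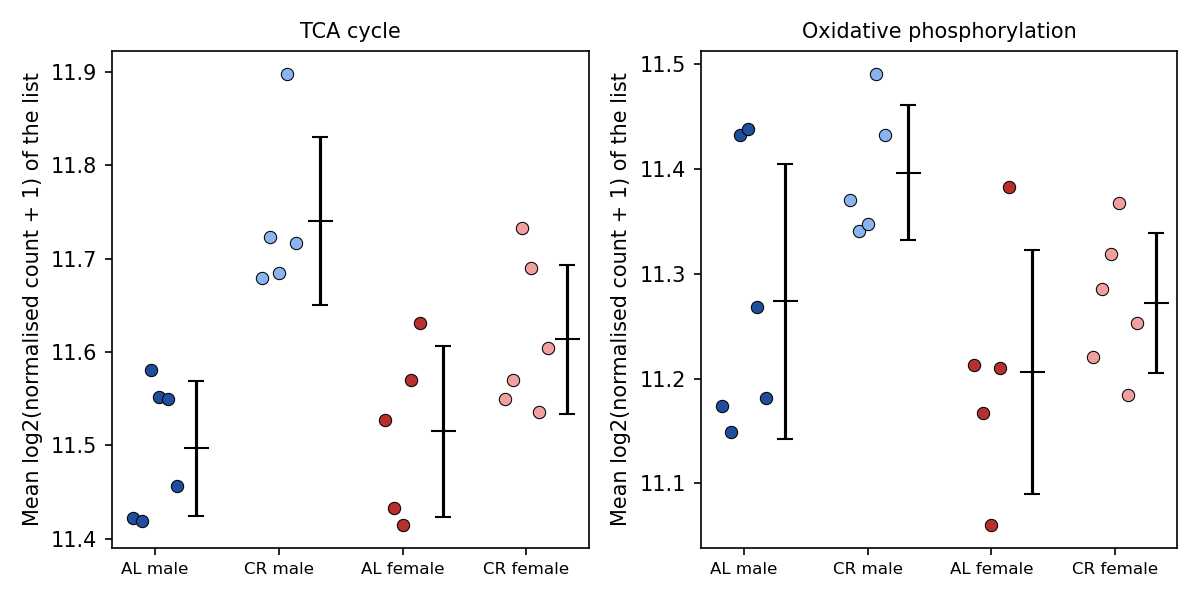
Mean log2(normalised count + 1) of the TCA cycle list (left) and the oxidative phosphorylation list (right) in each liver library by group, as points, with the group mean and SD as a bar beside them. In the TCA cycle each CR male lies above every AL male, and the group means are 11.50 in AL males, 11.74 in CR males, 11.52 in AL females and 11.61 in CR females.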

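CR male replicate 4 lay above the other CR males in the TCA cycle list. Without it, camera gave the TCA cycle an adjusted p of 0.0933 between the sexes in CR and 0.0884 for the difference of the diet effect. The difference between the sexes in CR was not called with quantile normalisation either (0.208, over 11 settings from 0.000252 to 0.426). In females, neither list was called under fry, with the estimated correlation, without the filter on low values or with an acinar covariate. The TCA cycle in females was also not called with fgsea or a Reactome list, and oxidative phosphorylation not with 75 respiratory chain subunits alone. Without 1 of AL female replicates 1, 2 and 3 and CR female replicates 3 and 4, the TCA cycle in females had an adjusted p of 0.0743, 0.118, 0.177, 0.133 and 0.0990, and oxidative phosphorylation 0.0751, 0.112, 0.552, 0.101 and 0.188. In males, oxidative phosphorylation was not called under fry (0.0922) or with the estimated correlation (0.379), over 10 settings from 2.84e-07 to 0.379. The difference of the diet effect in oxidative phosphorylation had an adjusted p above 0.05 without CR female replicate 1 (0.0612), CR female replicate 5 (0.108), CR female replicate 6 (0.0604), AL female replicate 5 (0.530), AL male replicate 1 (0.184), AL male replicate 2 (0.380), AL male replicate 6 (0.166), CR male replicate 4 (0.171) or CR male replicate 5 (0.0809). In AL mice, oxidative phosphorylation was lower in females with fgsea (0.00403), without the filter (0.0354) and with respiratory chain subunits alone (0.0294), over 10 settings from 0.00403 to 0.998. It was also called without AL male replicate 1 (0.0146), AL male replicate 2 (0.0127), AL male replicate 6 (0.0198) or AL female replicate 5 (0.000658).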

The greatest difference between CR males and CR females was for genes related to oxidative phosphorylation and the TCA cycle, which increased with CR in males but not in females (Figure 7C); this was also apparent from the distribution of individual TCA-related genes in the volcano plots (Figure 7B, Figure 7—figure supplement 1A). Glycolysis-related genes were also increased by CR, more so in males, whereas transcripts relevant to FA β-oxidation and FA biosynthesis were increased by CR in both sexes (Figure 7C, Figure 7—figure supplement 1C–D). These gene expression profiles support the following model (Figure 7D): during CR, both sexes increase FA β-oxidation to generate acetyl-CoA and this is supported by increased FA biosynthesis. 

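In males, the mean log2 value of 174 glycolysis genes was 9.34 ± 0.0811 (SD, n = 6) on AL and 9.46 ± 0.0162 (n = 5) on CR, with 100 genes higher, a mean log2 fold change of 0.12 and all 5 CR males above the AL male mean (camera, adjusted p = 0.0274). In females it was 9.35 ± 0.0639 (SD, n = 5) and 9.44 ± 0.0270 (n = 6), with 106 genes higher, a mean log2 fold change of 0.09 and all 6 CR females above the AL female mean (camera, adjusted p = 0.0488). The difference of the diet effect between the sexes was -0.04 (camera, adjusted p = 0.516), and no setting called it. Between CR females and CR males the mean log2 fold change was -0.02 (camera, adjusted p = 0.156, 75 of 174 genes higher in females), which fgsea called (0.0250, over 10 settings from 0.0250 to 0.432). In AL mice the adjusted p of camera was 0.741, with a mean of another sign than the median and the test. The result in males was 0.0633 without AL male replicate 6. In females it was not called without the filter, under fry (0.0528) or with an acinar covariate (0.0828), over 10 settings from 0.00553 to 0.367. It was above 0.05 without CR female replicate 1 (0.0672), 2 (0.0535), 3 (0.0676), 4 (0.0638), 5 (0.0573) or 6 (0.0549), AL female replicate 2 (0.112) or 3 (0.160), or AL male replicate 1 (0.0526) or 2 (0.0503).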

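FA β-oxidation, with 41 genes, was at a mean log2 value of 11.06 ± 0.0684 (SD, n = 6) in AL males and 11.32 ± 0.199 (n = 5) in CR males, with 24 genes higher and 4 of 5 CR males above every AL male. Its mean log2 fold change was 0.26 (camera, adjusted p = 0.0309) and its median 0.05. In females it was at 11.11 ± 0.124 (SD, n = 5) and 11.35 ± 0.131 (n = 6), with 32 genes higher, a mean log2 fold change of 0.24 and all 6 CR females above the AL female mean (camera, adjusted p = 0.00113). The result in males was not called under fry (0.0716), with a Reactome list (0.459) or without AL male replicate 1 (0.0561), CR male replicate 4 (0.163) or CR male replicate 5 (0.0537). A list of 18 core enzymes was lower with CR in males (0.684, over 11 settings from 0.00135 to 0.684). In females the Reactome list (0.0757) and the core enzymes (0.685) were not called, over 11 settings from 0.000308 to 0.685. AL female replicate 4 lay below the other AL females in this list. FA biosynthesis, with 21 genes, rose from 11.65 ± 0.158 (SD, n = 6) to 12.42 ± 0.413 (n = 5) in males, with 14 genes higher, a mean log2 fold change of 0.77 and each CR male above every AL male (camera, adjusted p = 0.000208). In females it rose from 11.60 ± 0.140 (SD, n = 5) to 12.44 ± 0.170 (n = 6), with 16 genes higher, a mean log2 fold change of 0.84 and each CR female above every AL female (camera, adjusted p = 1.46e-07). CR male replicate 2 and AL female replicate 3 lay above the other libraries of their groups in FA biosynthesis. For both lists, the difference of the diet effect between the sexes (camera, adjusted p = 0.516), the difference between CR females and CR males (0.801 and 0.816) and that between AL females and AL males (0.741) were not called. The mean, the median and the test differed in sign for both lists in CR mice, and for FA β-oxidation also in AL mice and for the difference of the diet effect.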

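Lists of core enzymes alone were also compared, with camera adjusted over 20 lists in each comparison. The 19 enzymes of glycolysis had a mean log2 fold change with CR of 0.37 in males (18 higher, adjusted p = 0.000372) and 0.33 in females (17 higher, adjusted p = 0.00518). The 22 enzymes of the TCA cycle and pyruvate dehydrogenase rose by 0.29 in males (21 higher, adjusted p = 5.85e-06) and by 0.12 in females (16 higher, adjusted p = 0.0358). Of the 22, 1 was higher in CR females than in CR males (mean log2 fold change -0.17, adjusted p = 0.000252 with camera and 0.0298 with fry). For these enzymes the difference of the diet effect between the sexes was -0.17 (adjusted p = 0.000416 with camera and 0.270 with fry). Of the 75 respiratory chain subunits, 62 were higher with CR in males (mean 0.12), 55 in females (mean 0.05, adjusted p = 0.109) and 0 in CR females compared with CR males (mean -0.18, adjusted p = 7.84e-09 with camera and 0.358 with fry). The 18 enzymes of FA β-oxidation had a mean log2 fold change of -0.06 in males (7 higher) and 0.01 in females (12 higher). The 12 lipogenic enzymes rose by 1.94 in males (11 higher) and 2.09 in females (12 higher), and the 7 enzymes of gluconeogenesis by 0.08 in males (4 higher) and 0.02 in females (3 higher, with a median of -0.02). AL male replicate 4 lay above the other AL males in the core enzymes of glycolysis. From the gene sets that rose with CR in each sex, the paper reasons that both sexes increase FA β-oxidation as a supply of acetyl-CoA, with FA biosynthesis to support it.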

Males, more than females, also increase glycolysis for acetyl-CoA production; however, males utilise the acetyl-CoA to support increased TCA cycle activity and oxidative phosphorylation, pathways that are not increased by CR in females. If so, females should have greater hepatic acetyl-CoA levels than males during CR. To test this, we measured plasma ketone concentrations, which are a biomarker for hepatic acetyl-CoA (Perry et al., 2017). Consistent with our model, plasma ketones were significantly higher in females than males, particularly during CR (Figure 7E). Hepatic acetyl-CoA stimulates gluconeogenesis by activating pyruvate carboxylase; thus, despite transcriptional profiles suggesting increased gluconeogenesis in males (Figure 7C), females’ higher levels of acetyl-CoA would be expected to cause greater stimulation of gluconeogenesis, thereby explaining why, compared to males, females are better at maintaining blood glucose during CR (Figure 7D).

**Figure 7.**
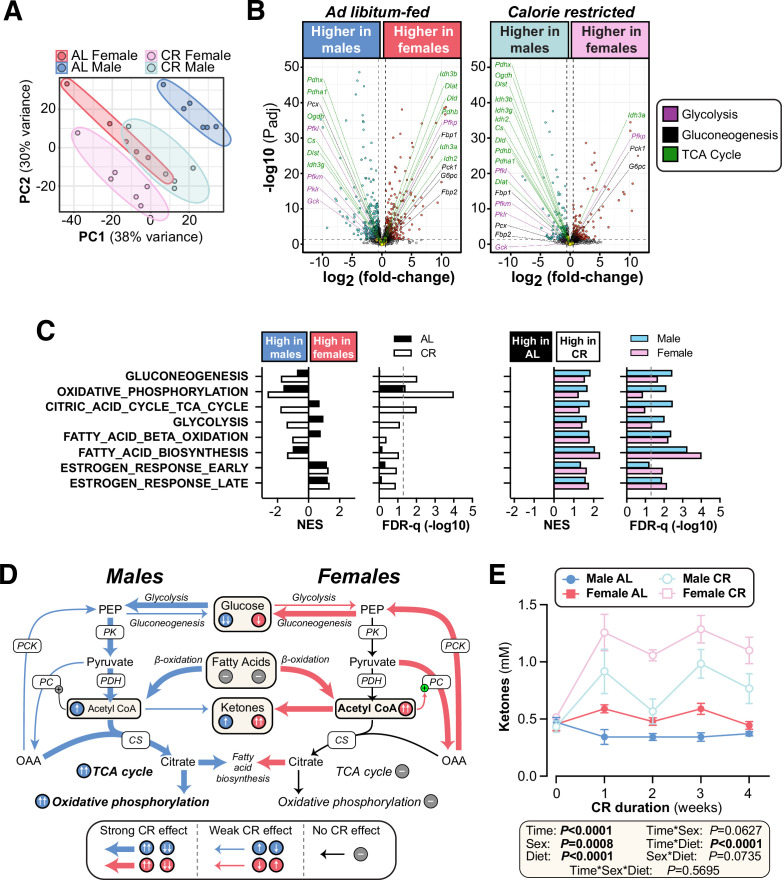
CR exerts sexually dimorphic effects on hepatic gene expression and blood ketone levels. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 13 weeks of age, as described for Figure 2. Blood ketone concentrations were assessed weekly. Livers were sampled at necropsy (13 weeks) and analysed by RNA-seq. (**A**) Principal component analysis of all samples. PC1 and PC2 account for 38% and 30% of the variance, respectively. (**B**) Volcano plots showing differentially expressed genes between AL males and AL females (left) or between CR males and CR females (right). Transcripts encoding key proteins in gluconeogenesis, glycolysis, or the TCA cycle are shown on each graph. The names of genes with positive fold-change values are shown on the right side and those with negative fold-change values are shown on the left side of the volcano plots; none of these genes had absolute fold-change >1.5 and *P*adj <0.05. (**C**) GSEA results for gene sets indicative of relevant pathways. Significant sex differences (within AL or CR diets) are shown on the left; significant diet differences (within males or females) are shown on the right; NES = normalised enrichment score. (**D**) Schema showing the proposed sex differences in liver metabolism during CR, based on the RNA-seq data. PK, pyruvate kinase; PDH, pyruvate dehydrogenase; CS, citrate synthase; PC, pyruvate carboxylase; PCK, phosphoenolpyruvate carboxykinase. (**E**) Blood ketone concentrations. Data represent the following numbers of mice per group: (**A–C) –** *male AL,* n=6; *female AL,* n=5; *male CR,* n=5; *female CR,* n=6. (**E) –** *male AL,* n=7; *female AL,* n=9; *male CR,* n=6; *female CR,* n=7. For (**A**) and (**B**), R script are provided as a Source Data file. For (**C**), gene set collection files are prepared with the 8 gene sets shown for GSEA. For (**E**), significant effects of sex, diet, and sex-diet interaction were assessed using three-way ANOVA; overall p values for each variable, and their interactions, are shown beneath each graph. Source data are provided as a Source Data file. See also Figure 7—figure supplement 1. Figure 7—source data 1.CR exerts sexually dimorphic effects on hepatic gene expression and blood ketone levels.Values for the data presented in Figure 7A, C and E are shown in the file named ‘Figure 7_Source_Data.xlsx. The code used for Principal Component Analysis in Figure 7A and generating volcano plots in Figure 7B is in the file named ‘R code for Principal Component Analysis and Volcano plots from RNAseq data.r’.

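Over the same 48 enzymes of gluconeogenesis, glycolysis and the TCA cycle, limma called 0 between AL females and AL males (15 at an unadjusted p below 0.05) and 0 between CR females and CR males (15 at an unadjusted p below 0.05). In AL mice 21 were higher and 27 lower in females, and in CR mice 11 were higher and 37 lower in females. On recovered reads, edgeR called 1 in AL mice and 0 in CR mice, and DESeq2 called 2 and 0. Without the minimum fold change, Pfkp passed an adjusted p below 0.05 in AL mice and Pdhx in CR mice, 1 enzyme each. Adjusted over the list alone, 0 passed in AL mice and 1 in CR mice. In AL mice, 1 enzyme was called with an acinar covariate and 2 with only the 2 groups compared in the fit. Without 1 of AL female replicates 2 and 4, AL male replicate 4, CR male replicate 2 and CR female replicate 5, 1 enzyme was called in AL mice, and without AL male replicate 2 or AL female replicate 5, 2 were.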

**Figure 7—figure supplement 1.**
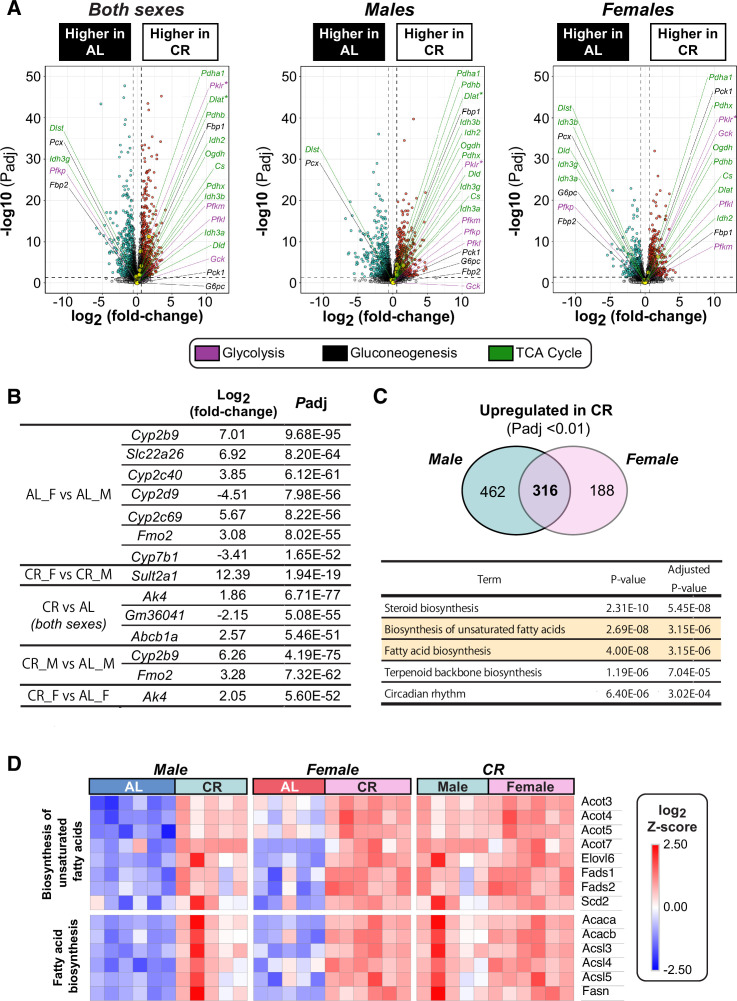
Effects of sex and diet on the hepatic transcriptome. Male and female C57BL6/NCrl mice were fed AL or CR diet from 9 to 13 weeks of age, as described for Figure 2. Livers were sampled at necropsy (13 weeks) and analysed by RNA-seq. (**A**) Volcano plots showing differentially expressed genes between AL and CR mice of both sexes (left), AL males vs CR males (middle), and AL females vs CR females (right). Transcripts encoding key proteins in gluconeogenesis, glycolysis, or the TCA cycle are shown on each graph. The names of genes with positive fold-change values are shown on the right side and those with negative fold-change values are shown on the left side of the volcano plots. Genes with absolute fold-change >1.5 and *P*adj <0.05 are marked with an asterisk next to the gene name. (**B**) List of genes not shown in the volcano plots of Figure 7B and Figure 7—figure supplement 1A because their higher values of absolute fold-change and/or *P*adj do not fit on the scale of the axes. (**C**) The number of genes highly expressed in CR male compared to AL male (*P*adj <0.01, left circle) and CR female compared to AL female (*P*adj <0.01, right circle), with the overlap representing the 316 CR-induced genes common to both sexes. GO analysis (KEGG_2019_Mouse) were conducted with the overlapping gene list and the top 5 GO pathways are shown in the table. (**D**) A heatmap showing log_2_ Z-scores for genes linked to the GO terms of ‘biosynthesis of unsaturated fatty acids’ or ‘fatty acid biosynthesis’ among the 316 genes whose expression was higher in CR than in AL in both males and females (*P*adj <0.05). Data represent the following numbers of mice per group: *male AL,* n=6; *female AL,* n=5; *male CR,* n=5; *female CR,* n=6. For (**A**), R scripts are provided as a Source Data file. Figure 7—figure supplement 1—source data 1.Effects of sex and diet on the hepatic transcriptome.Values for the data presented in Figure 7—figure supplement 1D are shown in the file named ‘Figure 7—figure supplement 1_Source_Data.xlsx’. The code used to generate volcano plots in Figure 7—figure supplement 1A, and for the analyses in Figure 7—figure supplement 1B–C, is in the file named ‘R code for Principal Component Analysis and Volcano plots from RNAseq data.r’.

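At an adjusted p below 0.01 from limma and with no minimum fold change, 221 genes were higher with CR in both sexes, 316 in males only and 108 in females only. The paper's legend gives 316 for the overlap, while here the overlap was 221 and 316 is the number of genes in males only. An adjusted p below 0.05 moved these counts most, to 444 in both sexes, 731 in males only, and also raised the count in females only. The count in females only was 50 with edgeR, and 174 without CR male replicate 2. It was 56 without CR female replicate 4, 60 without CR female replicate 6, 62 without AL female replicate 4, 64 without AL female replicate 5, 68 without AL female replicate 1 and 70 without CR female replicate 3. DESeq2 gave 528 genes in males only. A gene past the threshold in 1 sex was not thereby shown to differ between the sexes.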

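The 14 genes of the heatmap were Acaca, Acacb, Acot3, Acot4, Acot5, Acot7, Acsl3, Acsl4, Acsl5, Elovl6, Fads1, Fads2, Fasn and Scd2. All 14 were called by limma as higher with CR in each sex. Log2 fold changes ranged from 0.72 (Acsl5) to 3.59 (Elovl6) in males and from 0.74 (Acot7) to 3.63 (Elovl6) in females. Fasn, which encodes fatty acid synthase on chromosome 11 from 120805958 to 120825166, rose from 3870.0 ± 1326 normalised counts (SD, n = 6) to 60098.5 ± 88868 (n = 5) in males (log2 fold change 3.07, SE 0.507, adjusted p = 0.000198 from limma) and from 4262 ± 923 (SD, n = 5) to 35042.5 ± 17611 (n = 6) in females (2.91, SE 0.507, adjusted p = 0.000581 from limma). Elovl6, on chromosome 3 from 129532386 to 129638495, had SE 0.540 and an adjusted p of 7.55e-05 in males and 0.000114 in females. Acot3, Acot4 and Acot5 are neighbouring paralogs on chromosome 12 whose reads the counting could have split or counted on each. CR male replicate 2 lay above the other CR males in Acsl3, CR female replicate 4 above the other CR females in Acsl5 and AL female replicate 3 above the other AL females in Scd2. Some calls depended on 1 library. Scd2 in males (0.99) was not called without AL male replicate 3 (0.86), CR male replicate 2 (0.72) or CR male replicate 3 (0.92) or with only the 2 groups compared in the fit, and in females (1.13) not by edgeR (0.97). Acsl5 was under 1.5-fold in males without CR male replicate 2 (0.56), and Acot5 in females (1.26) was not called without AL female replicate 4 (1.12). For the difference of the diet effect between the sexes, 2 of the 14 passed an adjusted p below 0.05 in limma when adjusted over the list alone. The paper chose these genes on the same samples, so this is not independent evidence.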

### Sex differences in CR’s metabolic effects are absent when CR is initiated in aged mice

Another intriguing finding from our RNA-seq data is that CR significantly stimulates oestrogen response pathways (Figure 7C). Thus, one possibility is that young females resist many of CR’s metabolic effects because their endogenous oestrogens cause them to remain relatively metabolically healthy, even on an AL diet (Forney et al., 2020; Chaix et al., 2021). 

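The late oestrogen response, with 151 genes past the filter, was at a mean log2 value of 8.34 ± 0.0617 (SD, n = 6) in AL males and 8.44 ± 0.0521 (n = 5) in CR males, with 93 genes higher, a mean log2 fold change of 0.10 and all 5 CR males above the AL male mean (camera, adjusted p = 0.0309). In females it was at 8.41 ± 0.132 (SD, n = 5) and 8.57 ± 0.0612 (n = 6), with 101 genes higher, a mean log2 fold change of 0.16 and all 6 CR females above the AL female mean (camera, adjusted p = 0.00516). The early oestrogen response, with 161 genes, was at 8.38 ± 0.111 (SD, n = 5) in AL females and 8.52 ± 0.0657 (n = 6) in CR females, with 113 genes higher, a mean log2 fold change of 0.14 and all 6 CR females above the AL female mean (camera, adjusted p = 0.0124). In males it was at 8.32 ± 0.0784 (SD, n = 6) and 8.42 ± 0.0294 (n = 5), with 97 genes higher and a mean log2 fold change of 0.10, which was not called (camera, adjusted p = 0.0651). The early response in males was called with fgsea (0.0160) and under fry (0.0239), over 10 settings from 0.0160 to 0.246, and without AL male replicate 1 (0.0373), AL male replicate 4 (0.0497) or CR male replicate 4 (0.0456). The late response in males was 0.0566 without AL male replicate 6. Neither list differed in the diet effect between the sexes (camera, adjusted p = 0.516 for both), nor between AL females and AL males (0.741 for both). Between CR females and CR males, the late response had a mean log2 fold change of 0.12 (camera, adjusted p = 0.144, 87 of 151 genes higher in females) and was called with fgsea (0.0250, over 10 settings from 0.0250 to 0.426). The early response differed by 0.11 (camera, adjusted p = 0.214, 90 of 161 genes higher in females).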

To begin testing if endogenous oestrogens influence the CR response, we next investigated the effects of CR initiated in 18-month-old mice, when females are anoestrous (Gee et al., 1983). Unlike in young mice, CR decreased body mass and fat mass to a similar extent in aged males and females, while the decreases in lean mass were greater in aged females (Figure 8A–C). Consistent with this, CR’s effects on the masses of individual WAT depots did not differ between the sexes (Figure 8D, Figure 8—figure supplement 1A). Among non-adipose tissues CR significantly decreased pancreas mass only in aged females, but there were no sex differences in the effects of CR on the masses of other tissues (Figure 8—figure supplement 1B–C). Thus, unlike in young mice, aged males and females show a similar effect of CR on overall adiposity and this is driven predominantly by loss of WAT.

**Figure 8.**
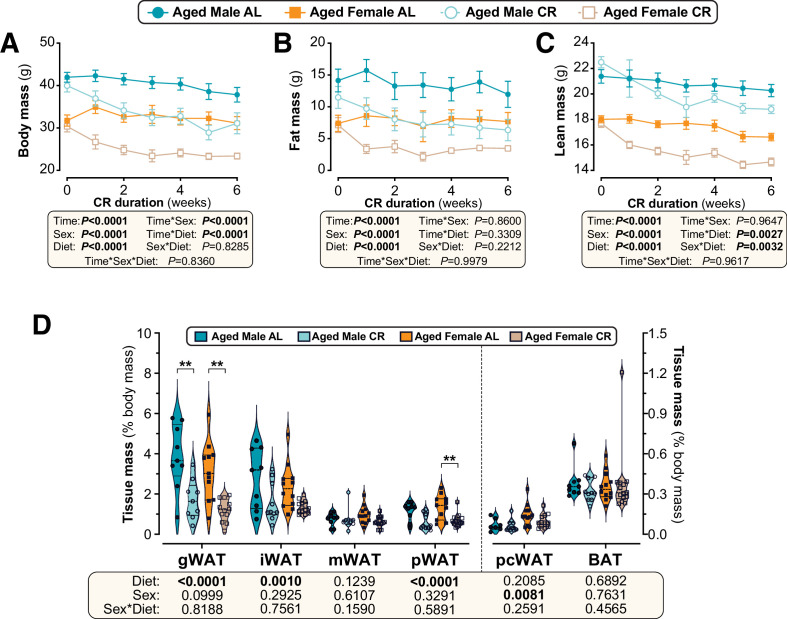
Sex differences in CR-induced weight loss and fat loss are absent when CR is initiated in aged mice. Male and female C57BL6/NCrl mice were single housed and fed AL or a CR diet (70% of daily AL intake) from 78 to 84 weeks of age. (**A–F**) Each week mice were weighed (**A,B**) and body composition was determined by TD-NMR (**C–F**). Body mass, fat mass and lean mass are shown as absolute masses (**A,C,E**) or fold-change relative to baseline (**B,D,F**). (**G**) Masses of gWAT, iWAT, mWAT, pWAT, pcWAT, and BAT were recorded at necropsy and are shown as % body mass. Data in (**A–F**) are shown as mean ± SEM. Data in (**G**) are shown as violin plots overlaid with individual data points. For each group and timepoint, the following numbers of mice were used: (**A,B**): *male AL*, n=9 (Wk 0, Wk 2, Wk3, Wk 4), 8 (Wk 1), or 6 (Wk 5, Wk 6); *female AL,* n=13 (Wk 0, Wk 2), 12 (Wk 4, Wk 5), 11 (Wk 6), 9 (Wk 1), or 8 (Wk 3); *male CR,* n=10 (Wk 0, Wk 2–4), 9 (Wk 1), 7 (Wk 5), or 6 (Wk 6); *female CR,* n=14 (Wk 0, Wk 4, Wk 5), 13 (Wk 2, Wk 6), 10 (Wk 3), or 9 (Wk 1). (**C–F**): *male AL,* n=9 (Wk 0, Wk 2), 8 (Wk 3, Wk 4, Wk 6), or 7 (Wk 1, Wk 5); *female AL,* n=13 (Wk 0, Wk 2), 9 (Wk 4, Wk 6), 8 (Wk 5), 6 (Wk 1), or 5 (Wk 3); *male CR,* n=10 (Wk 0, Wk 2), 9 (Wk3-6), or 8 (Wk 1); *female CR,* n=14 (Wk 1, Wk 2), 11 (Wk 4–6), 7 (Wk 3), or 6 (Wk 1). (**G**): *male AL,* n=9; *female AL,* n=12 (iWAT, mWAT) or 11 (gWAT, pWAT); *male CR,* n=10 (iWAT, pWAT), or 9 (gWAT, mWAT); *female CR,* n=14 (mWAT, pWAT), 13 (iWAT), or 12 (gWAT). For (**A–F**), significant effects of diet, sex and/or time, and interactions thereof, were determined by three-way ANOVA or a mixed-effects model. For (**G**), significant effects of sex, diet, and sex-diet interaction were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown beneath each graph. For (**G**), significant differences between comparable groups are indicated by ** (p<0.01) or *** (p<0.001). Source data are provided as a Source Data file. See also Figure 8—figure supplement 1. Figure 8—source data 1.Sex differences in CR-induced weight loss and fat loss are absent when CR is initiated in aged mice.Values for the data presented in Figure 8A–D are shown in the file named ‘Figure 8_Source_Data.xlsx’.

**Figure 8—figure supplement 1.**
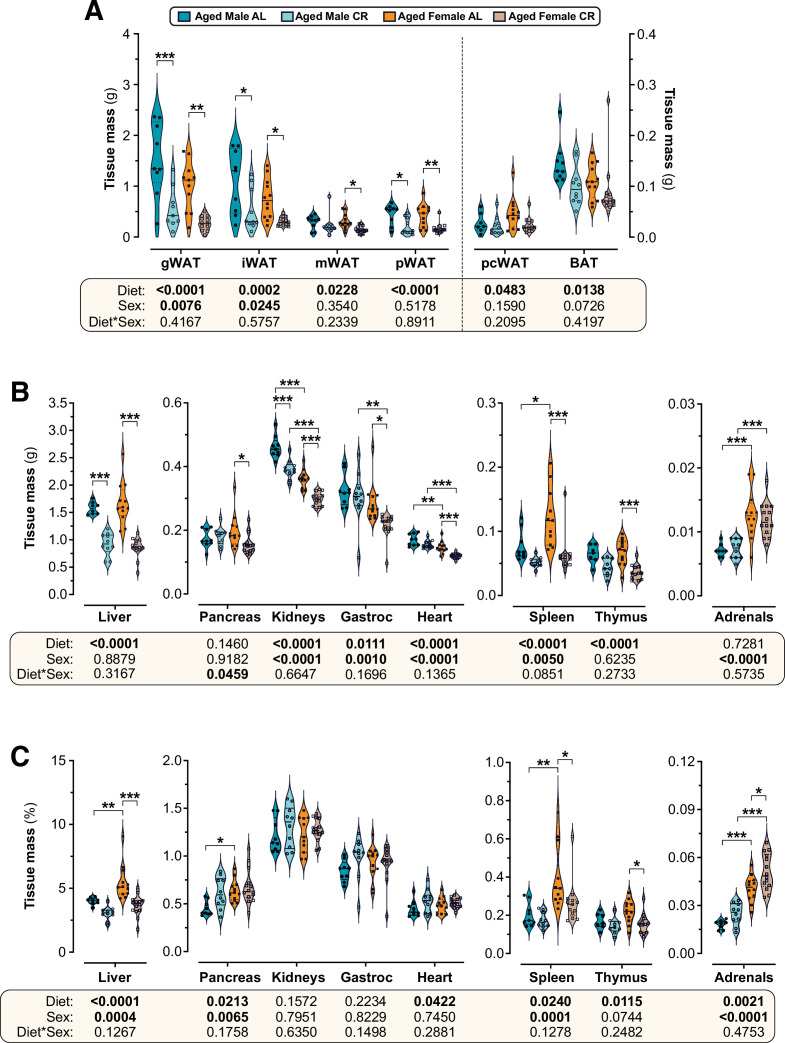
CR and sex effects on the masses of adipose and non-adipose tissues in aged mice. Male and female mice were fed AL or CR diets from 78 to 84 weeks of age, as described for Figure 7. After six weeks of CR (84 weeks of age) tissues were sampled and weighed. (**A–C**) Violin plots, overlaid with individual data points, showing the absolute mass (**A,B**) or % body mass (**C**) of each tissue; Gastroc = gastrocnemius muscle. The numbers of mice per group and tissue type are as reported for Figure 7G. For each tissue, significant effects of diet and/or sex were determined by two-way ANOVA with Tukey’s multiple comparisons test and are reported as described for Figure 8. Source data are provided as a Source Data file. Figure 8—figure supplement 1—source data 1.CR and sex effects on the masses of adipose and non-adipose tissues in aged mice.Values for the data presented in Figure 8—figure supplement 1A–C are shown in the file named “Figure 8-figure supplement 1_Source_Data.xlsx”.

We then investigated CR’s effects on glucose homeostasis and insulin sensitivity. As shown in Figure 9A, in aged mice the ability of CR to decrease fasting blood glucose was not significantly influenced by sex. CR improved glucose tolerance to a similar extent in aged males and females, with tAUC but not iAUC being significantly decreased with CR (Figure 9B–C). The latter indicates that, as for young mice, CR improves glucose tolerance in aged mice primarily by decreasing fasting glucose. Despite no sex differences in glucose tolerance, both sex and diet decreased glucose-stimulated insulin secretion, with this being greatest in aged AL males and decreased by CR more so in males than in females (Figure 9D). Interestingly, a sex-diet effect was observed for HOMA-IR but not for the Matsuda Index (Figure 9E); this is similar to the effects observed in young mice (Figure 4E) and suggests that in aged mice there remain some sex differences in the relationship between plasma insulin and gluconeogenesis in the fasted state. However, overall, these studies demonstrate that sex differences in the metabolic effects of CR are highly age dependent, with CR being equally effective in aged males and females whereas young females resist these aspects of the CR response.

**Figure 9.**
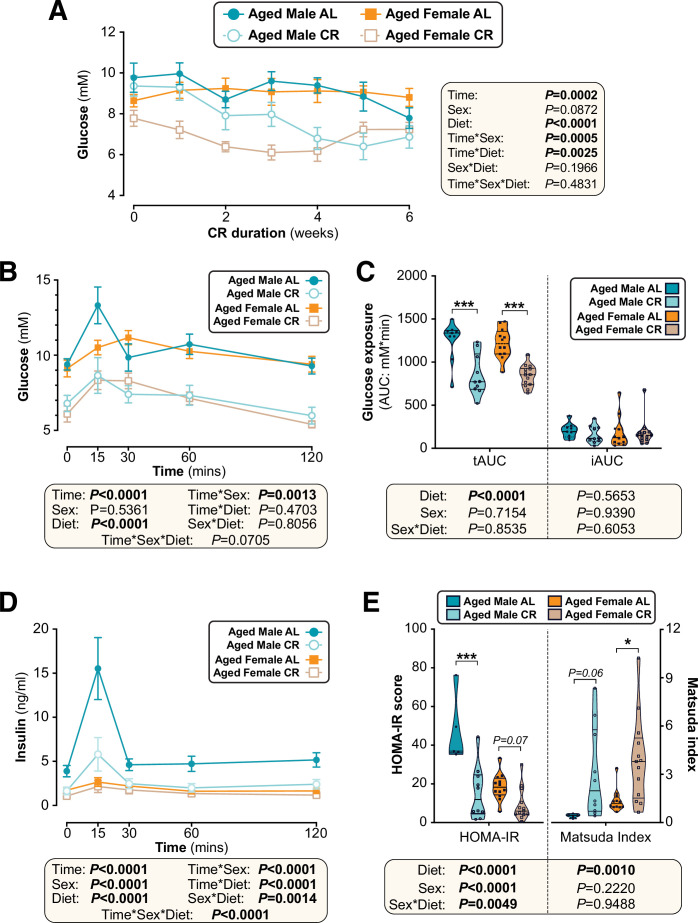
Sex differences in CR’s effects on glucose homeostasis are largely absent when CR is initiated in aged mice. Male and female C57BL6/NCrl mice were fed AL or CR diet from 78 to 84 weeks of age, as described for Figure 7. (**A**) Random-fed blood glucose was recorded each week. (**B–D**) At 82 weeks of age mice underwent OGTTs. Blood glucose was recorded at each timepoint (**B**) and the tAUC and iAUC was determined (**C**). (**D**) Glucose-stimulated insulin secretion in mice during OGTT was assessed using an insulin ELISA. (**E**) HOMA-IR and Matsuda indices of mice calculated from glucose and insulin concentrations during the OGTT. Data in (**A**), (**B**), and (**D**) are presented as mean ± SEM. Data in (**C**) and (**E**) are presented as violin plots overlaid with individual data points. For each group and timepoint the following numbers of mice were used: (**A**): *male AL,* n=9 (Wk 0, Wk 2–4, Wk 6), 8 (Wk 1), or 5 (Wk 5); *female AL,* n=12 (Wk 0, Wk2, Wk4), 8 (Wk 1, Wk 3), or 11 (Wk 5, Wk 6); *male CR,* n=10 (Wk 0, Wk 2–4, Wk 6), 9 (Wk 1), or 7 (Wk 5); *female CR,* n=14 (Wk 0, Wk 2, Wk 4–6), 9 (Wk 1) or 10 (Wk 3). (**B–E**): *male AL,* n=9 (**B–C**) or 5 (**D–E**); *female AL,* n=12; *male CR,* n=10; *female CR,* n=14. In (**A**), (**B**), and (**D**), significant effects of diet, sex and/or time, and interactions thereof, were determined using a mixed-effects model or three-way ANOVA. In (**C**) and (**E**), significant effects of sex, diet, and sex-diet interaction for tAUC, iAUC, HOMA-IR, and Matsuda Index were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown with each graph. For (**C**) and (**E**), statistically significant differences between comparable groups are indicated by * (p<0.05) or *** (p<0.001), or with p values shown. Source data are provided as a Source Data file. Figure 9—source data 1.Sex differences in CR’s effects on glucose homeostasis are largely absent when CR is initiated in aged mice.Values for the data presented in Figure 9A–E are shown in the file named ‘Figure 9_Source_Data.xlsx’.

### In humans CR-induced fat loss is sex- and age-dependent

Finally, we investigated if the metabolic effects of CR in humans are also sex- and age-dependent. To do so, we retrospectively analysed data from 42 overweight and obese men and women who participated in a weight loss study involving a 4-week CR intervention. As in young mice, body mass and fat-free (lean) mass decreased more so in males than in females, with males also showing a trend for greater fold-decreases in total fat mass (Figure 10A–F). When adjusted for age (Figure 10G), fold-change in body mass differed significantly between males and females (*P,* Intercept = 0.025). This demonstrates that overall weight loss is greater in males than females, independent of age. In contrast, the decreases in fat mass and fat-free mass were sex- and age-dependent. Thus, fat loss in younger individuals was greater in males than females but, with age, fat loss increased in females but diminished in males (Figure 10H) (*P,* Slope = 0.007). Conversely, the loss of fat-free mass in younger individuals was greater in females than in males and this relationship reversed in older individuals (Figure 10I). As for fat mass, the relationship between age and loss of fat-free mass differed significantly between the sexes (*P,* Slope = 0.0004). In contrast, the sex differences in loss of fat mass or fat-free mass were unrelated to fat mass or BMI at baseline (Figure 10—figure supplement 1).

**Figure 10.**
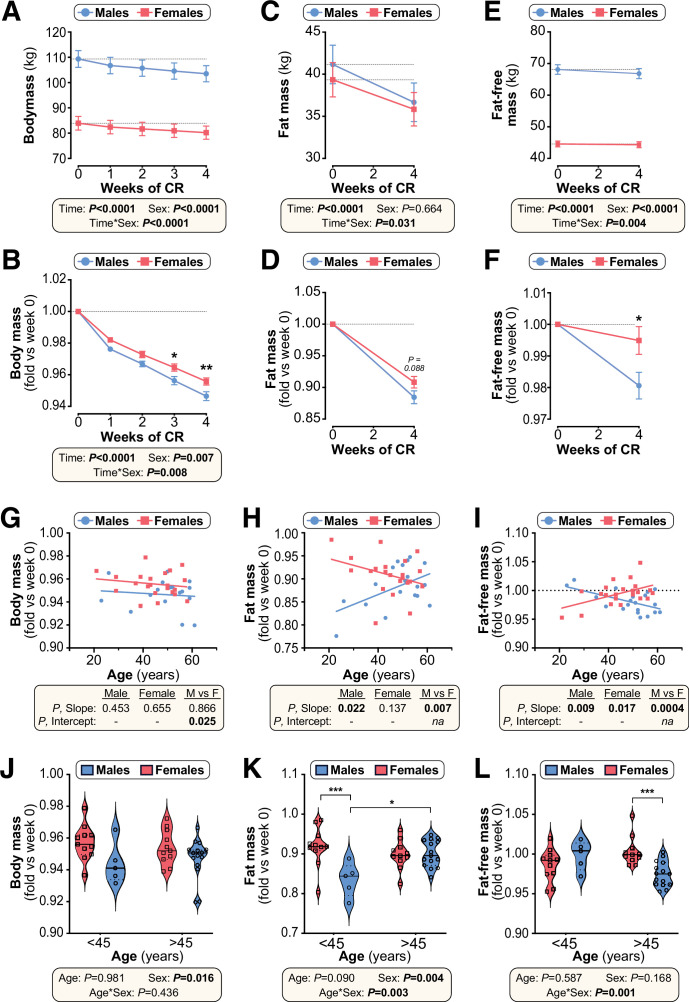
Effects of CR on body mass and body composition in humans are sex- and age-dependent. Twenty male and 22 female volunteers participated in a weight loss study involving a 4-week dietary intervention. (**A–F**) Body mass was recorded each week (**A,B**). Fat mass (FM) and fat-free mass (FFM) were measured by air-displacement whole-body plethysmography at weeks 0 and 4 (**C–F**). Body mass, fat mass, and fat-free mass are shown as absolute masses (**A,C,E**) or fold-change relative to baseline (**B,D,F**). Data are presented as mean ± SEM. For (**A–C**) and (**E**), significant effects of time, sex, and time*sex interaction were assessed using two-way ANOVA. In (**B**), (**D**) and (**F**), significant differences between males and females at each time point were determined by Šídák’s multiple comparisons test (**B**) or unpaired T-test (**D,F**) and are indicated by * (p<0.05) or ** (p<0.01). (**G–I**) Simple linear regression of age vs fold-change (*week 4 vs week 0*) in body mass (**G**), fat mass (**H**) and fat-free mass (**I**). For each sex, significant associations between age and outcome (fold-change) are indicated beneath each graph as ‘*P,* Slope’. ANCOVA was further used to test if the age-outcome relationship differs significantly between males and females. ANCOVA results are reported beneath each graph as ‘*P,* Slope’ and ‘*P,* Intercept’ for males vs females (M vs F). In (**G**), similar slopes but different intercepts show that sex significantly influences weight loss, but the influence of age does not differ between the sexes. In (**H,I**) the slopes differ significantly, indicating that the age-outcome relationship differs between the sexes. (**J–L**) Fold-change (week 4 vs week 0) in body mass (**J**), fat mass (**K**) and fat-free mass (**L**) for males vs females separated into younger (<45 years) and older (>45 years) groups. Data are presented as violin plots overlaid with individual data points. Significant effects of age, sex, and age*sex interaction were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown beneath each graph. Significant differences between comparable groups are indicated by * (p<0.05) or *** (p<0.001). Source data are provided as a Source Data file. See also Table 2 and Figure 10—figure supplements 1–3. Figure 10—source data 1.Effects of CR on body mass and body composition in humans are sex- and age-dependent.Values for the data presented in Figure 10A–L are shown in the file named ‘Figure 10_Source_Data.xlsx’.

**Figure 10—figure supplement 1.**
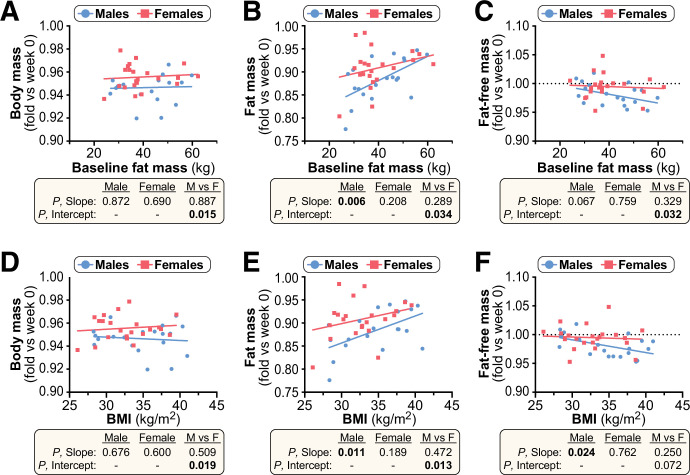
Baseline fat mass or BMI do not influence sex differences in the effects of CR on body mass or body composition. Twenty male and twenty-two female volunteers participated in a weight loss study involving a 4-week dietary intervention, as described for Figure 10. (**A–F**) Simple linear regression of baseline fat mass (**A–C**) or baseline BMI (**D–F**) vs fold-change (*week 4 vs week 0*) in body mass (**A,D**), fat mass (**B,E**) and fat-free mass (**C,F**). For each sex, significant associations between age and outcome (fold-change) are indicated beneath each graph as ‘*P,* Slope’. ANCOVA was further used to test if the age-outcome relationship differs significantly between males and females. ANCOVA results are reported beneath each graph as ‘*P,* Slope’ and ‘*P,* Intercept’ for males vs females (M vs F). Similar slopes but different intercepts show that sex significantly influences weight loss, but the influence of baseline fat mass or BMI does not differ between the sexes. See also Table 2. Source data are provided as a Source Data file. Figure 10—figure supplement 1—source data 1.Baseline fat mass or BMI do not influence sex differences in the effects of CR on body mass or body composition.Values for the data presented in Figure 10—figure supplement 1A–F, and data used to calculate these values, are shown in the file named ‘Figure 10-figure supplement 1_Source_Data.xlsx’.

**Figure 10—figure supplement 2.**
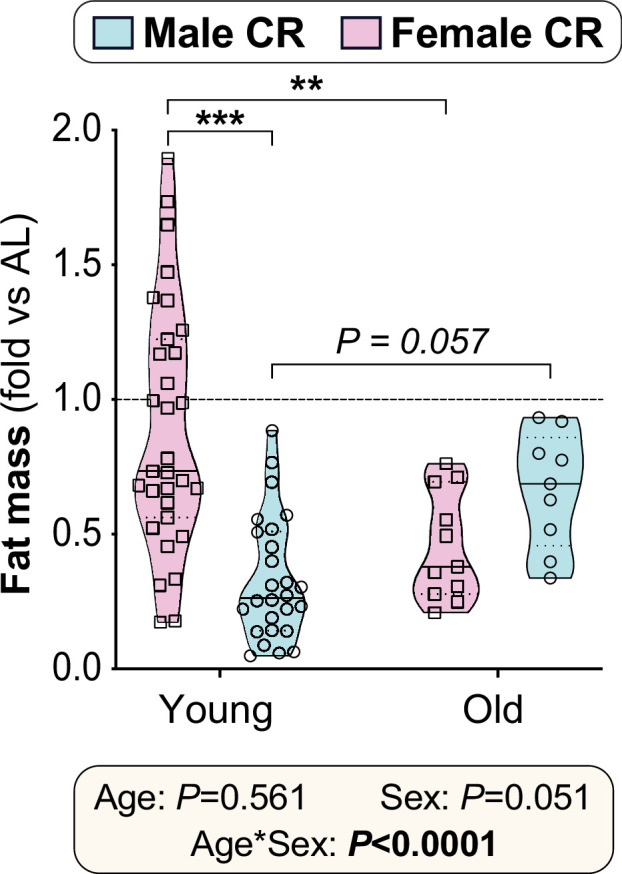
CR-induced fat loss in mice is age- and sex-dependent. Male and female mice were fed AL or CR diets from 9 to 15 or 78–84 weeks of age and fat mass was determined each week, as described for Figures 2 and 7. For each mouse (CR and AL diets), the ratio of absolute fat masses (**g**) was calculated for week 4 vs week 0 (i.e. 13 vs 9 weeks of age for young mice; 82 vs 78 weeks for aged mice); week 4 was selected for consistency with the 4-week duration of our human CR study (Figure 9). For the CR mice, the fold-change in fat mass, relative to AL mice, was then determined as follows: (i) the mean week 4:week 0 ratio was calculated for AL mice in each age group; (ii) within each sex and age group, the week 4:week 0 ratio for each CR mouse was calculated relative to the mean week 4:week 0 ratio for the corresponding AL group. The rationale for showing these ‘fold changes of fold changes’ is that the AL mice gain fat mass over the course of the study and therefore we must determine how much the fat mass of each CR mouse has changed compared to where we would expect it to be if it had continued on AL diet. Data in are shown as violin plots of the following numbers of mice per group: *young female,* n=31; *young male,* n=26; *old female,* n=11; *old male,* n=9. Significant effects of diet and/or sex were determined by two-way ANOVA with Tukey’s multiple comparisons test and are reported as described for Figure 2—figure supplement 2. Source data are provided as a Source Data file. Figure 10—figure supplement 2—source data 1.CR-induced fat loss in mice is age- and sex-dependent.Values for the data presented in Figure 10—figure supplement 2, and data used to calculate these values, are shown in the file named ‘Figure 10-figure supplement 2_Source_Data.xlsx’.

**Figure 10—figure supplement 3.**
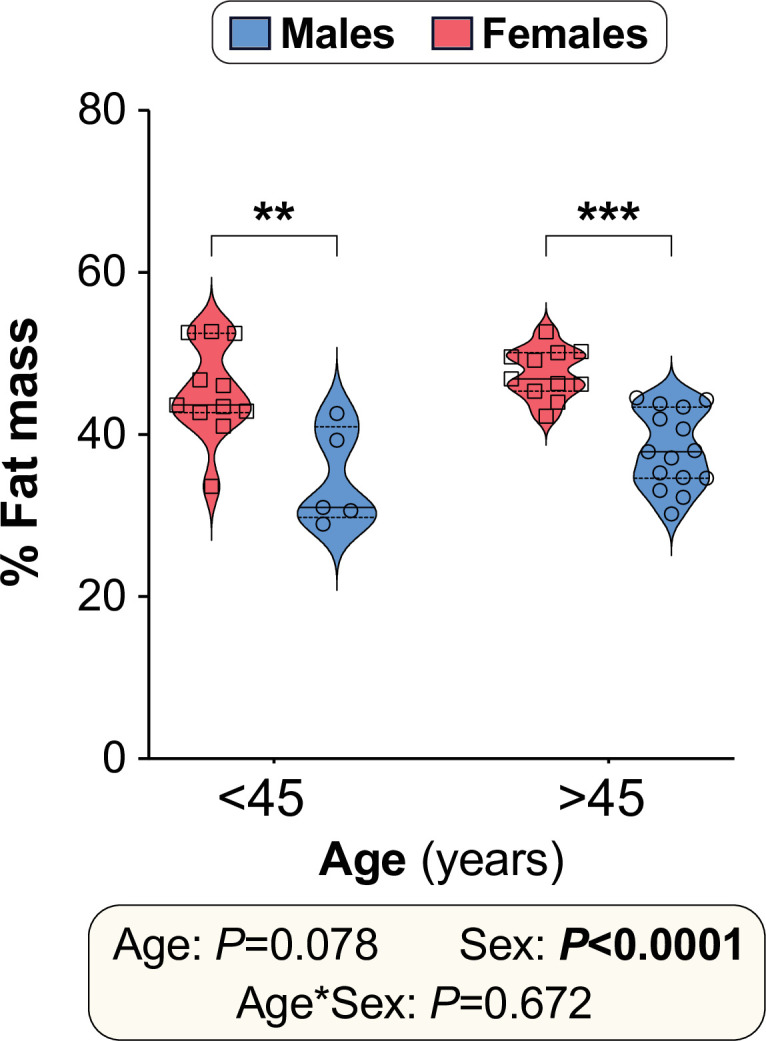
Body fat percentage in human CR participants. Twenty male and twenty-two female volunteers participated in a weight loss study involving a 4-week dietary intervention, as described for Figure 10. Total % fat mass at week 0 is shown for males vs females separated into younger (<45 years) and older (>45 years) groups. Data are presented as violin plots overlaid with individual data points. Significant effects of age, sex, and age*sex interaction were assessed using two-way ANOVA with Tukey’s multiple comparisons test. Overall p values for each variable, and their interactions, are shown beneath the graph. Significant differences between comparable groups are indicated by ** (p<0.01) or *** (p<0.001). See also Table 2. Source data are provided as a Source Data file. Figure 10—figure supplement 3—source data 1.Body fat percentage in human CR participants.Values for the data presented in Figure 10—figure supplement 3, and data used to calculate these values, are shown in the file named “Figure 10-figure supplement 3_Source_Data.xlsx”.

These age-sex interactions were particularly apparent when the cohort was divided into younger and older groups (<45 vs>45 years of age), selected based on the age when females’ oestrogen levels begin to decline (Diaz Brinton, 2012). Total weight loss was greater in males than females regardless of age (Figure 10J), but only in the younger age group did males show greater fat loss than females (Figure 10K). Conversely, males’ greater loss of fat-free mass occurred only in the older age group (Figure 10L). Notably, a similar pattern of age-dependent fat loss was apparent for CR in young vs aged mice (Figure 10—figure supplement 2). Thus, our data demonstrate that the ability of CR to decrease body mass, fat mass and lean mass is sex- and age-dependent in both mice and humans.

## Discussion

Herein we aimed to determine the extent and basis of sex differences in the metabolic effects of CR. We reveal that 96.6% (mouse) and 95.7% (human) of published CR research overlooks potential sex differences, with most mouse studies using males only whereas most human studies combine data from males and females. We show that, in young mice, CR decreases fat mass and improves glucose homeostasis to a greater extent in males than in females, whereas these sex differences are blunted or absent when CR is initiated in old mice. Young CR females likely resist weight loss and fat loss by having lower energy expenditure, lipolysis and FA oxidation, and greater postprandial lipogenesis, than young CR males, The effects of CR on hepatic gene expression and sphingolipid content also differ between young male and female mice, highlighting the liver as a key mediator of CR’s sexually dimorphic metabolic effects. Finally, we reveal that humans also exhibit age-dependent sex differences in the CR response, with younger age groups showing greater fat loss in males than females whereas, with increasing age, CR-induced fat loss becomes similar between the sexes. Together, these data identify sex and age as factors that have a major influence on the metabolic health outcomes of CR.

### Age-dependent sex differences in CR’s metabolic benefits

Our observation that young females resist overall weight loss during CR is consistent with some previous findings in mice (Shi et al., 2007; Cawthorn et al., 2016; Piotrowska et al., 2016), monkeys (Mattison et al., 2017), and humans (Musante, 1976; O’Neil et al., 1979; Mauriège et al., 1999; Wong et al., 2012; Azar et al., 2016; Das et al., 2017). Young females’ resistance to CR-induced fat loss has also been reported in mice (Shi et al., 2007; Cawthorn et al., 2016; Cawthorn et al., 2014; Dionne et al., 2016; Li et al., 2010) and humans (Redman et al., 2007; Mauriège et al., 1999; Leenen et al., 1993; Fontana et al., 2010; Evans et al., 2012); however, fewer studies have directly assessed sex differences in the effect of CR on glucose homeostasis and insulin sensitivity. Many studies have included males and females but did not sex-stratify their analyses, thereby overlooking the potential impact of sex on these important metabolic outcomes (Larson-Meyer et al., 2006; Kraus et al., 2019). Nevertheless, CR in monkeys and humans has been found to improve glucose homeostasis and insulin sensitivity more so in males than in females (Mattison et al., 2017; Wong et al., 2012), consistent with our findings in young mice.

Our observations fundamentally extend this previous research by demonstrating, for the first time, that these sex differences are age dependent. The novelty of this finding highlights that relatively few studies have investigated CR when initiated in aged subjects. In 2004, Dhahbi et al showed that CR’s health benefits persist even when initiated in aged mice (Dhahbi et al., 2004), and subsequent research has compared the metabolic effects of CR when implemented in young vs aged animals (Sheng et al., 2021; Rohrbach et al., 2007). Unfortunately, these studies did not include females, an oversight that has persisted in the CR field (Figure 1, Figure 1—figure supplement 1). Other notable research has comprehensively compared aged males and females, but only in the context of lifelong CR that was initiated in younger mice (Mitchell et al., 2016). Two recent studies have also highlighted age-dependent sex differences in the effects of methionine restriction or time-restricted feeding, but these dietary interventions were limited to young vs middle-aged mice (Forney et al., 2020; Chaix et al., 2021). The most relevant previous research is perhaps from Brandhorst et al, who observed significant visceral fat loss in female mice fed a ‘fasting-mimicking diet’ from 16 to 20.5 months of age (Brandhorst et al., 2015). While this is consistent with our observations in aged females (Figure 8, Figure 8—figure supplement 1), it is limited by having not assessed glucose homeostasis nor including male counterparts for direct comparison. Thus, our study is the first to compare CR when initiated in young or old males and females and to thereby identify age-dependent sex differences in CR’s metabolic effects.

Our findings have several implications for interpreting previous CR research. Although most studies show that young females resist overall weight loss and fat loss during CR, such sex differences have not been universally observed. For example, in young female rats some studies report that CR decreases body mass and/or fat mass to a similar extent in both sexes (Porter et al., 2004; Valle et al., 2005; Valle et al., 2007), while others find fat loss to be even greater in females than in males (Hill et al., 1986; Hill et al., 1985). CR-induced fat loss has also been noted in young female mice (Fenton et al., 2009; Varady et al., 2010; Harvey et al., 2013; Zgheib et al., 2014), albeit in studies that lack males for direct comparison. Several human studies also show no differences in total fat loss with CR, even in younger women who are unlikely to be menopausal (Wong et al., 2012; Das et al., 2017; Janssen and Ross, 1999). What are the reasons for these inconsistent results, and can they further inform the basis for sex differences in the CR response?

Considering our present findings, one possibility is that, even in younger subjects, age differences might have influenced the outcomes of these CR studies. Indeed, both Janssen et al and Das et al studied women who, while pre-menopausal, were significantly younger than their male counterparts (Das et al., 2017; Janssen and Ross, 1999). Given that males’ fat loss decreases as they get older (Figure 10H and K), this disparity could have undermined the ability of these studies to detect sex differences in fat loss. A related, broader issue is that much human CR research has studied females who are over 45 years old (Musante, 1976; Mauriège et al., 1999; Wong et al., 2012; Leenen et al., 1993; Evans et al., 2012; Wirth and Steinmetz, 1998; Parker et al., 2002; Weiss et al., 2006). This is important because it is the age at which oestrogen levels typically begin to decline (Diaz Brinton, 2012) and after which we demonstrate no sex differences in fat loss (Figure 10K). Thus, our findings underscore the importance of properly age-matching males and females, and ideally confirming menopausal status, if the response to CR is to be reliably assessed.

While age is clearly an important variable, many animal studies still find no resistance to fat loss in young females (Fenton et al., 2009; Varady et al., 2010; Harvey et al., 2013; Zgheib et al., 2014), even when appropriately age-matched to male counterparts (Porter et al., 2004; Valle et al., 2005; Valle et al., 2007; Hill et al., 1986; Hill et al., 1985). Therefore, other factors must also be influencing CR’s sexually dimorphic effects. One possibility is that males show a greater CR response because they are usually heavier and fatter than females at the onset of CR, and thus have more fat available to lose. Consistent with this ‘baseline adiposity’ hypothesis, during CR in rats Hill et al found total fat loss to be greater in young females than young males and, unlike in mice, pre-CR adiposity was greater in the females (Hill et al., 1986; Hill et al., 1985). Moreover, we show that sex differences in baseline adiposity become less pronounced with ageing, such that % fat mass is similar in aged male and female mice (Figure 8D). Therefore, this hypothesis could explain why CR decreases fat mass in the fatter, aged females, whereas young, leaner females resist this effect. However, three key points argue against this hypothesis. Firstly, we show that young females’ resistance to fat loss still occurs in obese and overweight humans, among whom % fat mass is greater in females than in males, irrespective of age (Figure 10—figure supplement 3). This is consistent with numerous previous studies of overweight or obese humans, in which CR causes more weight loss and/or fat loss in males than females (Redman et al., 2007; Musante, 1976; O’Neil et al., 1979; Mauriège et al., 1999; Wong et al., 2012; Azar et al., 2016; Leenen et al., 1993; Evans et al., 2012; Wirth and Steinmetz, 1998). Secondly, in our human study we show that the sex differences in loss of fat or fat-free mass are unrelated to baseline adiposity or BMI (Figure 10—figure supplement 1). Finally, in young, non-obese humans, sex differences in fat loss persist even after controlling for variation in baseline fat and body mass (Das et al., 2017). Thus, sex differences in the CR response are a not simply a consequence of baseline differences in these parameters.

A third possibility is that young females’ resistance to weight and fat loss can be overcome if the extent and/or duration of CR is great enough. Our CR protocol involves a 30% decrease in daily caloric intake over 6 weeks. In contrast, those studies reporting fat loss in young females typically used CR of a greater extent and/or duration. For example, Hill et al studied 60% CR for 11 weeks (Hill et al., 1986; Hill et al., 1985) while Valle et al used 40% CR for 14 weeks (Valle et al., 2005; Valle et al., 2007). Others have tested CR of a similar extent to our studies (20–30%) but for longer durations, ranging from 10 weeks to 6 months (Porter et al., 2004; Fenton et al., 2009; Harvey et al., 2013). It is now well established that the CR response is dose and duration dependent (Speakman and Mitchell, 2011; Cawthorn et al., 2016; Dionne et al., 2016; Mitchell et al., 2016; Chen et al., 2015; Zhu et al., 2004), with the former having been systematically investigated in male mice (Mitchell et al., 2015b; Mitchell et al., 2015a; Mitchell et al., 2017; Derous et al., 2018). Thus, a key goal for future studies will be to determine how sex and age influence these dose- and duration-dependent effects.

A final important consideration is the distinction between total versus regional adiposity. Indeed, the CALERIE trial finds no sex differences in the loss of total fat mass but does show that, compared to men, women resist loss of trunk fat during CR (Das et al., 2017). This is consistent with our data showing that fat loss in young male mice is greatest for the visceral depots (Figure 2G, Figure 2—figure supplement 1C, Figure 2—figure supplement 2A, Figure 2—figure supplement 4G), and with previous observations for CR in obese humans (Redman et al., 2007; Leenen et al., 1993; Evans et al., 2012; Wirth and Steinmetz, 1998). Some CR studies may therefore have failed to detect sex differences because they measured only total adiposity, missing out on possible site-specific differences (Wong et al., 2012; Ballor and Poehlman, 1994). Thus, any studies seeking to fully understand sex differences in CR’s metabolic effects, whether in preclinical models or in humans, should always aim to assess adiposity on both whole-body and regional levels.

### Basis for young females’ resistance to weight loss and fat loss

Our studies also shed light on the mechanistic basis for these sex differences. Previous murine CR studies show that females decrease total energy expenditure more than males, possibly resulting from greater suppression of BAT activity (Shi et al., 2007; Valle et al., 2005; Valle et al., 2007). Consistent with this, we find that CR suppresses energy expenditure more in young females than in young males, at least during the first week of CR (Figure 3A–B). In contrast, CR males and females have similar energy expenditure at week 3 of CR (Figure 3A–B), similar to our previous findings at week 4 of CR (Suchacki et al., 2022). Consistent with this, BAT activity is similar between AL and CR mice after 6 weeks of CR (Figure 5). Therefore, if using indirect calorimetry to understand the CR response, it is important to ensure that the calorimetry analyses coincide with timepoints at which the relevant CR responses occur.

Another advance over our previous calorimetry studies (Suchacki et al., 2022) is that, by using the higher-sensitivity Promethion system, we were able to measure RER and thereby identify sex differences in lipid metabolism. We find that, compared to CR males, CR females have greater postprandial lipogenesis but lower FA oxidation and lipolysis. This confirms previous observations in male or female mice only (Bruss et al., 2010; Varady et al., 2010) but extends these earlier findings by demonstrating key sex differences in these effects. It is also like the situation in humans, in which CR enhances WAT lipolysis in both sexes and females resist this effect (Mauriège et al., 1999). Together, these differences in lipid metabolism likely explain why young females resist fat loss during CR. Whether ageing alters these sex differences in lipid metabolism remains to be determined.

A final consideration is how time of CR feeding influences energy homeostasis. In our morning-fed mice, CR decreases energy expenditure more at nighttime than in the day. In contrast, Dionne et al found that in nighttime-fed mice CR decreases energy expenditure in the day but not at night (Dionne et al., 2016). However, both we and Dionne et al show that CR decreases 24 hr energy expenditure, demonstrating that this overall CR effect occurs irrespective of time of feeding.

### Importance of visceral fat loss for CR’s metabolic effects

These effects on fat mass and lipid metabolism likely contribute to young females’ resistance to improved glucose homeostasis during CR. Human studies have shown that inefficient WAT lipolysis is associated with impaired glucose metabolism in women (Arner et al., 2018) and that, during CR, decreased fat mass is linked to the improvements in insulin sensitivity (Larson-Meyer et al., 2006). Similarly, studies of CR or lipectomy in animal models suggest that visceral fat loss contributes to CR’s broader metabolic benefits (Barzilai et al., 1998; Gabriely et al., 2002; Muzumdar et al., 2008; Tran et al., 2008; Larson-Meyer et al., 2006). However, no previous research has investigated if this relationship between fat loss and insulin sensitisation differs between the sexes. Our work therefore supports and extends these previous studies by demonstrating that CR-induced fat loss coincides with improved glucose homeostasis and insulin sensitivity in males and aged females, whereas young females’ resist these metabolic effects.

### The liver as a key driver of sex differences in glucose tolerance

Several of our findings highlight the importance of the liver as a key mediator of CR’s sexually dimorphic metabolic effects. Firstly, our PET/CT data show that CR improves glucose tolerance without any marked increases in peripheral glucose uptake (Figure 5). This includes the BMAT-rich distal tibia, suggesting that, although BMAT has high basal glucose uptake (Suchacki et al., 2020), increased BMAT glucose uptake is not required for improved glucose tolerance during CR. Moreover, although CR does increase glucose uptake in WAT and the kidneys, this effect does not differ between males and females and therefore is unlikely to explain the sex differences in glucose tolerance (Figure 5B). Together our data are consistent with human studies showing that, in the fasted state, CR does not affect overall glucose disposal (Gazdag et al., 1999; Johnson et al., 2016); however, CR enhances insulin-stimulated glucose uptake (Sequea et al., 2012) and it is possible that this effect differs between the sexes. Our second relevant finding is that, during an OGTT, CR decreases the tAUC but not the iAUC, highlighting decreases in fasting glucose, rather than insulin-stimulated glucose disposal, as the main driver of the improvements in glucose tolerance. Thirdly, we show that CR’s effects on hepatic gene expression differ between young male and female mice (Figure 7, Figure 7—figure supplement 1). These transcriptional differences suggest that, during CR, both sexes increase hepatic FA oxidation, but only males increase TCA cycle activity and oxidative phosphorylation (Figure 7B–C). Strikingly, females have higher plasma ketone concentrations, a marker of hepatic acetyl-CoA content (Perry et al., 2017). Based on these data, our model is that CR males utilise hepatic acetyl-CoA to support the TCA cycle and ATP generation via oxidative phosphorylation; in contrast, in CR females the hepatic acetyl-CoA accumulates, thereby stimulating pyruvate carboxylase and promoting gluconeogenesis (Figure 7D). Consequently, females are better at resisting hypoglycaemia during CR. As discussed below, future studies using metabolic tracers or related approaches will be important to further test these conclusions.

How is loss of visceral fat linked with these hepatic effects? Visceral adiposity is strongly associated with increased hepatic fat storage (Liu et al., 2021), and decreased liver fat coincides with improved insulin sensitivity during CR, both in rats and humans (Perry et al., 2018; Taylor et al., 2018). Moreover, young female mice resist the decreases in hepatic triglycerides following short-term fasting (Della Torre et al., 2018) and prolonged time-restricted feeding (Piotrowska et al., 2016). Therefore, we were surprised to find that CR does not affect hepatic triglyceride content in young mice of either sex (Figure 6A). This may be because our young AL controls are lean and healthy, and therefore already have livers that are not excessively fatty. In contrast, many of the previous studies investigated CR in animals or humans that are older and/or with type 2 diabetes (Piotrowska et al., 2016; Perry et al., 2018; Taylor et al., 2018), thereby increasing the baseline/control hepatic fat content. This would not explain why our findings differ to those of Della Torre et al, who studied fasting in young, healthy mice (Della Torre et al., 2018); however, it is perhaps unsurprising that our 6-week CR elicits different effects to those induced during shorter term fasting.

Our above observations are important because they show that CR can exert metabolic benefits without decreasing hepatic triglyceride content. In contrast, we find that effects on sphingolipids may play a role, with CR altering hepatic sphingolipid content more so in young males than in young females. Here, the effect of diet and/or sex depends on the sphingolipid species concerned (Figure 6; Figure 6—figure supplement 1). This is reminiscent of the findings of Norheim et al, who report sex differences in hepatic ceramide content in mice fed obesogenic diets (Norheim et al., 2018). They further showed that the relationship between ceramides, body fat and insulin sensitivity also differs between males and females, focussing on 16:0 ceramide (C16:0). Indeed, ceramides’ influence on insulin sensitivity depends on the ceramide species. For example, hepatic increases in C16:0 have been implicated with the development of obesity-associated insulin resistance (Chaurasia et al., 2019; Turpin et al., 2014; Raichur et al., 2014; Raichur et al., 2019). This is seemingly at odds with our finding that CR increases hepatic C16:0 in young males but not young females (Figure 6—figure supplement 1). Thus, unlike in obesity, increased hepatic C16:0 during CR appears to be associated with improvements in insulin sensitivity.

The rate of conversion of ceramides to DHCs may be a root cause of insulin resistance (Holland et al., 2007; Zhang et al., 2012). This underscores the concept that the ratio between each ceramide and DHC species may influence metabolic function more than the absolute values of either (Apostolopoulou et al., 2020). More research is needed to determine how specific ceramide and DHC species, and the ratios thereof, impact sex differences in the health benefits of CR. Despite these remaining questions, our work extends previous observations by revealing that CR’s hepatic effects are sexually dimorphic and that this contributes to the sex differences in glucose tolerance and insulin sensitivity.

### Oestrogen as a modulator of the CR response

In many cases, young females’ resistance to the metabolic effects of CR is associated with them already being relatively metabolically healthy on an AL diet. For example, young AL females have lower visceral fat mass and are more glucose tolerant than AL males (Figures 2G and 4B–C), and are similar to CR males and females in terms of fasting insulin and HOMA-IR (Figure 4D–E). 

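Distances between livers were also taken over all 14035 genes, as 1 minus the Pearson correlation of log2 values. The mean distances of CR male replicates 1 to 5 to the AL males were 0.0422, 0.0518, 0.0403, 0.0450 and 0.0370. To the AL females they were 0.0469, 0.0655, 0.0503, 0.0477 and 0.0579, so each of the 5 CR males was nearer to AL males than to AL females by this measure. Without AL female replicate 1, a comparison chosen after the result was seen, the mean distances to the AL females were 0.0411, 0.0585, 0.0440, 0.0484 and 0.0500, so that CR male replicate 1 was nearer to AL females and the other 4 CR males were still nearer to AL males. To the CR females they were 0.0350, 0.0443, 0.0347, 0.0429 and 0.0453, which placed 4 of the 5 CR males (replicates 1 to 4) nearer to CR females than to AL males. These distances carry no test.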

We also show that, for most sphingolipid species, the hepatic ceramide:DHC ratio is similar between AL females and CR mice of either sex (Figure 6—figure supplement 1C), while our RNA-seq data show that CR males are more similar to AL females than AL males (Figure 7A). These patterns suggest that the mechanisms through which CR decreases visceral adiposity, improves glucose tolerance and modulates sphingolipid metabolism are already at least partially active in young females, even on an AL diet.

This observation helps to clarify potential mechanisms for CR’s age-dependent sex differences. Sexual dimorphism in metabolic function typically results from sex hormones, with genetic factors and/or developmental programming also playing a role. For example, X-chromosome-linked genetic factors influence sex differences in adiposity independently of sex hormones or other secondary sexual characteristics (Mauvais-Jarvis et al., 2017; Link et al., 2020), while the developmental and neonatal environment causes sexually dimorphic metabolic programming (Dearden et al., 2018). However, it is unlikely that these developmental or genetic factors explain the sex differences we observe. Developmental programming is unlikely because the early life environment of our mice was the same for both sexes and was devoid of any adverse or stressful stimuli. Similarly, if X-linked genetic factors were responsible then the sex differences would be expected to persist in aged females, but they mostly do not. This leaves sex steroids as the likely mediator. Consistent with this, oestrogen is now well known to influence metabolic function and the fasting response (Mauvais-Jarvis, 2018; Della Torre et al., 2018), and many actions of oestrogens overlap with those central to the effects of CR (Shen et al., 2014; Wei and Huang, 2019; Gupte et al., 2015; Klinge, 2020). Indeed, our RNA-seq data show that CR activates oestrogen response pathways in males and females (Figure 7C), further suggesting commonalities in the effects of oestrogens and CR. Herein, we further show that the sex differences in CR’s metabolic effects are absent or greatly diminished when CR is initiated at 18 months of age, when C57BL/6 females are typically anoestrus (Gee et al., 1983; Diaz Brinton, 2012). Similarly, CR does decrease fat mass in young ovariectomised females (Wheatley et al., 2011), while oestrogen treatment protects male mice from obesity-induced insulin resistance (Dakin et al., 2015; Zhu et al., 2014). Therefore, we propose that young females resist the metabolic effects of CR because, through endogenous oestrogen action, they already have high activation of pathways that mediate CR’s metabolic effects.

### Limitations and further considerations

Our study represents a significant advance in knowledge by revealing that age and sex have a substantial influence over the metabolic benefits of CR. This highlights the need for preclinical and human CR research to address these variables as key determinants of the CR response, a consideration that we show has been lacking in most CR research. We show that these sex differences occur on a systemic, physiological level and that they extend to cellular and molecular effects within adipose tissue and the liver, observations that identify potential mechanisms for the age-dependent sex differences; however, a general limitation of our study is that these mechanisms remain to be directly addressed. Specific limitations are as follows.

Firstly, we used a feeding regimen common in rodent CR studies, with mice receiving a single ration of diet in the morning. We found that the sex differences persisted when the daily ration was given in the evening, demonstrating that the sexual dimorphism is not specific to a morning-fed regimen. However, such single-ration protocols invoke extensive daily fasting, with mice typically consuming all of the food within ~2 hr (Acosta-Rodríguez et al., 2022; Acosta-Rodríguez et al., 2017). Therefore, they include elements of both CR and of intermittent fasting. Recent studies have shown that such prolonged daily fasting contributes to the metabolic benefits and lifespan extension associated with CR, at least in male mice (Acosta-Rodríguez et al., 2022; Pak et al., 2021; Mitchell et al., 2019). Thus, it will be interesting to determine if these beneficial effects of prolonged fasting, and not just CR per se, also differ between males and females.

Secondly, regarding insulin sensitivity and glucose homeostasis, it would be informative to use hyperinsulinaemic-euglycaemic clamps and labelled metabolic tracers to comprehensively assess systemic and hepatic insulin sensitivity and determine if, as we propose, the differences in glucose homeostasis relate primarily to effects on gluconeogenesis and hepatic acetyl-CoA metabolism.

Thirdly, the role of oestrogen remains to be directly tested. This could be done in mice through ovariectomy studies and/or manipulation of ERα activity. We have also tried to determine oestradiol concentrations in our mouse plasma samples using mass spectrometry, a method required for reliable assessment of sex steroid concentrations (Handelsman and Wartofsky, 2013). However, despite extensive mass spectrometry optimisation efforts, we have not yet been able to reliably measure oestradiol using the relatively small plasma volumes available. Related to this, in our human studies we were unable to confirm the menopausal status of the female participants. Other limitations of our human studies are that they were done only in overweight or obese individuals; included relatively few younger participants; and lacked analysis of regional adiposity (e.g. visceral versus subcutaneous adipose tissue). These limitations reflect that our human study was not originally designed to directly test the influence of age and sex, with the data instead analysed retrospectively to address this. Future human research must therefore prioritise assessment of menopausal status and regional adiposity, both in lean and overweight/obese subjects, if the outcomes of CR are to be fully interpreted.

A fourth limitation regards the underlying molecular mechanisms. Pathways implicated in mediating CR’s effects include activation of AMPK, SIRT, IGF-1 and FGF21, modulation of mitochondrial function and inhibition of mTOR (Speakman and Mitchell, 2011; Kane et al., 2018). Thus, genetic, pharmacological and/or other approaches to manipulate these candidate pathways could be used to further dissect the molecular mechanisms underlying CR’s age-dependent sexually dimorphic metabolic effects. Such approaches are a promising basis for future research.

Beyond these specific limitations, a broader question is whether other effects of CR also differ between males and females in this age-dependent manner. Some research suggests that CR’s effects on cardiovascular function and healthy ageing differ between males and females (Kane et al., 2016; Ferland et al., 2016; Austad and Bartke, 2015); however, given the dearth of CR studies that directly assess sex differences (Figure 1, Figure 1—figure supplement 1) there remains a critical need to determine how age and sex influence the many other outcomes of CR. This is important not only for understanding fundamental biology, but also if we are to translate the benefits of CR, or CR mimetics, to improve human health. For example, if younger women resist many of CR’s health benefits, should any CR-based intervention focus only on older women, who may be more responsive?

Finally, while it will be useful to understand the extent and basis for these sex differences, it is also important to consider their broader purpose. Adipose tissue profoundly influences female reproductive function, with adipose-secreted factors acting within the central nervous system to indicate if the body’s energy stores are sufficient to support reproduction (Bohler et al., 2010). The hormone leptin is the key adipose-derived factor that impacts the hypothalamic-pituitary-gonadal axis: if fat mass is too low, for example in anorexia nervosa or lipodystrophy, then leptin levels are also insufficient, resulting in decreased gonadotropin secretion and impaired reproductive capacity. Normal menses resumes in anorexic individuals who regain weight and fat mass, or in lipodystrophic individuals following leptin treatment (Bohler et al., 2010; Misra and Klibanski, 2014). Notably, we previously demonstrated that female mice resist hypoleptinaemia during CR (Cawthorn et al., 2016). Thus, we speculate that females resist fat loss during CR to preserve reproductive function. Given the tight interplay between adipose tissue and systemic metabolic homeostasis, such resistance to fat loss then has consequences for CR’s other metabolic effects. This evolutionary pressure to overcome periods of food scarcity would thereby have driven the divergence of the CR response in males and females, with implications for current efforts to exploit CR therapeutically to improve human health.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Chemical compound, drug	^18^F-Fluoro-deoxyglucose (^18^F-FDG) (radionuclide)	Edinburgh Clinical Research Imaging Centre (Edinburgh, UK)	N/A	
Chemical compound, drug	Ribozol	Amresco (USA)	N580	
Commercial assay or kit	NEFA assay reagents	FUJIFILM Wako Chemicals Europe GmbH (Neuss, Germany)	434–91795 436–91995 270–77000	
Antibody	anti-HSL (Rabbit polyclonal)	Cell Signaling Technology (Danvers, MA, USA)	#4107 RRID:AB_2296900	(1:1000)
Antibody	Anti-Phospho-HSL (Ser563) (Rabbit polyclonal)	Cell Signaling Technology (Danvers, MA, USA)	#4139 RRID:AB_2135495	(1:1000)
Antibody	Anti-beta actin (Rabbit polyclonal)	Abcam (Cambridge, UK)	#ab8227 RRID:AB_2305186	(1:1000)
Antibody	IRDye 800CW Goat anti-Rabbit IgG Secondary Antibody	LI-COR (Lincoln, NE, USA)	#926–32211	(1:5000)
Strain, strain background (*Mus musculus*)	C57BL/6 J or C57BL/6NCrl	Charles River	027 RRID:IMSR_CRL:027	
Software, algorithm	Prism	GraphPad Software, LLC	v9.5.1	
Software, algorithm	PMOD	PMOD Technologies LLC (Zurich, Switzerland)	v3.806	
Software, algorithm	TrimGalore	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/	V0.6.6	
Software, algorithm	FastQC	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	v0.11.7	
Software, algorithm	STAR	Dobin et al., 2013	v2.7.10a	
Software, algorithm	Subread	Liao et al., 2014	v1.5.2	
Software, algorithm	R	https://www.r-project.org/	v4.2.0	
Software, algorithm	RStudio	https://posit.co/download/rstudio-desktop/	v2022.12.0+353	
Software, algorithm	DESeq2	Love et al., 2014	v1.36.0	
Software, algorithm	GSEA	Mootha et al., 2003; Subramanian et al., 2005	V4.3.2	
Software, algorithm	Morpheus	https://software.broadinstitute.org/morpheus	NA	
Software, algorithm	Enricher	Xie et al., 2021; Kuleshov et al., 2016; Chen et al., 2013	NA	
Software, algorithm	appyters	Clarke et al., 2021	NA	
Software, algorithm	Image Studio	LI-COR Biosciences (USA)	v5.2	
Software, algorithm	ExpeData	Sable Systems International (Las Vegas, USA)	v1.9.27	

### Animals

Studies in C57BL/6NCrl and C57BL/6JCrl mice were approved by the University of Edinburgh Animal Welfare and Ethical Review Board and were done under project licenses granted by the UK Home Office. Mice were originally obtained from Charles River (UK) and then bred and aged in-house. They were housed on a 12 hr light/dark cycle in a specific-pathogen-free facility with free access to water and food, as indicated. Data herein are reported according to the ARRIVE guidelines (Percie du Sert et al., 2020); no checklist is provided, but key details are as follows. Differences in mouse cohorts are summarised in Table 1, along with the groups being compared and the experimental unit. The exact number of mice used is stated in the figure legends. Sample sizes for each cohort were determined by power calculations using G*Power software, with effect sizes based on pilot studies and/or previously published data for fat loss and improved glucose tolerance (the primary outcomes being tested) (Cawthorn et al., 2016; Cawthorn et al., 2014); to increase power, data for young mice are reported across multiple cohorts from at least four separate studies, each of which revealed the same sex differences in CR’s metabolic effects. Mice were randomly assigned to each diet. To minimise potential confounders, such as the order of treatments or measurements, mice were treated or analysed based on the order of their ID number, a variable randomly distributed across the experimental variables (diet and sex). Blinding was not possible during the in vivo experiments because the experimenter(s) can see, based on presence or absence of diet, which mice are AL and which are CR; however, data analysis was done in a blinded manner. Mice were excluded from the final analysis only if there were confounding technical issues or pathologies discovered at necropsy. Ten mice from the young study were excluded from the analysis of OGTT and necropsy tissue masses because of a technical issue during gavaging for the OGTT, which compromised their subsequent food intake. One mouse was excluded from PET/CT data analysis because it accidentally had two doses of FDG administered. One aged mouse was excluded because of developing confounding liver tumours. For some cohorts, specific tissues were not weighed at necropsy and therefore these mice have no data for these readouts. For further details, please see the Source Data files.

**Table 1.** Summary of CR protocol in each group of mice. Because mice are singly housed, each mouse represents an independent experimental unit.

	Young	Aged	Evening-fed
Age at single housing	8 weeks	77 weeks	8 weeks
Age at start of CR	9 weeks	78 weeks	9 weeks
Time of feeding	0900–1000	0900–1000	1800–1900
Duration of CR	6 weeks	6 weeks	4 weeks
Related data	Figures 2—7, Figure 2—figure supplements 1–3; Figure 3—figure supplements 1–2; Figure 5—figure supplement 1; Figure 6—figure supplement 1; Figure 7—figure supplement 1; Figure 10—figure supplement 2	Figures 8–9; Figure 8—figure supplement 1; Figure 10—figure supplement 2	Figure 2—figure supplement 4; Figure 4—figure supplement 1
Experimental unit	Single mouse		
Groups compared	AL vs CR (within sex); Male vs Female (within diet); and diet*sex interactions		

### Mouse CR studies

Before assigning to AL or CR diets, mice were housed individually between 8 and 9 weeks of age (for young mice) or 77–78 weeks of age (for old mice). During this time, mice were fed a control diet (Research Diets, D12450B) ad libitum and daily food intake was determined by weighing the food remaining in each cage each day. Following 1 week of single housing, all mice were randomly assigned to control diet (Research Diets D12450B, provided AL) or the CR diet (Research Diets D10012703, administered at 70% of the average daily AL diet consumption). This CR diet is formulated for iso-nutrition at 70% CR, ensuring that malnutrition is avoided. The evening-fed CR mice (Figure 3—figure supplement 1) were fed daily between 1800 and 1900, while all other CR mice were fed daily between 0900 and 1000. We find that CR mice consume their entire ration of diet within 2–3 hr of feeding, consistent with other CR studies (Acosta-Rodríguez et al., 2022; Acosta-Rodríguez et al., 2017). For the first 2 weeks of CR mice were monitored and weighed daily to ensure they did not lose more than 30% of their initial body mass. For the following 4 weeks of CR, body mass was recorded weekly. Mice were assessed non-invasively for body fat, lean mass, and free fluid weekly from weeks 0 to 6 using TD-NMR (Minispec LF90II; Bruker Optics, Billerica, MA, USA). Blood ketone concentrations were measured from weeks 0 to 4 using a GKI-Bluetooth Blood Glucose & Ketone Meter (Keto-Mojo Europe, Amsterdam, Netherlands). At necropsy, mice were humanely sacrificed via cervical dislocation and decapitation. Tissues were harvested, weighed, and stored either in 4% formalin or on dry ice. Tissues in formalin were fixed at 4 °C for 2–3 days before being washed and stored in DPBS (Life Technologies). Tissues on dry ice were stored at –80 °C prior to downstream analysis.

### Human weight loss study – participants

This study was done before pre-registration was a requirement for clinical trials. Herein, we retrospectively analysed the study outcomes to investigate if sex and/or age influence the CR response. Forty-five overweight and obese males and females; age 21-61y, Body Mass Index (BMI) 26–42 kg/m^2^, were recruited by newspaper advertisement to participate in a weight loss (WL) dietary intervention study. Thus, the participants were non-randomly selected individuals who were sufficiently motivated to actively respond to the request for volunteers. During recruitment, participants underwent a medical examination and their general practitioners were contacted to confirm medical suitability to participate in the study. Written, informed consent was obtained, and the study was reviewed by the NHS North of Scotland Research Ethics Service (ethics number 09 /S0801/80). Participants were informed that the study was funded by an external commercial sponsor but the company was not named, and all packaging of the food range was removed before distribution. Three participants withdrew for personal reasons therefore data for n=42 is presented throughout; participant characteristics are summarised in Table 2. No data points were excluded from the final analyses.

**Table 2.** Human subject characteristics at baseline. Age, BMI, glucose and daily caloric intake (Diet) are mean ± SD. ND = not determined.

Sex	Number of subjects	Age (years)	BMI (kg/m^2^)	Glucose (mM)	Diet (kcal/day)	Diabetic
Male	20	48.61±10.7	34.7±4.2	5.6±0.7	1616±214	0%
Female	22	44.7±9.7	32.8±3.7	5.2±0.3	1325±62	0%

### Human weight loss study – protocol

Participants were asked to attend the Human Nutrition Unit (HNU) at the Rowett Institute of Nutrition and Health (Aberdeen, UK) twice weekly to pick up food supplies. Participants had their basal energy requirements determined and each participant was then fed an individualised diet with a caloric content equivalent to 100% of their resting metabolic rate (Table 2). This approach was taken to standardise the diet to account for individual energy requirements and energy restriction. All required food, drinks and snacks were provided and the study dietician was present to answer any questions. Participants were provided with a diet guide whereby women were encouraged to consume no more than 6.3 MJ/d (1500 kcal) and men 8.4 MJ/d (2000 kcal). They were encouraged to consume 3 meals a day (breakfast, lunch and dinner) with a portion of protein at each meal, and 5 portions of fruit and vegetables, 2 portions of fats, 3 portions of milk and dairy and 4 portions of wholegrain bread, potatoes, and cereals each day. Participants completed a descriptive food diary every day to record what and when they ate. Participants ate ad libitum, choosing when and what to eat from their supplies. They completed a detailed 7d weighed dietary record during week 4 of the WL phase of the study, to compare eating habits with a baseline 7d weighed record they completed before the study started. Energy and nutrient intakes were calculated using the Windiets programme (Univation Ltd; The Robert Gordon University, Aberdeen, UK).

### Human weight loss study – Measurement of body composition

Before and after WL, at weeks 0 and 4 respectively, measurements of body composition were conducted under standardized conditions as described previously (Johnstone et al., 2005), with participants instructed to fast overnight (at least 10 h). Height was measured at the beginning of the study to the nearest 0.5 cm using a stadiometer (Holtain Ltd, Crymych, Dyfed, Wales). The body weight of the participants was measured at screening, during food provision days and on all test days, wearing a previously weighed dressing gown, to the nearest 100 g on a digital scale (DIGI DS-410, C.M.S. Weighing Equipment Ltd, London, UK). Fat mass (FM) and fat free mass (FFM) were measured with the use of air displacement whole-body plethysmography (BodPod Gold – Body Composition System, Cosmed, Italy) (Mccrory et al., 1995).

### Indirect calorimetry

Male and female AL and CR mice were housed individually in Promethion CORE System cages (Sable Systems International, Las Vegas, USA) from 9 to 10 or 12–13 weeks of age, corresponding to weeks 0–1 (‘week 1’) or 2–3 (“week 3”) after beginning AL or CR feeding. At each timepoint, mice entered the cages around 11 am on day 1 and were housed for three nights (four days in total). Data herein are from the 48 h period between 7am on day 2 and 7am on day 4, to allow habituation to the new cages during day 1. Before and after Promethion housing, each mouse was weighed and body composition determined by TD-NMR. Measurements of energy expenditure, oxygen consumption, carbon dioxide production, and physical activity were analysed using ExpeData software according to the manufacturer’s instructions. FA oxidation was determined as described previously (Bruss et al., 2010).

### Oral glucose tolerance tests (OGTT)

Mice were given a half portion of food the night (6pm) prior to the metabolic challenge. At 12:00 pm on the day of the OGTT a basal blood sample was collected by venesection of the lateral tail vein into EDTA-coated capillary tubes (Microvette 16.444, Sarstedt, Leicester, UK) and the basal glucose levels was measured using a glucometer (OneTouch Verio IQ, LifeScan Inc, Zug, Switzerland). D-glucose (G8270, Sigma, Poole, UK) was then administered at 2 mg per g of body mass by oral gavage of a 25% (w/v) solution. At 15, 30, 60, and 120 minut post-gavage, blood glucose was measured by a glucometer and tail vein blood was sampled in EDTA tubes, as for the basal (0 min) timepoint. Blood samples were kept on ice prior to isolation of plasma. Insulin was then measured in plasma samples by ELISA, following the manufacturer’s instructions (cat. #90080, ChrystalChem, Chicago, IL, USA). Insulin was converted from ng/ml to μU/mL by multiplying the ng/mL value by 28.7174 (based on mouse insulin molar mass of 5803.69). Homeostatic Model Assessment for Insulin Resistance (HOMA-IR) and Matsuda index were calculated as previously described (Matthews et al., 1985; Matsuda and DeFronzo, 1999).

### PET/CT scanning

Immediately before and 15- and 60 min post ^18^F-FDG intraperitoneal injection, blood glucose was measured by tail venesection and blood was sampled directly into EDTA-microtubes (Sarstedt, Leicester, UK). At 60 min post ^18^F-FDG injection, mice were anaesthetised and ^18^F-FDG distribution was assessed by PET/CT scanning using a nanoScan PET/CT 122 S scanner (Mediso, Budapest, Hungary). Following the PET/CT scan, mice were sacrificed by overdose of anaesthetic (isoflurane), death was confirmed by cervical dislocation and tissues of interest were then dissected in a lead-shielded area. Half of each of the dissected tissues were snap frozen on dry ice or placed into 10% formalin. ^18^F-FDG uptake was then determined using a Wizzard2 gamma counter (PerkinElmer, USA) as previously described (Suchacki et al., 2020).

### PET/CT analysis

PET/CT images were reconstructed and data analysed using PMOD version 3.806 (PMOD, Zurich, Switzerland). SUVs were calculated for regions of interest, namely BAT, iWAT, gWAT; heart; bone tissue (without BM) from tibiae, femurs, and humeri; To distinguish bone tissue from BM, a calibration curve was generated using HU obtained from the acquisition of a CT tissue equivalent material (TEM) phantom (CIRS, model 091) and mouse CT scans, as previously described (Suchacki et al., 2020).

### Histology and adipocyte size quantification

Dissected mouse tissue was fixed for 48 hr and paraffin embedded by the histology core at The University of Edinburgh’s Shared University Research Facilities (SuRF). Paraffin-embedded tissue sections were then sectioned at 100 µm intervals using a Leica RM2125 RTS microtome and collected onto 76x26 mm StarFrost 624 slides (VWR, UK). The slides were baked at 37 °C overnight before Haematoxylin and Eosin (H&E) staining. Quantification of adipocyte number and size was performed on H&E-stained adipose tissue using the ImageJ plug-in Adiposoft, an automated software for the analysis of adipose tissue cellularity in histological sections (Galarraga et al., 2012).

### NEFA analysis in plasma samples

NEFA standard solution (Wako, 270–77000) was serially diluted to concentrations of 2, 1.5, 1, 0.5, 0.25, and 0.125 mM. The standard dilutions, blank sample and plasma (2 μL) were pipetted into separate duplicate wells of a 96-well plate. Reagent 1 (200 μL) (Wako, 434–91795) was added to each well and the plate incubated at 37 °C for 5 min. Absorbance of each well was measured at 550 and 660 nm. Reagent 2 (100 μL; Wako, 436–91995) was then added to each well and the plate was incubated again at 37 °C for 5 min and absorbance measured at 550 and 660 nm. The 660 nm reading was subtracted from the 550 reading from both measurements and the mean blank absorbance subtracted from the mean duplicate absorbance from each sample. NEFA concentrations were then determined by regression analysis.

### Protein isolation and western blotting

Frozen WAT samples were lysed in preheated SDS lysis buffer (1% sodium dodecyl sulfate (SDS), 0.06 M Tris pH 6.8, 12.7 mM ETDA, 1 mM PMSF, 1 mM sodium orthovanadate). After tissue disruption, the lysate was boiled at 95 °C on a dry heat block for 10 min. Boiled lysate was centrifuged at 16,000×*g* and the cleared liquid fraction below the lipid layer and above the pellet was removed to a new tube for downstream analyses. Protein concentration was quantified using the BCA protein assay (Pierce 23225). For SDS polyacrylamide gel electrophoresis, lysates were diluted to equal protein concentration in lysis buffer plus 4 X SDS loading buffer (4% SDS, 240 mM Tris-HCL ph6.8, 40% glycerol, 0.276%(w/v) beta-mercaptoethanol, 0.05% Bromophenol blue). Dithiothreitol was added to the lysates (25 mM final concentration). Samples were boiled for 5 min, cooled on ice for 1 min, vortexed, and equal amounts of protein (13 µg per lane) separated on gradient polyacrylamide gels (Bio-Rad, Hercules, CA, USA). Samples were then transferred to Immobilon-FL transfer membrane (Millipore, Billerica, MA, USA). After transfer, membranes were blocked in 5% milk for 1 hr at RT. Membranes were incubated in primary antibodies (Key resources table; each in 5% BSA) overnight at 4 °C, followed by incubation with secondary antibody (Key resources table) at 1:5000 dilution for 1 hr at RT. Fluorescent color was detected with Odyssey CLx Imager (LI-COR, Lincoln, NE, USA). Band signal was quantified using Image Studio v5.2 (LI-COR, Lincoln, NE, USA). Quantified data obtained from two different membranes were combined by using the strength of the signal of the ladder bands as a control for intensity differences between the two membranes.

### Liver ceramide quantification

Liver ceramide and dihydroceramide content was determined using LC-MS (Lipidomics Core Facility; University of the Highlands and the Islands, Inverness, UK). As per (Folch et al., 1957), 100 mg of frozen liver tissue was homogenised in ice-cold MeOH using a mechanical tissue homogeniser. Fifty microlitres of each sample was combined with 100 μL ceramide 17:0 (1 μM in MeOH) and 25 μL dihydroceramide 12:0 (2 μM in MeOH; Avanti Polar Lipids, Alabaster, AL, USA) as internal standards. MeOH (1.875 mL) and CHCl_3_ (4 mL) were added. Samples were then stored on ice for 1 hr with intermittent vortex mixing, centrifuged at 2000 rpm for 5 min at 4 °C and the supernatant was collected. KCl (0.9%; 1.45 mL per sample) was added to the supernatant and the samples were centrifuged at 2000 rpm for 5 min at 4 °C. The lower phase was collected and evaporated under nitrogen and reconstituted in 1 mL CHCl_3_. Solid phase extraction was performed via a 100 mg/3 mL Isolute silica column (Biotage, Uppsala, Sweden). The column was conditioned twice with 3 mL CHCl_3_ and then loaded with 1 mL of the sample. The bound sample was washed with 2 washes of 3 mL CHCl_3_ then eluted with 2 additions of ethylacetate CHCl_3_ (1:1 v/v). The collected eluate was evaporated and dried under vacuum and reconstituted in 200 μL MeOH. LC-MS/MS analyses were performed in positive ion mode on a Thermo TSQ Quantum Ultra triple quadrupole mass spectrometer equipped with a HESI probe and coupled to a Thermo Accela 1250 UHPLC system. The ceramides and dihydroceramides were separated on a Kinetex C8 HPLC column (1.7 μm; 100×2.1 mm; catalogue number 00D-4499-AN, Phenomenex, Macclesfield, UK). Mobile phase A was 90% H_2_O, 9.9% acetonitrile and 0.1% formic acid. Mobile phase B was 99.9% acetonitrile and 0.1% formic acid. The gradient was held at 80% mobile phase B for 1 min then gradually increased to 100% mobile phase B over 15 min. Mobile phase B at 100% was maintained for 1 min and then equilibrated to storage conditions. The flow rate used was 500 μL per min at 40 °C. Two µL of each sample was injected into the LC-MS/MS for ceramide analysis and 10 μL for dihydroceramide. Total ceramide and dihydroceramide concentrations were calculated from the summed concentrations of all the monitored molecular species. All values were normalised to wet weight of liver. Principal component analysis for ceramide and dihydroceramide data was done using RStudio (RStudio Team, USA), using the code provided (see ‘Data and code availability’, below).

### RNA-seq

RNA was isolated from tissues using Ribozol solution (cat. No. N580, Amresco, USA,) according to the manufacturer’s protocol. RNA quantity and quality were quantified using a NanoDrop spectrophotometer (Thermo Fisher Scientific,USA) and RNA Integrity Number (RIN) was assessed using Agilent RNA 6000 Pico Kit and an Agilent 2100 bioanalyzer (Agilent, USA). Library preparation and sequencing was performed by BGI (Shenzhen, Guangdong, China); 100 bp pair-end sequencing was done using a DNBseq-G400 (MGI Tech). Calculations were done using Eddie Mark 3, the University of Edinburgh’s high-performance computing cluster. After the trimming by TrimGalore and quality control by FastQC, sequences were aligned to the mouse genome (mm10) with the annotation data from the website of University of California Santa Cruz (https://hgdownload.soe.ucsc.edu) using STAR (v2.7.10a) (Dobin et al., 2013). Mapped reads were counted using featureCounts in Subread package (v1.5.2) (Liao et al., 2014) and subsequent analyses performed using R, RStudio, GSEA, Enricher, and Morpheus. Count data were normalised and analysed using DESeq2 (v1.36.0) to detect differentially expressed genes (Love et al., 2014). Principal component analysis was performed using the prcomp function for 500 genes with the highest variation among samples after transforming the raw count data using the vst function from the DESeq2 package. R code used for the analysis are provided (see ‘Data and code availability”, below). For GSEA, a gene set collection including eight gene sets was used for Figure 7C; further details are in Table 3. Heatmaps were drawn with Morpheus.

**Table 3.** Gene sets used for GSEA. Further details can be found by searching for the Standard Gene Set name at http://www.gsea-msigdb.org/gsea/msigdb/mouse/genesets.jsp.

Gene Set name (Standard)	Systematic Name	Gene set name (***shown in*** Figure 7C)
REACTOME_GLUCONEOGENESIS	MM15392	GLUCONEOGENESIS
HALLMARK_OXIDATIVE_PHOSPHORYLATION	MM3893	OXIDATIVE_PHOSPHORYLATION
REACTOME_CITRIC_ACID_CYCLE_TCA_CYCLE	MM15407	CITRIC_ACID_CYCLE_TCA_CYCLE
HALLMARK_GLYCOLYSIS	MM3894	GLYCOLYSIS
REACTOME_MITOCHONDRIAL_FATTY_ACID_BETA_OXIDATION	MM15462	FATTY_ACID_BETA_OXIDATION
WP_FATTY_ACID_BIOSYNTHESIS	MM15885	FATTY_ACID_BIOSYNTHESIS
HALLMARK_ESTROGEN_RESPONSE_EARLY	MM3872	ESTROGEN_RESPONSE_EARLY
HALLMARK_ESTROGEN_RESPONSE_LATE	MM3873	ESTROGEN_RESPONSE_LATE

### Statistical analysis

Data were analysed for normal distribution using the Shapiro-Wilk normality test. Normally distributed data were analysed by ANOVA, mixed models or t-tests, as appropriate; mixed models were used for repeated-measures analyses in which some data points were missing or had to be excluded for some mice. Where data were not normally distributed, non-parametric tests were used. When appropriate, p values were adjusted for multiple comparisons. Data are presented as mean ± SEM or as Violin plots, as indicated in the figure legends. All statistical analyses were performed using Prism software (GraphPad, USA). A p-value<0.05 (after adjustment for multiple comparisons) was considered statistically significant.

## Data Availability

All source data and code from which the figures are based is available through University of Edinburgh DataShare at https://doi.org/10.7488/ds/3758 under a Creative Commons Attribution (CC-BY) licence. Raw data from RNA sequencing have been depositied at NCBI's GEO repository with accession number GSE230402. The following datasets were generated: CawthornWP IkushimaYM KobayashiH ChenK 2023Sex differences in the effects of caloric restriction (CR) on hepatic gene expression in miceNCBI Gene Expression OmnibusGSE230402 CawthornW ThomasB SuchackiK 2022Dataset: The effects of caloric restriction on adipose tissue and metabolic health are sex- and age-dependent, 2003-2022Edinburgh DataShare10.7488/ds/3758PMC1017186937096321

## References

[bib1] Acosta-Rodríguez VA, de Groot MHM, Rijo-Ferreira F, Green CB, Takahashi JS (2017). Mice under caloric restriction self-impose a temporal restriction of food intake as revealed by an automated feeder system. Cell Metabolism.

[bib2] Acosta-Rodríguez V, Rijo-Ferreira F, Izumo M, Xu P, Wight-Carter M, Green CB, Takahashi JS (2022). Circadian alignment of early onset caloric restriction promotes longevity in male C57BL/6J mice. Science.

[bib3] Apostolopoulou M, Gordillo R, Gancheva S, Strassburger K, Herder C, Esposito I, Schlensak M, Scherer PE, Roden M (2020). Role of ceramide-to-dihydroceramide ratios for insulin resistance and non-alcoholic fatty liver disease in humans. BMJ Open Diabetes Research & Care.

[bib4] Arner P, Andersson DP, Bäckdahl J, Dahlman I, Rydén M (2018). Weight gain and impaired glucose metabolism in women are predicted by inefficient subcutaneous fat cell lipolysis. Cell Metabolism.

[bib5] Austad SN, Bartke A (2015). Sex differences in longevity and in responses to anti-aging interventions: a mini-review. Gerontology.

[bib6] Azar M, Nikpay M, Harper ME, McPherson R, Dent R (2016). Can response to dietary restriction predict weight loss after Roux-en-Y gastroplasty?. Obesity.

[bib7] Ballor DL, Poehlman ET (1994). Exercise-Training enhances fat-free mass preservation during diet-induced weight loss: a meta-analytical finding. International Journal of Obesity and Related Metabolic Disorders.

[bib8] Bartelt A, Koehne T, Tödter K, Reimer R, Müller B, Behler-Janbeck F, Heeren J, Scheja L, Niemeier A (2017). Quantification of bone fatty acid metabolism and its regulation by adipocyte lipoprotein lipase. International Journal of Molecular Sciences.

[bib9] Barzilai N, Banerjee S, Hawkins M, Chen W, Rossetti L (1998). Caloric restriction reverses hepatic insulin resistance in aging rats by decreasing visceral fat. The Journal of Clinical Investigation.

[bib10] Bohler H, Mokshagundam S, Winters SJ (2010). Adipose tissue and reproduction in women. Fertility and Sterility.

[bib11] Brandhorst S, Choi IY, Wei M, Cheng CW, Sedrakyan S, Navarrete G, Dubeau L, Yap LP, Park R, Vinciguerra M, Di Biase S, Mirzaei H, Mirisola MG, Childress P, Ji L, Groshen S, Penna F, Odetti P, Perin L, Conti PS, Ikeno Y, Kennedy BK, Cohen P, Morgan TE, Dorff TB, Longo VD (2015). A periodic diet that mimics fasting promotes multi-system regeneration, enhanced cognitive performance, and healthspan. Cell Metabolism.

[bib12] Bruss MD, Khambatta CF, Ruby MA, Aggarwal I, Hellerstein MK (2010). Calorie restriction increases fatty acid synthesis and whole body fat oxidation rates. American Journal of Physiology. Endocrinology and Metabolism.

[bib13] Cawthorn WP, Scheller EL, Learman BS, Parlee SD, Simon BR, Mori H, Ning X, Bree AJ, Schell B, Broome DT, Soliman SS, DelProposto JL, Lumeng CN, Mitra A, Pandit SV, Gallagher KA, Miller JD, Krishnan V, Hui SK, Bredella MA, Fazeli PK, Klibanski A, Horowitz MC, Rosen CJ, MacDougald OA (2014). Bone marrow adipose tissue is an endocrine organ that contributes to increased circulating adiponectin during caloric restriction. Cell Metabolism.

[bib14] Cawthorn WP, Scheller EL, Parlee SD, Pham HA, Learman BS, Redshaw CMH, Sulston RJ, Burr AA, Das AK, Simon BR, Mori H, Bree AJ, Schell B, Krishnan V, MacDougald OA (2016). Expansion of bone marrow adipose tissue during caloric restriction is associated with increased circulating glucocorticoids and not with hypoleptinemia. Endocrinology.

[bib15] Chaix A, Deota S, Bhardwaj R, Lin T, Panda S (2021). Sex- and age-dependent outcomes of 9-hour time-restricted feeding of a Western high-fat high-sucrose diet in C57BL/6J mice. Cell Reports.

[bib16] Chaurasia B, Tippetts TS, Mayoral Monibas R, Liu J, Li Y, Wang L, Wilkerson JL, Sweeney CR, Pereira RF, Sumida DH, Maschek JA, Cox JE, Kaddai V, Lancaster GI, Siddique MM, Poss A, Pearson M, Satapati S, Zhou H, McLaren DG, Previs SF, Chen Y, Qian Y, Petrov A, Wu M, Shen X, Yao J, Nunes CN, Howard AD, Wang L, Erion MD, Rutter J, Holland WL, Kelley DE, Summers SA (2019). Targeting a ceramide double bond improves insulin resistance and hepatic steatosis. Science.

[bib17] Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma’ayan A (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics.

[bib18] Chen JH, Ouyang C, Ding Q, Song J, Cao W, Mao L (2015). A moderate low-carbohydrate low-calorie diet improves lipid profile, insulin sensitivity and adiponectin expression in rats. Nutrients.

[bib19] Clarke DJB, Jeon M, Stein DJ, Moiseyev N, Kropiwnicki E, Dai C, Xie Z, Wojciechowicz ML, Litz S, Hom J, Evangelista JE, Goldman L, Zhang S, Yoon C, Ahamed T, Bhuiyan S, Cheng M, Karam J, Jagodnik KM, Shu I, Lachmann A, Ayling S, Jenkins SL, Ma’ayan A (2021). Appyters: turning jupyter notebooks into data-driven web apps. Patterns.

[bib20] Dakin RS, Walker BR, Seckl JR, Hadoke PWF, Drake AJ (2015). Estrogens protect male mice from obesity complications and influence glucocorticoid metabolism. International Journal of Obesity.

[bib21] Das SK, Roberts SB, Bhapkar MV, Villareal DT, Fontana L, Martin CK, Racette SB, Fuss PJ, Kraus WE, Wong WW, Saltzman E, Pieper CF, Fielding RA, Schwartz AV, Ravussin E, Redman LM (2017). Body-composition changes in the comprehensive assessment of long-term effects of reducing intake of energy (CALERIE) -2 study: a 2-y randomized controlled trial of calorie restriction in nonobese humans. The American Journal of Clinical Nutrition.

[bib22] Dearden L, Bouret SG, Ozanne SE (2018). Sex and gender differences in developmental programming of metabolism. Molecular Metabolism.

[bib23] Della Torre S, Mitro N, Meda C, Lolli F, Pedretti S, Barcella M, Ottobrini L, Metzger D, Caruso D, Maggi A (2018). Short-Term fasting reveals amino acid metabolism as a major sex-discriminating factor in the liver. Cell Metabolism.

[bib24] Derous D, Mitchell SE, Green CL, Wang Y, Han JDJ, Chen L, Promislow DEL, Lusseau D, Douglas A, Speakman JR (2018). The effects of graded levels of calorie restriction: X. transcriptomic responses of epididymal adipose tissue. The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences.

[bib25] Dhahbi JM, Kim HJ, Mote PL, Beaver RJ, Spindler SR (2004). Temporal linkage between the phenotypic and genomic responses to caloric restriction. PNAS.

[bib26] Diaz Brinton R (2012). Minireview: translational animal models of human menopause: challenges and emerging opportunities. Endocrinology.

[bib27] Dionne DA, Skovsø S, Templeman NM, Clee SM, Johnson JD (2016). Caloric restriction paradoxically increases adiposity in mice with genetically reduced insulin. Endocrinology.

[bib28] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). Star: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib29] Evans EM, Mojtahedi MC, Thorpe MP, Valentine RJ, Kris-Etherton PM, Layman DK (2012). Effects of protein intake and gender on body composition changes: a randomized clinical weight loss trial. Nutrition & Metabolism.

[bib30] Fenton JI, Nuñez NP, Yakar S, Perkins SN, Hord NG, Hursting SD (2009). Diet-Induced adiposity alters the serum profile of inflammation in C57BL/6N mice as measured by antibody array. Diabetes, Obesity and Metabolism.

[bib31] Ferland G, Doucet I, Mainville D (2016). Phylloquinone and menaquinone-4 tissue distribution at different life stages in male and female Sprague-Dawley rats fed different VK levels since weaning or subjected to a 40 % calorie restriction since adulthood. Nutrients.

[bib32] Folch J, Lees M, Sloane stanley GH (1957). A simple method for the isolation and purification of total lipides from animal tissues. The Journal of Biological Chemistry.

[bib33] Fontana L, Klein S, Holloszy JO (2010). Effects of long-term calorie restriction and endurance exercise on glucose tolerance, insulin action, and adipokine production. Age.

[bib34] Forney LA, Stone KP, Gibson AN, Vick AM, Sims LC, Fang H, Gettys TW (2020). Sexually dimorphic effects of dietary methionine restriction are dependent on age when the diet is introduced. Obesity.

[bib35] Gabriely I, Ma XH, Yang XM, Atzmon G, Rajala MW, Berg AH, Scherer P, Rossetti L, Barzilai N (2002). Removal of visceral fat prevents insulin resistance and glucose intolerance of aging. Diabetes.

[bib36] Galarraga M, Campión J, Muñoz-Barrutia A, Boqué N, Moreno H, Martínez JA, Milagro F, Ortiz-de-Solórzano C (2012). Adiposoft: automated software for the analysis of white adipose tissue cellularity in histological sections. Journal of Lipid Research.

[bib37] Gazdag AC, Dumke CL, Kahn CR, Cartee GD (1999). Calorie restriction increases insulin-stimulated glucose transport in skeletal muscle from IRS-1 knockout mice. Diabetes.

[bib38] Gee DM, Flurkey K, Finch CE (1983). Aging and the regulation of luteinizing hormone in C57BL/6J mice: impaired elevations after ovariectomy and spontaneous elevations at advanced ages. Biology of Reproduction.

[bib39] Gupte AA, Pownall HJ, Hamilton DJ (2015). Estrogen: an emerging regulator of insulin action and mitochondrial function. Journal of Diabetes Research.

[bib40] Handelsman DJ, Wartofsky L (2013). Requirement for mass spectrometry sex steroid assays in the. Journal of Clinical Endocrinology and Metabolism.

[bib41] Harvey AE, Lashinger LM, Otto G, Nunez NP, Hursting SD (2013). Decreased systemic IGF-1 in response to calorie restriction modulates murine tumor cell growth, nuclear factor-κB activation, and inflammation-related gene expression. Molecular Carcinogenesis.

[bib42] Hill JO, Latiff A, DiGirolamo M (1985). Effects of variable caloric restriction on utilization of ingested energy in rats. American Journal of Physiology-Regulatory, Integrative and Comparative Physiology.

[bib43] Hill JO, Talano CM, Nickel M, DiGirolamo M (1986). Energy utilization in food-restricted female rats. The Journal of Nutrition.

[bib44] Holland WL, Brozinick JT, Wang L-P, Hawkins ED, Sargent KM, Liu Y, Narra K, Hoehn KL, Knotts TA, Siesky A, Nelson DH, Karathanasis SK, Fontenot GK, Birnbaum MJ, Summers SA (2007). Inhibition of ceramide synthesis ameliorates glucocorticoid-, saturated-fat-, and obesity-induced insulin resistance. Cell Metabolism.

[bib45] Janssen I, Ross R (1999). Effects of sex on the change in visceral, subcutaneous adipose tissue and skeletal muscle in response to weight loss. International Journal of Obesity and Related Metabolic Disorders.

[bib46] Johnson J, Sharman Z, Vissandjée B, Stewart DE, Wicherts JM (2014). Does a change in health research funding policy related to the integration of sex and gender have an impact?. PLOS ONE.

[bib47] Johnson ML, Distelmaier K, Lanza IR, Irving BA, Robinson MM, Konopka AR, Shulman GI, Nair KS (2016). Mechanism by which caloric restriction improves insulin sensitivity in sedentary obese adults. Diabetes.

[bib48] Johnstone AM, Murison SD, Duncan JS, Rance KA, Speakman JR (2005). Factors influencing variation in basal metabolic rate include fat-free mass, fat mass, age, and circulating thyroxine but not sex, circulating leptin, or triiodothyronine. The American Journal of Clinical Nutrition.

[bib49] Kane AE, Hilmer SN, Boyer D, Gavin K, Nines D, Howlett SE, de Cabo R, Mitchell SJ (2016). Impact of longevity interventions on a validated mouse clinical frailty index. The Journals of Gerontology Series A.

[bib50] Kane AE, Sinclair DA, Mitchell JR, Mitchell SJ (2018). Sex differences in the response to dietary restriction in rodents. Current Opinion in Physiology.

[bib51] Klinge CM (2020). Estrogenic control of mitochondrial function. Redox Biology.

[bib52] Kraus WE, Bhapkar M, Huffman KM, Pieper CF, Krupa Das S, Redman LM, Villareal DT, Rochon J, Roberts SB, Ravussin E, Holloszy JO, Fontana L (2019). 2 years of calorie restriction and cardiometabolic risk (CALERIE): exploratory outcomes of a multicentre, phase 2, randomised controlled trial. The Lancet Diabetes & Endocrinology.

[bib53] Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, McDermott MG, Monteiro CD, Gundersen GW, Ma’ayan A (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Research.

[bib54] Larson-Meyer DE, Heilbronn LK, Redman LM, Newcomer BR, Frisard MI, Anton S, Smith SR, Alfonso A, Ravussin E (2006). Effect of calorie restriction with or without exercise on insulin sensitivity, beta-cell function, fat cell size, and ectopic lipid in overweight subjects. Diabetes Care.

[bib55] Lee SK (2018). Sex as an important biological variable in biomedical research. BMB Reports.

[bib56] Leenen R, van der Kooy K, Droop A, Seidell JC, Deurenberg P, Weststrate JA, Hautvast JG (1993). Visceral fat loss measured by magnetic resonance imaging in relation to changes in serum lipid levels of obese men and women. Arteriosclerosis and Thrombosis.

[bib57] Li X, Cope MB, Johnson MS, Smith DL, Nagy TR (2010). Mild calorie restriction induces fat accumulation in female C57BL/6J mice. Obesity.

[bib58] Liao Y, Smyth GK, Shi W (2014). FeatureCounts: an efficient General purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib59] Lin S-J, Kaeberlein M, Andalis AA, Sturtz LA, Defossez P-A, Culotta VC, Fink GR, Guarente L (2002). Calorie restriction extends *Saccharomyces cerevisiae* lifespan by increasing respiration. Nature.

[bib60] Link JC, Wiese CB, Chen X, Avetisyan R, Ronquillo E, Ma F, Guo X, Yao J, Allison M, Chen Y-DI, Rotter JI, El-Sayed Moustafa JS, Small KS, Iwase S, Pellegrini M, Vergnes L, Arnold AP, Reue K (2020). X chromosome dosage of histone demethylase KDM5C determines sex differences in adiposity. The Journal of Clinical Investigation.

[bib61] Liu Y, Basty N, Whitcher B, Bell JD, Sorokin EP, van Bruggen N, Thomas EL, Cule M (2021). Genetic architecture of 11 organ traits derived from abdominal MRI using deep learning. eLife.

[bib62] López-Otín C, Galluzzi L, Freije JMP, Madeo F, Kroemer G (2016). Metabolic control of longevity. Cell.

[bib63] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-Seq data with deseq2. Genome Biology.

[bib64] Maggi A, Della Torre S (2018). Sex, metabolism and health. Molecular Metabolism.

[bib65] Mancuso P, Bouchard B (2019). The impact of aging on adipose function and adipokine synthesis. Frontiers in Endocrinology.

[bib66] Matsuda M, DeFronzo RA (1999). Insulin sensitivity indices obtained from oral glucose tolerance testing: comparison with the euglycemic insulin clamp. Diabetes Care.

[bib67] Matthews DR, Hosker JP, Rudenski AS, Naylor BA, Treacher DF, Turner RC (1985). Homeostasis model assessment: insulin resistance and beta-cell function from fasting plasma glucose and insulin concentrations in man. Diabetologia.

[bib68] Mattison JA, Colman RJ, Beasley TM, Allison DB, Kemnitz JW, Roth GS, Ingram DK, Weindruch R, de Cabo R, Anderson RM (2017). Caloric restriction improves health and survival of rhesus monkeys. Nature Communications.

[bib69] Mauriège P, Imbeault P, Langin D, Lacaille M, Alméras N, Tremblay A, Després JP (1999). Regional and gender variations in adipose tissue lipolysis in response to weight loss. Journal of Lipid Research.

[bib70] Mauvais-Jarvis F, Arnold AP, Reue K (2017). A guide for the design of pre-clinical studies on sex differences in metabolism. Cell Metabolism.

[bib71] Mauvais-Jarvis F (2018). Gender differences in glucose homeostasis and diabetes. Physiology & Behavior.

[bib72] Mccrory MA, Gomez TD, Bernauer EM, Mol?? PA (1995). Evaluation of a new air displacement plethysmograph for measuring human body composition. Medicine & Science in Sports & Exercise.

[bib73] Misra M, Klibanski A (2014). Endocrine consequences of anorexia nervosa. The Lancet Diabetes & Endocrinology.

[bib74] Mitchell SE, Delville C, Konstantopedos P, Hurst J, Derous D, Green C, Chen L, Han JJD, Wang Y, Promislow DEL, Lusseau D, Douglas A, Speakman JR (2015a). The effects of graded levels of calorie restriction: II. impact of short term calorie and protein restriction on circulating hormone levels, glucose homeostasis and oxidative stress in male C57BL/6 mice. Oncotarget.

[bib75] Mitchell SE, Tang Z, Kerbois C, Delville C, Konstantopedos P, Bruel A, Derous D, Green C, Aspden RM, Goodyear SR, Chen L, Han JJD, Wang Y, Promislow DEL, Lusseau D, Douglas A, Speakman JR (2015b). The effects of graded levels of calorie restriction: I. Impact of short term calorie and protein restriction on body composition in the C57BL/6 mouse. Oncotarget.

[bib76] Mitchell SJ, Madrigal-Matute J, Scheibye-Knudsen M, Fang E, Aon M, González-Reyes JA, Cortassa S, Kaushik S, Gonzalez-Freire M, Patel B, Wahl D, Ali A, Calvo-Rubio M, Burón MI, Guiterrez V, Ward TM, Palacios HH, Cai H, Frederick DW, Hine C, Broeskamp F, Habering L, Dawson J, Beasley TM, Wan J, Ikeno Y, Hubbard G, Becker KG, Zhang Y, Bohr VA, Longo DL, Navas P, Ferrucci L, Sinclair DA, Cohen P, Egan JM, Mitchell JR, Baur JA, Allison DB, Anson RM, Villalba JM, Madeo F, Cuervo AM, Pearson KJ, Ingram DK, Bernier M, de Cabo R (2016). Effects of sex, strain, and energy intake on hallmarks of aging in mice. Cell Metabolism.

[bib77] Mitchell SE, Tang Z, Kerbois C, Delville C, Derous D, Green CL, Wang Y, Han JJD, Chen L, Douglas A, Lusseau D, Promislow DEL, Speakman JR (2017). The effects of graded levels of calorie restriction: VIII. impact of short term calorie and protein restriction on basal metabolic rate in the C57BL/6 mouse. Oncotarget.

[bib78] Mitchell SJ, Bernier M, Mattison JA, Aon MA, Kaiser TA, Anson RM, Ikeno Y, Anderson RM, Ingram DK, de Cabo R (2019). Daily fasting improves health and survival in male mice independent of diet composition and calories. Cell Metabolism.

[bib79] Mootha VK, Lindgren CM, Eriksson K-F, Subramanian A, Sihag S, Lehar J, Puigserver P, Carlsson E, Ridderstråle M, Laurila E, Houstis N, Daly MJ, Patterson N, Mesirov JP, Golub TR, Tamayo P, Spiegelman B, Lander ES, Hirschhorn JN, Altshuler D, Groop LC (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nature Genetics.

[bib80] Most J, Tosti V, Redman LM, Fontana L (2017). Calorie restriction in humans: an update. Ageing Research Reviews.

[bib81] Musante GJ (1976). The dietary rehabilitation clinic: evaluative report of a behavioral and dietary treatment of obesity. Behavior Therapy.

[bib82] Muzumdar R, Allison DB, Huffman DM, Ma X, Atzmon G, Einstein FH, Fishman S, Poduval AD, McVei T, Keith SW, Barzilai N (2008). Visceral adipose tissue modulates mammalian longevity. Aging Cell.

[bib83] Norheim F, Bjellaas T, Hui ST, Chella Krishnan K, Lee J, Gupta S, Pan C, Hasin-Brumshtein Y, Parks BW, Li DY, Bui HH, Mosier M, Wu Y, Huertas-Vazquez A, Hazen SL, Gundersen TE, Mehrabian M, Tang WHW, Hevener AL, Drevon CA, Lusis AJ (2018). Genetic, dietary, and sex-specific regulation of hepatic ceramides and the relationship between hepatic ceramides and IR. Journal of Lipid Research.

[bib84] Oliva M, Muñoz-Aguirre M, Kim-Hellmuth S, Wucher V, Gewirtz ADH, Cotter DJ, Parsana P, Kasela S, Balliu B, Viñuela A, Castel SE, Mohammadi P, Aguet F, Zou Y, Khramtsova EA, Skol AD, Garrido-Martín D, Reverter F, Brown A, Evans P, Gamazon ER, Payne A, Bonazzola R, Barbeira AN, Hamel AR, Martinez-Perez A, Soria JM, Pierce BL, Stephens M, Eskin E, Dermitzakis ET, Segrè AV, Im HK, Engelhardt BE, Ardlie KG, Montgomery SB, Battle AJ, Lappalainen T, Guigó R, Stranger BE, Aguet F, Anand S, Ardlie KG, Gabriel S, Getz GA, Graubert A, Hadley K, Handsaker RE, Huang KH, Kashin S, Li X, MacArthur DG, Meier SR, Nedzel JL, Nguyen DT, Segrè AV, Todres E, Balliu B, Barbeira AN, Battle A, Bonazzola R, Brown A, Brown CD, Castel SE, Conrad DF, Cotter DJ, Cox N, Das S, de Goede OM, Dermitzakis ET, Einson J, Engelhardt BE, Eskin E, Eulalio TY, Ferraro NM, Flynn ED, Fresard L, Gamazon ER, Garrido-Martín D, Gay NR, Gloudemans MJ, Guigó R, Hame AR, He Y, Hoffman PJ, Hormozdiari F, Hou L, Im HK, Jo B, Kasela S, Kellis M, Kim-Hellmuth S, Kwong A, Lappalainen T, Li X, Liang Y, Mangul S, Mohammadi P, Montgomery SB, Muñoz-Aguirre M, Nachun DC, Nobel AB, Oliva M, Park Y, Park Y, Parsana P, Rao AS, Reverter F, Rouhana JM, Sabatti C, Saha A, Stephens M, Stranger BE, Strober BJ, Teran NA, Viñuela A, Wang G, Wen X, Wright F, Wucher V, Zou Y, Ferreira PG, Li G, Melé M, Yeger-Lotem E, Barcus ME, Bradbury D, Krubit T, McLean JA, Qi L, Robinson K, Roche NV, Smith AM, Sobin L, Tabor DE, Undale A, Bridge J, Brigham LE, Foster BA, Gillard BM, Hasz R, Hunter M, Johns C, Johnson M, Karasik E, Kopen G, Leinweber WF, McDonald A, Moser MT, Myer K, Ramsey KD, Roe B, Shad S, Thomas JA, Walters G, Washington M, Wheeler J, Jewell SD, Rohrer DC, Valley DR, Davis DA, Mash DC, Branton PA, Barker LK, Gardiner HM, Mosavel M, Siminoff LA, Flicek P, Haeussler M, Juettemann T, Kent WJ, Lee CM, Powell CC, Rosenbloom KR, Ruffier M, Sheppard D, Taylor K, Trevanion SJ, Zerbino DR, Abell NS, Akey J, Chen L, Demanelis K, Doherty JA, Feinberg AP, Hansen KD, Hickey PF, Jasmine F, Jiang L, Kaul R, Kibriya MG, Li JB, Li Q, Lin S, Linder SE, Pierce BL, Rizzardi LF, Skol AD, Smith KS, Snyder M, Stamatoyannopoulos J, Tang H, Wang M, Carithers LJ, Guan P, Koester SE, Little AR, Moore HM, Nierras CR, Rao AK, Vaught JB, Volpi S, GTEx Consortium (2020). The impact of sex on gene expression across human tissues. Science.

[bib85] O’Neil PM, Currey HS, Hirsch AA, Riddle FE, Taylor CI, Malcolm RJ, Sexauer JD (1979). Effects of sex of subject and spouse involvement on weight loss in a behavioral treatment program: a retrospective investigation. Addictive Behaviors.

[bib86] Pak HH, Haws SA, Green CL, Koller M, Lavarias MT, Richardson NE, Yang SE, Dumas SN, Sonsalla M, Bray L, Johnson M, Barnes S, Darley-Usmar V, Zhang J, Yen C-LE, Denu JM, Lamming DW (2021). Fasting drives the metabolic, molecular and geroprotective effects of a calorie-restricted diet in mice. Nature Metabolism.

[bib87] Parker B, Noakes M, Luscombe N, Clifton P (2002). Effect of a high-protein, high-monounsaturated fat weight loss diet on glycemic control and lipid levels in type 2 diabetes. Diabetes Care.

[bib88] Percie du Sert N, Hurst V, Ahluwalia A, Alam S, Avey MT, Baker M, Browne WJ, Clark A, Cuthill IC, Dirnagl U, Emerson M, Garner P, Holgate ST, Howells DW, Karp NA, Lazic SE, Lidster K, MacCallum CJ, Macleod M, Pearl EJ, Petersen OH, Rawle F, Reynolds P, Rooney K, Sena ES, Silberberg SD, Steckler T, Würbel H (2020). The ARRIVE guidelines 2.0: updated guidelines for reporting animal research. PLOS Biology.

[bib89] Perry RJ, Peng L, Cline GW, Petersen KF, Shulman GI (2017). A non-invasive method to assess hepatic acetyl-CoA in vivo. Cell Metabolism.

[bib90] Perry RJ, Peng L, Cline GW, Wang Y, Rabin-Court A, Song JD, Zhang D, Zhang X-M, Nozaki Y, Dufour S, Petersen KF, Shulman GI (2018). Mechanisms by which a very-low-calorie diet reverses hyperglycemia in a rat model of type 2 diabetes. Cell Metabolism.

[bib91] Petersen MC, Shulman GI (2017). Roles of diacylglycerols and ceramides in hepatic insulin resistance. Trends in Pharmacological Sciences.

[bib92] Piotrowska K, Tarnowski M, Zgutka K, Pawlik A (2016). Gender differences in response to prolonged every-other-day feeding on the proliferation and apoptosis of hepatocytes in mice. Nutrients.

[bib93] Porter MH, Fine JB, Cutchins AG, Bai Y, DiGirolamo M (2004). Sexual dimorphism in the response of adipose mass and cellularity to graded caloric restriction. Obesity Research.

[bib94] Prendergast BJ, Onishi KG, Zucker I (2014). Female mice liberated for inclusion in neuroscience and biomedical research. Neuroscience and Biobehavioral Reviews.

[bib95] Raichur S, Wang ST, Chan PW, Li Y, Ching J, Chaurasia B, Dogra S, Öhman MK, Takeda K, Sugii S, Pewzner-Jung Y, Futerman AH, Summers SA (2014). Cers2 haploinsufficiency inhibits β-oxidation and confers susceptibility to diet-induced steatohepatitis and insulin resistance. Cell Metabolism.

[bib96] Raichur S, Brunner B, Bielohuby M, Hansen G, Pfenninger A, Wang B, Bruning JC, Larsen PJ, Tennagels N (2019). The role of C16:0 ceramide in the development of obesity and type 2 diabetes: cers6 inhibition as a novel therapeutic approach. Molecular Metabolism.

[bib97] Redman LM, Heilbronn LK, Martin CK, Alfonso A, Smith SR, Ravussin E, for the Pennington CALERIE Team (2007). Effect of calorie restriction with or without exercise on body composition and fat distribution. The Journal of Clinical Endocrinology & Metabolism.

[bib98] Rohrbach S, Aurich AC, Li L, Niemann B (2007). Age-Associated loss in adiponectin-activation by caloric restriction: lack of compensation by enhanced inducibility of adiponectin paralogs CTRP2 and CTRP7. Molecular and Cellular Endocrinology.

[bib99] Sequea DA, Sharma N, Arias EB, Cartee GD (2012). Calorie restriction enhances insulin-stimulated glucose uptake and Akt phosphorylation in both fast-twitch and slow-twitch skeletal muscle of 24-month-old rats. The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences.

[bib100] Shen T, Ding L, Ruan Y, Qin W, Lin Y, Xi C, Lu Y, Dou L, Zhu Y, Cao Y, Man Y, Bian Y, Wang S, Xiao C, Li J (2014). Sirt1 functions as an important regulator of estrogen-mediated cardiomyocyte protection in angiotensin II-induced heart hypertrophy. Oxidative Medicine and Cellular Longevity.

[bib101] Sheng Y, Xia F, Chen L, Lv Y, Lv S, Yu J, Liu J, Ding G (2021). Differential responses of white adipose tissue and brown adipose tissue to calorie restriction during aging. The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences.

[bib102] Shi H, Strader AD, Woods SC, Seeley RJ (2007). Sexually dimorphic responses to fat loss after caloric restriction or surgical lipectomy. American Journal of Physiology. Endocrinology and Metabolism.

[bib103] Speakman JR, Mitchell SE (2011). Caloric restriction. Molecular Aspects of Medicine.

[bib104] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[bib105] Suchacki KJ, Tavares AAS, Mattiucci D, Scheller EL, Papanastasiou G, Gray C, Sinton MC, Ramage LE, McDougald WA, Lovdel A, Sulston RJ, Thomas BJ, Nicholson BM, Drake AJ, Alcaide-Corral CJ, Said D, Poloni A, Cinti S, Macpherson GJ, Dweck MR, Andrews JPM, Williams MC, Wallace RJ, van Beek EJR, MacDougald OA, Morton NM, Stimson RH, Cawthorn WP (2020). Bone marrow adipose tissue is a unique adipose subtype with distinct roles in glucose homeostasis. Nature Communications.

[bib106] Suchacki KJ, Thomas BJ, Ikushima YM, Chen KC, Fyfe C, Tavares AAS, Sulston RJ, Lovdel A, Woodward HJ, Han X, Mattiucci D, Brain EJ, Alcaide-Corral CJ, Kobayashi H, Gray GA, Whitfield PD, Stimson RH, Morton NM, Johnstone AM, Cawthorn WP (2022). The Effects of Caloric Restriction on Adipose Tissue and Metabolic Health Are Sex- and Age-Dependent. bioRxiv.

[bib107] Taylor R, Al-Mrabeh A, Zhyzhneuskaya S, Peters C, Barnes AC, Aribisala BS, Hollingsworth KG, Mathers JC, Sattar N, Lean MEJ (2018). Remission of human type 2 diabetes requires decrease in liver and pancreas fat content but is dependent upon capacity for β cell recovery. Cell Metabolism.

[bib108] Tran TT, Yamamoto Y, Gesta S, Kahn CR (2008). Beneficial effects of subcutaneous fat transplantation on metabolism. Cell Metabolism.

[bib109] Turpin SM, Nicholls HT, Willmes DM, Mourier A, Brodesser S, Wunderlich CM, Mauer J, Xu E, Hammerschmidt P, Brönneke HS, Trifunovic A, LoSasso G, Wunderlich FT, Kornfeld J-W, Blüher M, Krönke M, Brüning JC (2014). Obesity-Induced cers6-dependent C16:0 ceramide production promotes weight gain and glucose intolerance. Cell Metabolism.

[bib110] Valencak TG, Osterrieder A, Schulz TJ (2017). Sex matters: the effects of biological sex on adipose tissue biology and energy metabolism. Redox Biology.

[bib111] Valle A, Català-Niell A, Colom B, García-Palmer FJ, Oliver J, Roca P (2005). Sex-Related differences in energy balance in response to caloric restriction. American Journal of Physiology. Endocrinology and Metabolism.

[bib112] Valle A, García-Palmer F, Oliver J, Roca P (2007). Sex differences in brown adipose tissue thermogenic features during caloric restriction. Cellular Physiology and Biochemistry.

[bib113] Varady KA, Allister CA, Roohk DJ, Hellerstein MK (2010). Improvements in body fat distribution and circulating adiponectin by alternate-day fasting versus calorie restriction. The Journal of Nutritional Biochemistry.

[bib114] Villareal DT, Fontana L, Das SK, Redman L, Smith SR, Saltzman E, Bales C, Rochon J, Pieper C, Huang M, Lewis M, Schwartz AV, CALERIE Study Group (2016). Effect of two-year caloric restriction on bone metabolism and bone mineral density in non-obese younger adults: a randomized clinical trial. Journal of Bone and Mineral Research.

[bib115] Wei Y, Huang J (2019). Role of estrogen and its receptors mediated-autophagy in cell fate and human diseases. The Journal of Steroid Biochemistry and Molecular Biology.

[bib116] Weindruch R, Walford RL, Fligiel S, Guthrie D (1986). The retardation of aging in mice by dietary restriction: longevity, cancer, immunity and lifetime energy intake. The Journal of Nutrition.

[bib117] Weiss EP, Racette SB, Villareal DT, Fontana L, Steger-May K, Schechtman KB, Klein S, Holloszy JO, Washington University School of Medicine CALERIE Group (2006). Improvements in glucose tolerance and insulin action induced by increasing energy expenditure or decreasing energy intake: a randomized controlled trial. The American Journal of Clinical Nutrition.

[bib118] Wheatley KE, Nogueira LM, Perkins SN, Hursting SD (2011). Differential effects of calorie restriction and exercise on the adipose transcriptome in diet-induced obese mice. Journal of Obesity.

[bib119] Wirth A, Steinmetz B (1998). Gender differences in changes in subcutaneous and intra-abdominal fat during weight reduction: an ultrasound study. Obesity Research.

[bib120] Wong MHT, Holst C, Astrup A, Handjieva-Darlenska T, Jebb SA, Kafatos A, Kunesova M, Larsen TM, Martinez JA, Pfeiffer AFH, van Baak MA, Saris WHM, McNicholas PD, Mutch DM, DiOGenes (2012). Caloric restriction induces changes in insulin and body weight measurements that are inversely associated with subsequent weight regain. PLOS ONE.

[bib121] Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL, Lachmann A, Wojciechowicz ML, Kropiwnicki E, Jagodnik KM, Jeon M, Ma’ayan A (2021). Gene set knowledge discovery with enrichr. Current Protocols.

[bib122] Zgheib S, Méquinion M, Lucas S, Leterme D, Ghali O, Tolle V, Zizzari P, Bellefontaine N, Legroux-Gérot I, Hardouin P, Broux O, Viltart O, Chauveau C (2014). Long-Term physiological alterations and recovery in a mouse model of separation associated with time-restricted feeding: a tool to study anorexia nervosa related consequences. PLOS ONE.

[bib123] Zhang Q-J, Holland WL, Wilson L, Tanner JM, Kearns D, Cahoon JM, Pettey D, Losee J, Duncan B, Gale D, Kowalski CA, Deeter N, Nichols A, Deesing M, Arrant C, Ruan T, Boehme C, McCamey DR, Rou J, Ambal K, Narra KK, Summers SA, Abel ED, Symons JD (2012). Ceramide mediates vascular dysfunction in diet-induced obesity by PP2A-mediated dephosphorylation of the enos-akt complex. Diabetes.

[bib124] Zhang L, Xue X, Zhai R, Yang X, Li H, Zhao L, Zhang C, Beiko RG (2019). Timing of calorie restriction in mice impacts host metabolic phenotype with correlative changes in gut microbiota. MSystems.

[bib125] Zhu M, Miura J, Lu LX, Bernier M, DeCabo R, Lane MA, Roth GS, Ingram DK (2004). Circulating adiponectin levels increase in rats on caloric restriction: the potential for insulin sensitization. Experimental Gerontology.

[bib126] Zhu L, Martinez MN, Emfinger CH, Palmisano BT, Stafford JM (2014). Estrogen signaling prevents diet-induced hepatic insulin resistance in male mice with obesity. American Journal of Physiology. Endocrinology and Metabolism.

# Supplementary material for: The effects of caloric restriction on adipose tissue and metabolic health are sex- and age-dependent
**Source:** eLife. 2023 Apr 25;12:e88080. doi: 10.7554/eLife.88080
**Supplement:** Figure 10—source data 1. — Values for the data presented in Figure 10A–L are shown in the file named ‘Figure 10_Source_Data.xlsx’.

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Table 3. Data on ethnicity was not collected. |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | In the Materials and Methods section Human weight loss study – Participants’ (and response to reviewers) we state, “The study was done before pre-registration was a requirement for clinical trials.” |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods – ‘Animals’ section |  |
| Randomisation | Materials and Methods – ‘Animals’ section |  |
| Blinding | Materials and Methods – ‘Animals’ section |  |
| Inclusion/exclusion criteria | Materials and Methods – ‘Animals’ section |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods – ‘Animals’ section (“*data for young mice are reported across multiple cohorts from at least four separate studies, each of which revealed the same sex differences in CR’s metabolic effects”)* |  |
| Define whether data describe technical or biological replicates. | Materials and Methods – ‘Animals’ section; Table 2 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods: ‘Human weight loss study – Participants’ |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods – ‘Animals’ section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods – ‘Animals’ section and ‘Human weight loss study – Participants’ section. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods – ‘Statistical Analysis’ section; and in each figure legend. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods – ‘Data and code availability’ section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods – ‘Data and code availability’ section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | X |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods – ‘Data and code availability’ section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and Methods – ‘Data and code availability’ section |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Materials and Methods – ‘Animals’ section |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

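Gene expression was measured by RNA-seq in the livers of 22 C57BL6/NCrl mice, 6 AL males, 5 AL females, 5 CR males and 6 CR females, with 1 library per mouse. The authors trimmed the reads, aligned them with STAR 2.7.10a to mm10, counted them per gene with featureCounts of Subread 1.5.2 and divided the counts by size factors of DESeq2 1.36.0. The unit of the deposited values is therefore a signal that is never negative, the normalised count of reads per gene. The version of the UCSC annotation is not given in the sources used here. Whether the counting used strand is not given there either, so genes that overlap on opposite strands are uncertain. Groups were taken from the sample labels, which the paper's mouse IDs and group sizes match. The value columns of all 22 libraries were used, and no column was left out.

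Whole reads were recovered in 21 libraries, where all values lay within 0.01 of a whole number of reads. The reads counted on genes numbered 33648665 to 37309166 per library, with group medians from 34732643 in AL males to 35235042 in AL females. Among these libraries the lowest total of a gene was 35 reads. The values of AL female replicate 4 also lay within 1.21e-08 of whole reads, but its step was too near 1 for the check of units used here, so count tests ran without it. At this depth, genes near the filter rest on about 10 reads per library, so that a difference in them is detectable only when large.

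The main test was limma 3.58.1 in R 4.3.3 on log2(value + 1), with a variance trend on mean expression, over the 14035 genes with a mean value of at least 10. The thresholds were those of the paper, a fold change above 1.5 with an adjusted p below 0.05, and an adjusted p below 0.01 for the counts of genes higher with CR in each sex. The paper tested counts with DESeq2, and limma was the main test here because the values are normalised. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 8 lists in each of 5 contrasts, the sex-by-diet interaction included. Principal components used prcomp on the 500 most variable genes, as the paper did, but on log2(value + 1) in place of its variance-stabilised counts. Permutation tests were exact, or used 100000 permutations where exact enumeration was too long.

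The scripts' tests were tested on simulated data for CR against AL males over 14035 genes. Of these, 200 were changed, those raised and lowered by median log2 fold changes of 0.99 and -0.96 in limma. There limma recovered 73.5% of the changed genes with 2.65% of its calls false, edgeR 4.0.16 recovered 74% with 1.99% false, and DESeq2 1.42.0 recovered 81% with 5.81% false. Among 40 simulated lists, camera, fry and camera with estimated correlation each found the 1 shifted list and called 0 others. All genes of that list were moved together, by more than the mean change of most lists reported here. The simulation therefore does not show that smaller shifts would be found. The simulated genes varied independently, unlike those of a pathway. Over other splits of the real libraries, camera gave oxidative phosphorylation a median unadjusted p of 0.000216 for sex in AL mice, 0.00790 for sex in CR mice and 0.00264 for CR in males.

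Designs, gene lists and alternatives were set before the data were examined, apart from those named in the closing section. The genes named were, in each comparison, the 3 called genes with the largest fold change in each direction whose groups did not overlap, the genes that the paper names for these data, and the called enzymes of the core lists. Some genes that this rule names are not reported here. Values in the paper's tables and figures count as seen. Alternatives were pseudocounts of 0.25 and 5, no filter or a mean of at least 50, quantile normalisation, TMM scaling, edgeR and DESeq2 on recovered reads, no minimum fold change, an acinar covariate, the replicate number as a block, only the groups compared in the fit, and leaving out each library in turn. For lists they were fry, camera with estimated correlation, fgsea 1.28.0, core enzyme lists and Reactome lists. For principal components they were 1000 genes, all genes tested, the variance-stabilising transform of recovered reads, and the removal of genes of other tissues. Other experiments of the paper were not analysed here, apart from its hepatic triglyceride values.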

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

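The tests of pancreatic RNA for islet genes, for the normalised total, for lipogenic expression and for the interaction, those of the authors' normalisation, that of keratinised epithelium and those of lists over other splits or shuffled residuals were chosen only after the result was seen. The test of the count of interaction genes over shuffled residuals was not chosen so.

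Pancreatic transcripts, which the paper does not discuss, were abundant in some livers. Genes of pancreatic acinar cells held 13.5% of the normalised total in AL female replicate 1, 2.30% in CR female replicate 5, 0.548% in CR male replicate 4, 0.478% in AL female replicate 2 and 0.415% in AL male replicate 2, and at most 0.0842% in each of the other 17 libraries. Amy2a2, which shares reads with its near-identical copies, was at 735442 normalised counts in AL female replicate 1. The copies Amy2a3 and Amy2a4 were at 735038 and 734639 there, and all of them at 82.0 in CR female replicate 1. Such equal values would arise if reads were counted on each copy, so the shares above may count some reads more than once. Genes of pancreatic islets set CR female replicate 5 apart from its group, with a mean log2 value of 7.92 against 0 to 0.39 in the other CR females (gap over range 0.951), and AL female replicate 1 reached 7.78. Ins2 was at 836 in CR female replicate 5 and 785 in AL female replicate 1. The 43 acinar genes are also in the loadings that the paper gives for PC1 and PC2, so their part there had been seen. Pancreatic RNA in some liver samples, from tissue taken along at dissection, may account for this, since CR female replicate 5 was high in islet genes as well as in the acinar share of 2.30%. A biological expression of these genes in the liver was not tested.

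The normalised total of CR female replicate 5, 30508959, lay below the 33097581 to 34601833 of the other CR females (gap over range 0.632). Leaving out the acinar genes can only lower the lowest total, here to 29.8 M normalised counts, so this test decides nothing and pancreatic RNA in some liver samples stays open. Its recovered reads, 35176328, were the most in its group, so depth does not account for it. What sets its size factor of 1.15 apart stays open.

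Genes of keratinised epithelium were high in AL female replicate 2, with a mean log2 value of 7.51 against 1.21 to 1.52 in the other AL females (gap over range 0.949). Krt13 was at 1159 normalised counts there, and 13 of the 13 tested genes of the list were highest in that library among all 22. These values are consistent with keratinised epithelium in the sample, and no biological explanation was tested. AL male replicate 6 (6.65), CR female replicate 2 (5.85), CR male replicate 4 (5.37), AL male replicate 4 (5.26) and CR female replicate 6 (5.24) were also above 5 in these genes. Skeletal muscle genes were highest in CR female replicate 6 (mean log2 value 9.78, Acta1 at 7328).

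CR male replicate 2 lay above the other CR males in FA biosynthesis (mean log2 value 13.13 against 12.12 to 12.39, gap over range 0.731) and in core lipogenic enzymes (15.37 against 12.35 to 13.20, gap over range 0.717). The same library stood apart in Acsl3 (0.724), Dlat (0.757), Gpi1 (0.720) and Pklr (0.717), genes that are not independent of one another. After quantile normalisation the gap over range of its lipogenic enzymes was 0.726, which argues against the authors' size-factor normalisation as the cause. Its acinar share was 0.00109%, the lowest of the 22 libraries, which argues against pancreatic RNA in some liver samples. A difference in feeding or in time of sampling between this mouse and the others could be a biological source, and neither was tested. Chance is also open.

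Other libraries stood apart from their groups in single lists or genes. In lists these were CR male replicate 4 in the TCA cycle (gap over range 0.802), AL female replicate 4 in FA β-oxidation (0.830), AL female replicate 3 in FA biosynthesis (0.758) and ketogenesis (0.778), and AL male replicate 4 in core enzymes of glycolysis (0.740). In genes these were CR female replicate 4 in Acsl5 (0.644) and Dbp (0.717), AL male replicate 4 in Cux2 (0.671), AL female replicate 3 in Cyp4a12b (0.737) and Scd2 (0.750), AL female replicate 4 in Elovl3 (0.800), CR male replicate 5 in Fmo2 (0.792) and Gm34911 (1), CR female replicate 1 in Mup20 (0.823) and Npas2 (0.626), and AL male replicate 2 in Sult2a3 (1). The gap of 1 in Gm34911 and Sult2a3 arose because all other libraries of the group were at 0. Of 320 such tests, 25 passed the limit, where chance gives 5%, and many of the measures are correlated. Of the 24 cases that were tested again, 17 stayed past the limit after quantile normalisation, so the authors' size-factor normalisation does not account for most of them. The cases in the TCA cycle, FA β-oxidation and ketogenesis lists and in Cyp4a12b, Gm34911, Npas2 and Pklr did not. Chance and differences between mice stay open.

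The effect of CR differed between the sexes in 2 of the 8 pathway lists by camera, the TCA cycle (adjusted p = 0.00382, mean difference -0.15, 3 of 21 genes positive) and oxidative phosphorylation (0.0192, mean difference -0.06, 66 of 198 genes positive). With quantile normalisation the adjusted p were 0.00801 and 0.0217, and with an acinar covariate 0.00300 and 0.00769, which argues against the authors' size-factor normalisation and against pancreatic RNA in some liver samples as the cause of the camera calls. With residuals of a fit with sex and diet shuffled between libraries, however, chance could not be excluded for either list. Under fry the adjusted p were 0.591 and 0.674, over all settings from 0.000499 to 0.719 for the TCA cycle and from 0.000467 to 0.719 for oxidative phosphorylation. Without CR male replicate 4 the TCA cycle was at 0.0884, and oxidative phosphorylation was above 0.05 without CR female replicate 1 (0.0612), 5 (0.108) or 6 (0.0604), AL female replicate 5 (0.530), AL male replicate 1 (0.184), 2 (0.380) or 6 (0.166), or CR male replicate 4 (0.171) or 5 (0.0809). A difference in the effect of CR between the sexes is thus a hypothesis for these lists, with chance still open.

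The effect of CR on single genes differed between the sexes for 34 genes in limma. With residuals of a fit with sex and diet shuffled between libraries, chance could be excluded for this count. Quantile normalisation gave 35 genes and the acinar covariate 35, which argues against the authors' size-factor normalisation and against pancreatic RNA in some liver samples. edgeR called 32 and DESeq2 85. The smallest adjusted p were those of Cyp2b9 (difference of log2 fold changes, females minus males, -6.62), Fmo2 (-2.51) and Cyp2c38 (-2.36), 3 genes chosen after their values were seen. Cyp2b9 and Cyp2c38 have paralogs whose reads the counting could have split or counted on each. Over known sex-biased genes of the liver, fry gave an adjusted p for the difference of 0.00406 for 35 male-biased genes (mean difference 1.80, 34 positive) and 4.50e-05 for 38 female-biased genes (mean difference -1.34, 5 positive). Chance could be excluded for both over the same shuffles of residuals. A biological hypothesis is that CR lowers a male-specific control of these genes, which was not tested.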

How the results depend on the processing

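The alternatives for the lists of sex-biased genes, clock, cholesterol synthesis, ketogenesis and ceramide synthesis and the left-out mice of the triglyceride comparison and of the distances by correlation were chosen only after the result was seen, and the others were planned.

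Of the comparisons of a summary result with an alternative other than a left-out library, 638 kept the direction and the side of the threshold, or stayed within 1.5 times the count or within 1 SD of the value. Of the rest, 40 moved, 11 came past the threshold, 48 fell short of it and 1 reversed. With 1 library left out, 1682 kept, 35 moved, 11 came past the threshold and 49 fell short. For named genes, 895 kept their call, 9 lost and 2 gained it, and with 1 library left out 1808 kept, 12 lost and 6 gained it, with 0 changes of sign of a called gene. In 32 cases a list that was called under neither setting had another direction, and these are counted as kept. Where no cause is given, the cause was not tested.

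Without a minimum fold change more genes pass by construction, 1612 for sex in AL mice (47.1% higher in females, against 57.5%), 470 for sex in CR mice (49.8% against 64.5%), 2530 for diet in males, 1234 in females and 3744 across sexes, and 1, 1, 15, 4 and 19 enzymes. With an adjusted p below 0.05 in place of 0.01, genes higher with CR were 731 in males only, 444 in both sexes and 2.1e+02 in females only (rounded to 2 digits). With DESeq2, 501 genes were called for sex in CR mice, 85 for the interaction and 528 as higher with CR in males only, and 2 enzymes for sex in AL mice. With edgeR, 50 genes were higher in females only and 1 enzyme was called for sex in AL mice. Both ran without AL female replicate 4. Quantile normalisation changed no count of genes by over 1.5 times, but of 254 genes for sex in CR mice 124 were higher and 130 lower in females (48.8% higher against 64.5%), and of 783 for sex in AL mice 390 were higher and 393 lower (49.8% against 57.5%). No scaling moved the median log2 fold change of all genes by over 0.1. With only the groups compared in the fit, 2 enzymes were called for sex in AL mice, and with the acinar covariate 1.

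With the correlation estimated from each list, camera gave 0.426 for the TCA cycle and 0.426 for oxidative phosphorylation between the sexes in CR. It gave 0.234 for gluconeogenesis, 0.205 for the TCA cycle, 0.379 for oxidative phosphorylation, 0.243 for glycolysis, 0.379 for FA β-oxidation, 0.167 for FA biosynthesis and 0.205 for the late oestrogen response in males. In females it gave 0.367, 0.373, 0.614 and 0.367 for gluconeogenesis, the TCA cycle, oxidative phosphorylation and glycolysis, 0.312 for FA β-oxidation and 0.148 and 0.0716 for the early and late oestrogen response. It gave 0.719 for the interaction in the TCA cycle and in oxidative phosphorylation. This setting allows for genes that vary together, by construction. fry gave 0.101 for both lists between the sexes in CR, 0.0922 for oxidative phosphorylation, 0.0716 for FA β-oxidation and 0.0239 for the early oestrogen response in males, 0.0922 for gluconeogenesis, 0.110 for the TCA cycle, 0.408 for oxidative phosphorylation and 0.0528 for glycolysis in females, and 0.591 and 0.674 for the interaction in the TCA cycle and oxidative phosphorylation. fgsea gave 0.00403 for oxidative phosphorylation in AL mice, 0.0272, 0.0250 and 0.0250 for gluconeogenesis, glycolysis and the late oestrogen response between the sexes in CR, 0.0160 for the early oestrogen response in males and 0.0573 for the TCA cycle in females.

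Core enzyme lists hold other genes by construction. They gave 0.0294 for oxidative phosphorylation in AL mice, 0.629 and 0.778 for gluconeogenesis in males and females, 0.0796 for oxidative phosphorylation in females and 0.685 for FA β-oxidation in females. FA β-oxidation in males reversed, to a mean log2 fold change of -0.06 (0.684). Reactome lists gave 0.0241 for gluconeogenesis between the sexes in CR, 0.459 and 0.0757 for FA β-oxidation in males and females, and 0.0864 for the TCA cycle in females. Without the filter on low values, oxidative phosphorylation in AL mice was at 0.0354, gluconeogenesis between the sexes in CR at 0.0415, gluconeogenesis, the TCA cycle and oxidative phosphorylation in females each at 0.0514 and glycolysis in females at 0.0815. With the acinar covariate, gluconeogenesis, the TCA cycle and glycolysis in females were at 0.0828 and oxidative phosphorylation at 0.135. With quantile normalisation, the TCA cycle between the sexes in CR was at 0.208 and ketogenesis in males at 0.121.

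The share of variance of PC1 was 33.2% with 1000 genes, 26.8% with all genes tested, 39.4% with the variance-stabilising transform and 46.4% without genes of pancreas, muscle and keratinised epithelium. The share of PC2 was 20.0% with all genes tested, 30.6% with the transform, 24.4% and 28.0% with pseudocounts of 0.25 and 5, and 17.0% without those genes. CR males nearer to CR females than to AL males numbered 4 in 5 of the 6 settings, and those nearer to AL females 2 with 1000 genes and with all genes tested.

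The replicate number as a block was tried, since groups share these numbers. Deviations of libraries with the same number had a mean correlation of -0.0184 (31 pairs, from -0.380 to 0.383, 11 over 0.1) and those with different numbers 0.00525 (150 pairs), so the numbers do not pair the mice. With this replicate block, limma called 19 genes for the interaction and 1 enzyme for sex in AL mice, 70 genes were higher with CR in females only, and camera gave 0.0270 for oxidative phosphorylation in AL mice, 0.0548 for FA β-oxidation in males and 0.306 for oxidative phosphorylation in the interaction. In males it called 4 enzymes in place of 6 and left Pdha1 (0.58) uncalled. It changed no other call of a summary result or of a gene reported here.

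With 1 library left out, genes for sex in CR mice ranged from 177 without CR male replicate 5 to 473 without CR male replicate 2 (197 without CR female replicate 1), and genes higher in females only from 56 without CR female replicate 4 to 174 without CR male replicate 2 (60 without CR female replicate 6, 62, 64 and 68 without AL female replicates 4, 5 and 1, 70 without CR female replicate 3). Enzymes ranged from 0 to 2 for sex in AL mice (2 without AL male replicate 2 or AL female replicate 5, 1 without AL female replicate 2 or 4, AL male replicate 4, CR male replicate 2 or CR female replicate 5), from 3 (CR male replicate 2) to 8 in males and from 3 to 5 (CR female replicate 1, AL female replicate 1 or CR male replicate 5) across sexes. CR males nearer to AL females ranged from 0 (CR male replicate 4) to 4 (AL female replicate 1), with 2 without AL female replicate 2, and by correlation over all genes from 0 to 1 (AL female replicate 1). The share of PC1 ranged from 33.8% to 39.1% and that of PC2 from 23.0% to 28.1%.

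For lists, the adjusted p with 1 library left out had these ranges, each with the libraries that changed the call. In AL mice oxidative phosphorylation ranged from 0.000658 (AL female replicate 5) to 0.860, and was called without AL male replicate 1 (0.0146), 2 (0.0127) or 6 (0.0198). Between the sexes in CR, gluconeogenesis ranged from 0.0412 (CR male replicate 5) to 0.209, called without CR female replicate 3 (0.0484) or AL male replicate 4 (0.0419), and the TCA cycle from 0.000456 to 0.0933 (CR male replicate 4). In males, glycolysis ranged from 0.00359 to 0.0633 (AL male replicate 6), FA β-oxidation from 0.00201 to 0.163 (CR male replicate 4), not called without AL male replicate 1 (0.0561) or CR male replicate 5 (0.0537), the early oestrogen response from 0.0373 (AL male replicate 1) to 0.123, called without AL male replicate 4 (0.0497) or CR male replicate 4 (0.0456), the late response from 0.0190 to 0.0566 (AL male replicate 6), and ketogenesis from 0.0107 to 0.0946 (CR male replicate 2), not called without AL male replicate 3 (0.0507), 5 (0.0635) or 6 (0.0561) or CR male replicate 3 (0.0625).

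In females, gluconeogenesis ranged from 0.0162 to 0.0973 (AL female replicate 2), not called without AL female replicate 3 (0.0943) or CR female replicate 3 (0.0904). The TCA cycle ranged from 0.0140 to 0.177 (AL female replicate 3), not called without AL female replicate 1 (0.0743) or 2 (0.118) or CR female replicate 3 (0.133) or 4 (0.0990). Oxidative phosphorylation ranged from 0.000449 to 0.552 (AL female replicate 3), not called without AL female replicate 1 (0.0751) or 2 (0.112) or CR female replicate 3 (0.101) or 4 (0.188). Glycolysis ranged from 0.0343 to 0.160 (AL female replicate 3), not called without AL female replicate 2 (0.112), any CR female (0.0535 to 0.0676), AL male replicate 1 (0.0526) or AL male replicate 2 (0.0503). For the interaction, gluconeogenesis ranged from 0.00307 (AL male replicate 4, called) to 0.488, the TCA cycle from 0.000209 to 0.0884 (CR male replicate 4) and oxidative phosphorylation from 8.81e-05 to 0.530 (AL female replicate 5), not called without CR female replicate 1 (0.0612), 5 (0.108) or 6 (0.0604), AL male replicate 1 (0.184), 2 (0.380) or 6 (0.166), or CR male replicate 4 (0.171) or 5 (0.0809).

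The correlation of hepatic triglyceride with lipogenic expression ranged from -0.620 (AL female replicate 1) to -0.337, and its permutation p rose above 0.05 without CR female replicate 2 (r = -0.356) or 4 (-0.337), CR male replicate 2 (-0.414) or 4 (-0.401) or AL male replicate 4 (-0.368). Of 83 results on named genes, 8 changed a call. These were Dlat, Pdha1 and Acsl5 in males, Scd2 in both sexes, Acot5 and Dbp in females and Dlat across sexes. Depth hardly differed between groups, so it limits low genes in each group alike.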

Differences from the paper's values

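Comparisons with the directions and asterisks of enzymes in the volcano plots and distances by correlation, also without AL female replicate 1, were chosen only after the result was seen, and the other tests here were planned. Of 51 values compared with the paper's, 5 differed by the rule used. The rule was wide, so a value that it did not flag is not thereby reproduced. For normalised enrichment scores it took the jackknife SE as the error. This SE reached 2.56, for FA β-oxidation between CR females and CR males. Genes higher with CR in both sexes numbered 221 here and 316 in the paper's legend, a difference that the rule did not flag.

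Genes higher with CR in females only numbered 108, where the paper's Venn diagram shows about 190 (Figure 7—figure supplement 1C, read by eye). Of the 12 alternatives set before the data were examined, an adjusted p below 0.05 and the fit of only the groups compared brought the count within the rule, and the other 10 did not. It also came within the rule without CR male replicate 2, at 174. For Sult2a1 between CR females and CR males, the log2 fold change was 10.34 (SE 0.808), and the paper lists about 12 (Figure 7—figure supplement 1B, read by eye). A pseudocount of 0.25, edgeR and DESeq2 came within the SE of the paper's value, and the other 8 alternatives did not.

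The paper's normalised enrichment scores come from GSEA with its own gene sets, while those here come from fgsea with the hand-written lists. For glycolysis between AL females and AL males the paper's score is 0.938 and the score here was -1.13 (jackknife SE 2.06, from -1.26 to 1.01 with 1 library left out), so its sign is uncertain. Quantile normalisation and the core enzyme list removed the difference, as did leaving out AL male replicate 4, and the other 5 alternatives did not. For FA β-oxidation in the same comparison, the paper's score is 0.788 and the score here was -1.0 (jackknife SE 0.215), and none of 8 alternatives removed the difference. Neither score was past 0.05, with an adjusted p of 0.604 in fgsea here. The list had a mean log2 fold change of 0.05, of the paper's sign, and a median of -0.10. For FA biosynthesis with CR in males, the paper's score is 2.02 and the score here was 2.29 (jackknife SE 0.188). None of 7 alternatives removed the difference, and leaving out CR male replicate 2 did.

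The paper states that CR does not raise oxidative phosphorylation and the TCA cycle in females, with its own FDR at 0.138 and 0.105. The test here nearest to the paper's GSEA was fgsea, which called oxidative phosphorylation in females (0.00739) and not the TCA cycle (0.0573). With camera, another kind of test, both lists were called in females, each at 0.0473. The settings under which they were not called were, for both, fry (0.408 and 0.110), estimated correlation (0.614 and 0.373), no filter on low values (0.0514 and 0.0514) and the acinar covariate (0.135 and 0.0828), for oxidative phosphorylation also the core list (0.0796), and for the TCA cycle also fgsea (0.0573) and the Reactome list (0.0864). The calls were also lost without AL female replicate 1 (0.0751 for oxidative phosphorylation and 0.0743 for the TCA cycle), 2 (0.112 and 0.118) or 3 (0.552 and 0.177) or CR female replicate 3 (0.101 and 0.133) or 4 (0.188 and 0.0990).

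The paper states that gluconeogenesis genes are higher in males than in females during CR, with its own FDR at 0.00912. Here the list was not called by camera (0.103), with 9 of 30 genes higher in females. With fgsea, the test nearest to the paper's GSEA, it was called (0.0272). It was also called without the filter (0.0415), with the Reactome list (0.0241) and without CR female replicate 3 (0.0484), AL male replicate 4 (0.0419) or CR male replicate 5 (0.0412). For oxidative phosphorylation between AL females and AL males the paper's own FDR is 0.0361, and camera gave 0.102 here. It was called with fgsea (0.00403), the core list (0.0294), no filter (0.0354), the replicate block (0.0270) and without AL male replicate 1 (0.0146), 2 (0.0127) or 6 (0.0198) or AL female replicate 5 (0.000658). The paper states that glycolysis genes rise more in males, and the difference of the diet effect between the sexes had an adjusted p of 0.516 in camera and was called under no setting.

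The paper's discussion states that CR males are more like AL females than AL males. On PC1 and PC2, 1 of 5 CR males lay nearer to the centroid of AL females than to that of AL males, and 4 of 5 lay nearer to AL or CR females. The number nearer to AL females was 2 with 1000 genes and with all genes tested, 2 without AL female replicate 2 and 4 without AL female replicate 1. Over all genes, each CR male was nearer to AL males by correlation, and 4 of 5 were without AL female replicate 1.

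Of the enzymes in the volcano plots, the paper marks Dlat across sexes, where its log2 fold change here was 0.56 (adjusted p = 0.00160 from limma), under 1.5-fold. It was called by edgeR (0.62) and DESeq2 (0.62) and without AL female replicate 1 (0.59), AL female replicate 3 (0.59), CR female replicate 1 (0.60), CR female replicate 2 (0.60), CR male replicate 1 (0.59) or CR male replicate 5 (0.59). The calls of Pklr in each sex and across sexes and of Dlat in males are the same as the paper's. Pdha1 was called here in males (0.59) and carries no mark in the paper. Of 110 labels of enzymes in the 5 plots, 105 were of enzymes tested here, and 100 of these had the direction of the paper's label, read by eye. The other 5 were not called here. Idh3a lies on the female side in the paper in CR mice and was at -0.02 here (adjusted p = 0.970). Pck1 lies on the CR side in the 3 diet comparisons and was at -0.08 across sexes, -0.05 in males and -0.10 in females here, although its mean normalised count was higher with CR in males (96193 against 92690) and in females (112147 against 112076). Pfkp lies on the AL side across sexes and was at 0.04 here (adjusted p = 0.863).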

Other observations

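The test of the shift over all genes, those of every list over other splits, the exact permutation tests of list means and those of genes higher with CR in 1 sex only over other splits, and the alternatives of the added lists and the left-out mice, were chosen only after the result was seen.

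The spread of libraries along PC1 may reflect pancreatic RNA in some liver samples. The mean log2 value of 43 acinar genes correlated with PC1 over 22 libraries (Pearson r = 0.860, Spearman rho = 0.826, permutation p = 1e-05 and 2e-05, the former the smallest that 100000 permutations give, and adjusted over 2 components 2e-05 and 4e-05), at r = 0.752 without AL female replicate 1 and CR female replicate 5. As deviations from the group means, the correlation was 0.992 (rho 0.971, permutation p = 1e-05, the smallest). With PC2 it was 0.486 (permutation p = 0.0218, rho 0.479, permutation p = 0.0257, the adjusted values being the same), 0.471 without those libraries, and 0.940 as deviations from group means (rho 0.807). These genes are among those that define the components, so part of the relation follows from the construction. With the acinar list as a covariate, limma called 1402 genes for diet in males against 1390, with 1326 of the 1390 among them, which argues against pancreatic RNA in some liver samples as the source of that count. With this covariate it called 751 genes for diet in females against 758 (674 of the 758 among them), 1314 across sexes against 1270 (1196), 253 for sex in CR mice against 301 (239) and 740 for sex in AL mice against 930 (688), the last with 52.0% higher in females against 57.5%. Part of the count for sex in AL mice may thus go with pancreatic RNA, which stays open. The sex labels were also tested. The lowest value of Eif2s3x in a female was 1.28 times the highest in a male, which argues against a mislabelled sample. Of the other genes listed as escaping X inactivation, Ftx also separated the sexes, while Kdm6a, Kdm5c, Ddx3x, Utp14a and Jpx overlapped between them. The mean log2 value of the list did not overlap.

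Over other splits of the libraries, 100 drawn for each comparison, chance could be excluded for each count of genes called for sex or diet. For the interaction, residuals of a fit with sex and diet were shuffled between libraries instead, with the same result. For genes higher with CR in males only, in both sexes and in females only, diet was shuffled within each sex. No other split or shuffle gave as many genes. Shuffling diet removes every effect of CR, so it cannot tell whether genes counted in males only or females only differ between the sexes. Shuffles are counted as splits below. The largest count in another split was, however, 816 against 930 for sex in AL mice and 566 against 758 for CR in females, and the median over other splits was 0 for each. Without AL female replicate 1 the count for sex in AL mice was 660, below that largest value. For the 8 pathway lists, fewer than 5 of the 100 splits, the real one included, gave a p as small in 2 of 40 pairs of list and contrast, where chance alone gives 1.6. These were glycolysis between CR females and CR males (3 splits), which was itself not called by camera, and FA biosynthesis with CR in females (3 splits). Given the number of pairs, this count does not exclude chance for the camera p of any of these lists. The mean log2 value of each list was therefore also compared in an exact permutation test over all 462 splits of the libraries, two-sided and adjusted over 32 pairs of list and comparison. It gave FA biosynthesis with CR in males, FA biosynthesis with CR in females and the TCA cycle with CR in males an exact p of 0.00216 each, the smallest that this test gives (adjusted p = 0.0231), with each CR library above every AL library of that sex, so chance could be excluded for these differences of means. The other 29 pairs had an adjusted p of 0.0508 or more, among them glycolysis between CR females and CR males (exact p = 0.119, adjusted 0.190), and for them chance stays open. Named in the order gluconeogenesis, TCA cycle, oxidative phosphorylation, glycolysis, FA β-oxidation, FA biosynthesis, early and late oestrogen response, the splits with a p as small numbered 92, 96, 68, 77, 62, 54, 72 and 55 for sex in AL mice, 18, 14, 7, 3, 90, 92, 19 and 7 for sex in CR mice, 21, 13, 44, 23, 40, 7, 18 and 7 for CR in males, 14, 28, 53, 11, 21, 3, 15 and 8 for CR in females and 33, 6, 42, 41, 83, 63, 62 and 62 for the interaction.

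Known sex-biased genes of the liver moved with CR in males. Of 35 male-biased genes, 0 were higher with CR in males (mean log2 fold change -2.86, adjusted p = 1.53e-07 from limma's fry over 6 lists), and of 38 female-biased genes 32 were higher (mean 1.71, adjusted p = 1.87e-08). In females, 6 of the 35 male-biased genes were higher with CR (mean -1.06, adjusted p = 0.00737) and 23 of the 38 female-biased genes (mean 0.37, adjusted p = 0.126). The score of female-biased minus male-biased genes was -6.51 ± 0.682 (SD, n = 6) in AL males, -1.94 ± 1.08 (n = 5) in CR males, 2.08 ± 0.215 (n = 5) in AL females and 3.51 ± 0.646 (n = 6) in CR females. CR males ranged from -3.75 (replicate 5) to -1.16 (replicate 2) and so stayed below every female. The effects of sex in AL mice and of CR in males share the AL males, which gives a correlation by itself. Over the 73 sex-biased genes these effects had the same direction in 91.8% of genes and correlated across genes, which are not independent replicates, at 0.766. Simulated unchanged groups against the same AL males gave a median of 0.476 and a 95th percentile of 0.765. With separate AL males in each comparison the correlation was 0.688 to 0.797 over 20 choices, and 0.3% of simulated values reached the lowest of these. This argues against shared AL male libraries in both comparisons as the whole cause over these genes. Over all 14035 genes the correlation was 0.414, below the simulated median of 0.463 (95th percentile 0.721), so there it is no more than shared AL male libraries give. A candidate explanation for the sex-biased genes is a change of the growth hormone pattern in CR males, which was not tested.

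In lists added for this part, fry gave for CR in males an adjusted p of 0.000827 for 21 clock genes (mean log2 fold change 0.66, 15 higher), 0.000168 for 24 genes of cholesterol synthesis (1.26, 23 higher), 0.0300 for 8 genes of ketogenesis (-0.24, 1 higher) and 3.22e-06 for 18 genes of ceramide synthesis (0.36, 16 higher). In females these were 0.000104 (0.85, 15 higher), 5.84e-05 (1.49, 24 higher), 0.449 (-0.13, 3 higher) and 0.000346 (0.27, 16 higher). The difference of the diet effect between the sexes was not called for any of these 4 lists (0.438, 0.516, 0.379 and 0.286). Over other splits chance could be excluded for clock, cholesterol and ceramide synthesis in males (a p as small in 1 of 100 splits each) and in females (1, 1 and 2), and not for the interaction (47, 53, 29 and 22 for clock, cholesterol synthesis, ketogenesis and ceramide synthesis). In exact permutation tests of the list means, adjusted over 12 pairs, these 3 lists had adjusted p of 0.0317, 0.00433 and 0.00433 in males and 0.00433, 0.00433 and 0.00742 in females. For ketogenesis, 3 splits gave a p as small in males and 48 in females, and the exact tests gave adjusted p of 0.0701 and 0.364, so chance stays open for it. Over all 18 pairs of the 6 added lists and 3 contrasts, 13 had fewer than 5 such splits, where chance alone gives 0.72. Ketogenesis in males was not called with quantile normalisation (0.121, over 6 settings from 0.0240 to 0.121), nor without CR male replicate 2 (0.0946) or 3 (0.0625) or AL male replicate 3 (0.0507), 5 (0.0635) or 6 (0.0561). The clock genes differ with time of feeding and sampling, which may differ between AL and CR mice and was not tested.

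Lipogenic expression did not go with more hepatic triglyceride. The paper gives hepatic triglyceride for 17 mice whose IDs, sex and diet match libraries, although its legends give different ages at sampling for these measures, so the match is open. As deviations from the group means, triglyceride and the mean log2 value of 12 lipogenic enzymes had a Pearson r of -0.392 (permutation p = 0.0314, adjusted 0.0314) and a Spearman rho of -0.571 (p = 0.0141, adjusted 0.0283). Without CR male replicates 2 and 4, the mice farthest from the median in lipogenic expression, r was -0.436 (permutation p = 0.101), so the correlation kept its sign and was not past 0.05 in fewer mice. AL female replicate 1 had by far the most triglyceride, 70.1 mg/g against 10.6 to 42.4 in the other mice, and without it r was -0.620. A correlation across mice gives no direction of cause, so it cannot decide whether lipogenic transcription sets liver triglyceride. With the FA biosynthesis list r was -0.511. The p was also above 0.05 without CR female replicate 2 (r = -0.356) or 4 (-0.337), CR male replicate 2 (-0.414) or 4 (-0.401) or AL male replicate 4 (-0.368).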
